# Restriction of Individual Branched‐Chain Amino Acids has Distinct Effects on the Development and Progression of Alzheimer's Disease in 3xTg Mice

**DOI:** 10.1002/advs.202515220

**Published:** 2026-03-12

**Authors:** Reji Babygirija, Cara L. Green, Michelle M. Sonsalla, Izabelle Marie F. Le, Fan Xiao, Sarah Yandell, Mariah F. Calubag, Michaela E. Trautman, Anna Tobon, Ryan Matoska, Chung‐Yang Yeh, Charles I. Opara, Isaac Grunow, Diana Vertein, Sophia Schlorf, Bailey A. Knopf, Michael J. Rigby, David A. Harris, Mark P. Keller, Alan D. Attie, Luigi Puglielli, Cholsoon Jang, Dudley W. Lamming

**Keywords:** Alzheimer's disease, autophagy, branched chain amino acids, mTORC1

## Abstract

Dietary protein regulates metabolic health and aging, with many benefits of a low protein diet resulting from reduced consumption of the three branched‐chain amino acids (BCAAs), leucine, isoleucine, and valine. Each BCAA has distinct physiological and molecular effects, and while restriction of protein or all three BCAAs improves cognition in mouse models of Alzheimer's disease (AD), the role of each individual BCAA on AD is unknown. Here, we investigate the impact of restricting leucine, isoleucine, or valine on metabolism, AD pathology, molecular signaling, and cognition in male and female 3xTg AD mice. Mice were fed BCAA‐restricted diets for nine months starting at six months of age. Restriction of either isoleucine or valine, but not leucine, improved metabolic health. We observed distinct, BCAA‐specific effects on AD pathology, molecular signaling, and gene expression in both sexes as well as shared molecular responses in males. Restricting any BCAA improved short‐term memory in males, with isoleucine having the strongest effect, while valine restriction led to the greatest cognitive benefits for females. These findings suggest that targeted BCAA restriction, particularly of isoleucine or valine, may form the basis of a novel sex‐specific approach to prevent or delay AD.

## 1 Introduction

Currently, around 6.9 million Americans age 65 and older are living with Alzheimer's disease (AD)—a number that could double to 13.8 million by 2060 if no significant medical breakthroughs are made to prevent or cure the disease [1]. While progress has been made in identifying effective interventions, including the discovery of monoclonal antibodies that may slow AD progression, these treatments come with significant side effects, high costs, and limited efficacy, making the search for more precise and effective treatments urgent [2, 3].

Dietary interventions can be more affordable and effective than pharmaceuticals for disease management. Specifically, calorie restriction (CR) has been shown to delay or prevent Alzheimer's Disease (AD) progression in various murine models [4, 5, 6, 7]. While a CR diet is difficult for many people to adhere to, diets with altered levels of specific macronutrients that do not restrict calories may be easier to follow [8]. Dietary protein restriction (PR) promotes metabolic health in both humans and mice, and extends lifespan in mice [9, 10, 11, 12, 13, 14]. We recently showed that PR slows progression of AD pathology and preserves cognition in the 3xTg mouse model of AD [15].

The metabolic benefits of PR are driven in part by reduced intake of the branched‐chain amino acids (BCAAs; leucine, isoleucine, and valine), and restriction of the BCAAs is sufficient to recapitulate the effects of PR on healthspan and lifespan in mice [10, 13]. In AD mouse models, BCAA restriction has been shown to improve cognitive function, brain AD pathology, and neurotransmitter levels, suggesting a causal link between BCAAs and AD progression [16]. Impaired BCAA metabolism or excessive dietary BCAAs may drive AD pathogenesis by elevating BCAA levels in the brain and activating the protein kinase mechanistic target of rapamycin complex 1 (mTORC1), a key regulator of many metabolic processes; mTORC1 signaling is upregulated in the brains of both AD patients and AD mouse models [17, 18, 19, 20, 21]. In the 3xTg mouse model of AD, BCAA supplementation worsens AD neuropathology and reduces survival, whereas BCAA restriction improves cognitive deficits [21].

While the BCAAs have often been considered as a group, growing evidence suggests that individual BCAAs have distinctive molecular and physiological roles. For example, we have identified distinct roles for the different BCAAs in the response to PR, showing that restriction of isoleucine is necessary and sufficient for the metabolic benefits of PR, and that isoleucine restriction can extend the lifespan and healthspan of mice [22, 23, 24]. The role of each individual BCAA in the development and progression of AD remains unknown. While all BCAAs can activate mTORC1, they do so to different degrees [25]. Although BCAA catabolism shares many steps, the intermediate and final products of each BCAA are distinct; they are catabolized either to acetyl‐CoA (leucine), propionyl‐CoA (valine), or both (isoleucine), and different tissues catabolize different BCAAs preferentially and at different rates [26]. Furthermore, there is conflicting evidence regarding individual BCAAs in AD pathogenesis in humans. For instance, analysis of cerebrospinal fluid and plasma amino acid profiles revealed a significant reduction in valine levels in AD patients compared to healthy controls [27], while elevated isoleucine levels have been observed in individuals with mild cognitive impairment [28]. Collectively, this suggested to us that it was imperative to investigate the role of individual BCAAs in the development and progression of AD.

In this study, we investigated whether the restriction of individual BCAAs could slow or prevent the progression of AD pathology and cognitive loss in the 3xTg mouse model of AD. This model expresses familial human isoforms of APP (APPSwe), Tau (tauP301L), and Presenilin (PS1M146V), and exhibits Aβ and tau pathology in addition to cognitive deficits [29, 30]. We fed 3xTg mice as well as non‐transgenic (NTg) controls of both sexes either a Control amino acid (AA) defined diet, or diets low in either isoleucine, leucine, or valine starting at 6 months of age (the age at which 3xTg mice begin to develop cognitive deficits and aspects of AD pathology). We assessed the effects of restricting each BCAA on metabolic health, AD neuropathology, cognition, and survival. While the effects of each BCAA vary with sex and the specific assay performed, we generally find that restriction of isoleucine and valine, but not restriction of leucine, promotes metabolic health. Isoleucine and valine showed sex‐specific effects on both AD pathology and molecular signaling. Restricting any of the three BCAAs improved short‐term memory in males, with restriction of isoleucine showing the most pronounced benefits for memory in males; in contrast, restriction of valine showed the greatest benefits for cognition in females. We also found that restricting isoleucine improved the survival of males. Analysis of the brain transcriptome revealed both distinct and shared molecular pathways among all three individual BCAAs in a highly sex‐specific manner. We identified shared and BCAA‐specific pathways associated with improved memory and reduced AD pathology. These findings highlight the distinct impact of each BCAA on metabolic health, AD pathology, and cognition, and their sex‐specific impact, and suggest that restriction of valine in females or isoleucine in males could serve as a novel approach to prevent or delay the progression of AD.

## 2 Results

### 2.1 Restricting Individual BCAAs has Distinct and Sex‐Specific Effects on the Metabolic Health of 3xTg Mice

We randomized 6‐month‐old female and male 3xTg and non‐transgenic (NTg) control mice to one of four amino acid (AA)‐defined diets containing all 20 common AAs; the diet composition of the AA‐defined Control (Con) diet reflects that of a natural chow diet in which 21% of calories are derived from protein. The other three diets have a 67% reduction of isoleucine (IleR), leucine (LeuR), or valine (ValR); all diets were isocaloric with identical levels of fat, and the percentage of calories derived from AAs was kept constant by proportionally adjusting the amount of non‐essential AAs. These diets, which we have previously utilized [24], are detailed in Table S1. We tracked the mice longitudinally, tracking body weight monthly and assessing body composition at the start and end of the study, which spanned nine months. The experimental design is summarized in Figure 1A.

**FIGURE 1:**
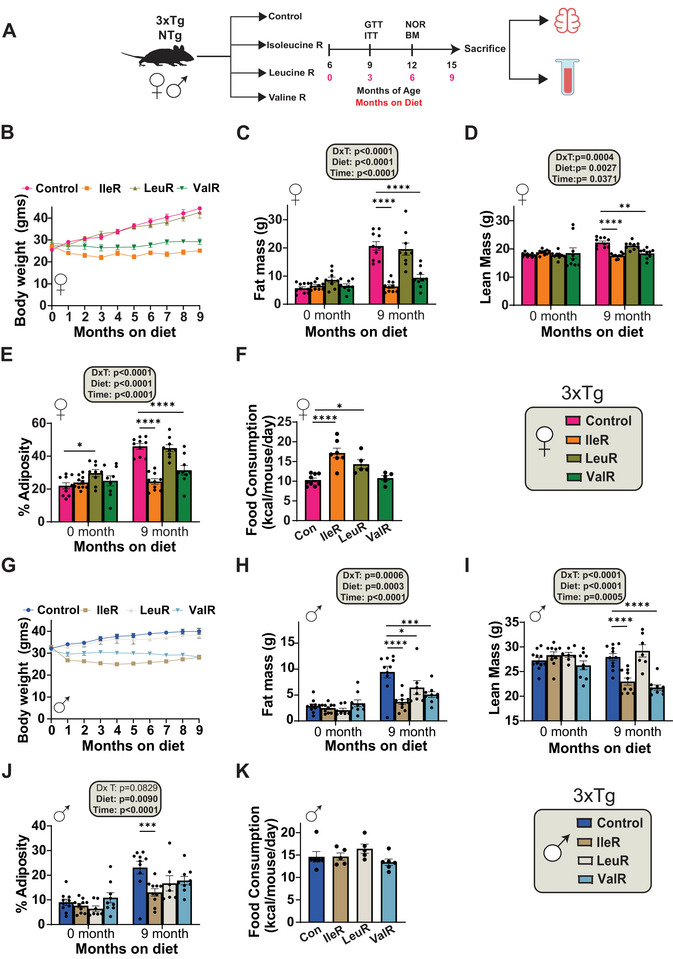
Metabolic health outcomes of 3xTg‐AD mice following individual BCAA restrictions. (A) Experimental design: Six‐month‐old female and male 3xTg‐AD mice were placed on an amino acid‐defined Control (Con) diet or on a diet with a 67% reduction of either isoleucine (IleR), leucine (LeuR), or valine (ValR), and phenotyped over the course of the next 9 months. (B–E) The body weight (B) of female mice was followed over the course of the experiment, fat mass (C) and lean mass (D) were determined at the start and end of the experiment, and the adiposity (E) was calculated. (B–E) *n* = 10 Con, *n *= 10 IleR, *n* = 9 LeuR and *n *= 9 ValR fed 3xTg biologically independent mice. (F) Food consumption of female mice *n* = 9 Con, *n* = 7 IleR, *n* = 5 LeuR, and *n *= 5 ValR fed 3xTg biologically independent mice. (G–J) The body weight (G) of male mice was followed over the course of the experiment, fat mass (H) and lean mass (I) were determined at the start and end of the experiment, and the adiposity (J) was calculated. (G–J) *n *= 11 Con, *n *= 10 IleR, *n *= 7 LeuR and *n *= 9 ValR 3xTg biologically independent mice. (K) Food consumption of male *n *= 7 Con, *n *= 5 IleR, *n *= 5 LeuR, and *n *= 6 ValR 3xTg biologically independent mice. (C–E, H–J) Statistics for the overall effect of diet and time represent the *p* value from a two‐way analysis of variance (ANOVA); *p < 0.05, statistics for the overall effects of diet and time represent the *p* value from a two‐way ANOVA conducted separately for each time point; *p < 0.05, **p < 0.01, ***p < 0.001, **** *p* < 0.0001 from a Dunnett's post‐test examining the effect of parameters identified as significant in the two‐way ANOVA. (F, K) *p < 0.05, **** *p* < 0.0001 Dunnett's test post ANOVA. Data represented as mean ± SEM.

Both IleR‐fed and ValR‐fed female 3xTg and NTg mice maintained their body weight over the course of the study, while Control‐fed and LeuR‐fed females continued to gain weight (Figure 1B; Figure S1A). IleR‐ and ValR‐fed mice exhibited reduced fat mass and lean mass gain during the 9‐month study; by the end of the experiment, we observed an overall effect of diet on both lean and fat mass (Figure 1C,D; Figure S1B–D). At completion of the study, IleR‐ and ValR‐fed females had reduced adiposity compared to Control‐fed females in both genotypes (Figure 1E). These changes in body weight and body composition were not the result of reduced caloric intake; rather, as we have previously observed in other mouse strains, IleR‐fed females, irrespective of genotype, consumed more calories than Control‐fed females (Figure 1F; Figure S1E) [22]. We also observed increased food consumption in LeuR‐fed 3xTg mice, while ValR‐fed NTg females consumed less food.

The result of restricting the individual BCAAs on the weight and body composition of male 3xTg and NTg mice was similar, except that LeuR‐fed males had reduced accretion of fat mass and an overall reduction of adiposity (Figure 1G–J; Figure S1F–I). Surprisingly, and unlike in females, we did not observe a significant effect of any of the BCAAs on food consumption in either genotype, although food consumption was higher in IleR‐fed NTg mice (*p* = 0.0908) (Figure 1K; Figure S1J).

Since IleR and ValR‐fed mice gained less weight than Control‐fed mice despite similar or increased food consumption, we examined the energy balance of all groups using metabolic chambers. Based on our previous findings, we expected that IleR and ValR‐fed mice would have increased energy expenditure [24]. Indeed, we found that a ValR diet significantly increased energy expenditure in 3xTg females, while IleR‐fed 3xTg female mice showed a non‐significant increase in energy expenditure (*p *= 0.1614, dark cycle) (Figure 2A). No differences in energy expenditure were observed with diet in NTg females (Figure S2A). In addition, no diet‐induced differences in activity level or the respiratory exchange ratio (RER), which is calculated using the ratio of O_2_ consumed and CO_2_ produced, were observed in either genotype of female mice (Figure 2B,C; Figure S2B,C).

**FIGURE 2:**
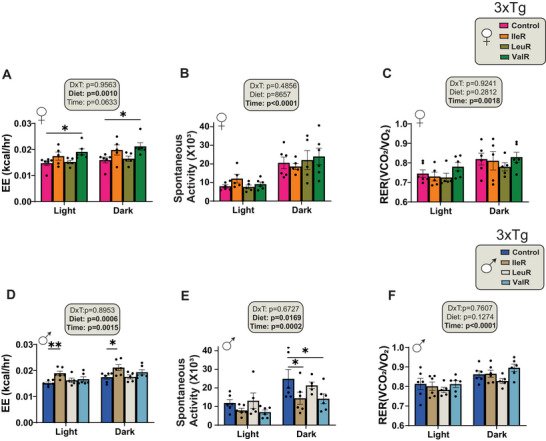
Distinct effects of individual BCAA restriction on energy balance in 3xTg mice. (A–F) Metabolic chambers were used to determine energy expenditure, spontaneous activity, and fuel source utilization over 24 h in female (A–C) and male (D–F) six‐month‐old 3xTg fed the indicated diets for 3 months. (A, D) Energy expenditure normalized to body weight in females (A) and males (D). (B, E) Spontaneous activity of females (B) and males (E). (C, F) Respiratory exchange ratio (RER) in females (C) and males (F). (A–C) *n *= 6 Con, *n *= 5 IleR, *n *= 5 LeuR and *n *= 6 ValR fed 3xTg biologically independent mice. (D–F) *n *= 6 Con, *n *= 6 IleR, *n *= 5 LeuR and *n *= 6 ValR fed 3xTg biologically independent mice. (A–F) Statistics for the overall effect of diet and time represent the *p*‐value from a two‐way ANOVA; *p < 0.05, **p < 0.01 from a Dunnett's post‐test examining the effect of parameters identified as significant in the two‐way ANOVA. Data represented as mean ± SEM.

In 3xTg males, food intake did not differ significantly across dietary groups, but IleR‐fed 3xTg male mice had significantly increased energy expenditure; there was also decreased activity in IleR‐fed and ValR‐fed males, without significant effects on RER (Figure 2D–F). Both IleR‐fed and ValR‐fed NTg males had increased energy expenditure, which was accompanied by higher activity levels in IleR‐fed NTg males only (Figure S2D,E). RER was not significantly different between groups (Figure S2F). Together, these findings suggest that BCAA restriction alters body composition primarily through changes in EE rather than food intake or substrate utilization, and that the magnitude of these metabolic shifts differs between 3xTg and NTg genotypes and by sex.

We previously showed that 3xTg mice have impaired glucose tolerance that is improved by PR in both sexes [15]. As such, we assessed the effect of restricting each BCAA on glycemic control by performing glucose (GTT) and insulin (ITT) tolerance tests at approximately 9 months of age, after the mice had been on their respective diets for about three months. In both female 3xTg and NTg mice, IleR feeding improved glucose tolerance (Figure 3A; Figure S3A); however, the ValR diet in 3xTg females and the IleR diet in NTg females impaired insulin sensitivity (Figure 3B; Figure S3B). In 3xTg and NTg males, a IleR diet also improved glucose tolerance, but there was no impact of diet on insulin sensitivity in 3xTg males; in NTg males, the IleR and ValR diets improved insulin sensitivity while a LeuR diet impaired insulin sensitivity (Figure 3C,D; Figure S3C,D).

**FIGURE 3:**
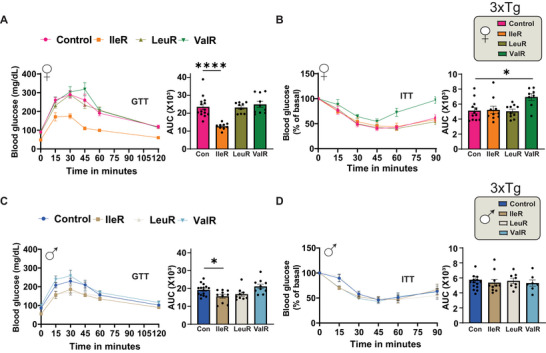
Isoleucine restriction improves glucose tolerance in 3xTg‐AD mice of both sexes. (A,B) Glucose (A) and insulin (B) tolerance tests were performed in female 3xTg mice fed the indicated diets for 3 months. (A) GTT: *n *= 14 Con, *n *= 9 IleR, *n *= 9 LeuR, and *n *= 10 ValR 3xTg biologically independent mice per group. (B) ITT: *n *= 12 Con, *n *= 9 IleR, *n *= 9LeuR and *n *= 9 ValR 3xTg biologically independent mice per group. (C,D) Glucose (C) and insulin (D) tolerance tests were performed in male 3xTg mice fed the indicated diets for 3 months. (A) GTT: *n *= 14 Con, *n *= 10 IleR, *n *= 9 LeuR, and *n *= 10 ValR fed 3xTg biologically independent mice (B) ITT: *n *= 14 Con, *n *= 10 IleR, *n *= 9 LeuR, and *n *= 8 ValR fed biologically independent mice. (A–D) *p < 0.05, ****p < 0.0001, Dunnett's test post ANOVA. Data represented as mean ± SEM. AUC, Area Under the Curve.

### 2.2 Restriction of Specific BCAAs Improves Neuropathology in 3xTg Mice

We next assessed the effect of restriction of each BCAA on the progression of AD neuropathology by evaluating several pathological hallmarks of AD, including amyloid beta (Aβ) plaque deposition, phosphorylation of tau, and gliosis. Based on our previous characterization of this model [15], we examined AD neuropathology in 15‐month‐old female and male 3xTg mice, after 9 months of consuming either the Control or individual BCAA‐restricted diets.

We observed substantial Aβ plaque accumulation in the hippocampus of Control‐fed 3xTg females; IleR‐fed and LeuR‐fed mice had substantially reduced plaque deposition, while ValR‐fed mice had double the number of plaques as Control‐fed females (Figure 4A). Fluorescent immunostaining and quantitative analysis of hippocampal phosphorylated tau (p‐Tau Thr231) revealed that IleR and LeuR‐fed females had significantly reduced Tau phosphorylation (Figure 4B). At the level of the whole brain, we observed a significant reduction in p‐Tau Thr231 only in ValR‐fed females (Figure S4A). Finally, neuroinflammation is a key pathological feature of AD, and we assessed activation of astrocytes and microglia. We conducted immunostaining of brain sections with anti‐glial fibrillary acidic protein (GFAP), an astrocyte marker, and with anti‐ionized calcium binding adaptor molecule 1 (IBA‐1), a microglia marker. While there was no effect of diet on astrocytic activation, restriction of any BCAA reduced microglial activation, reaching significance in the case of IleR‐ and ValR‐fed females (Figure 4C).

**FIGURE 4:**
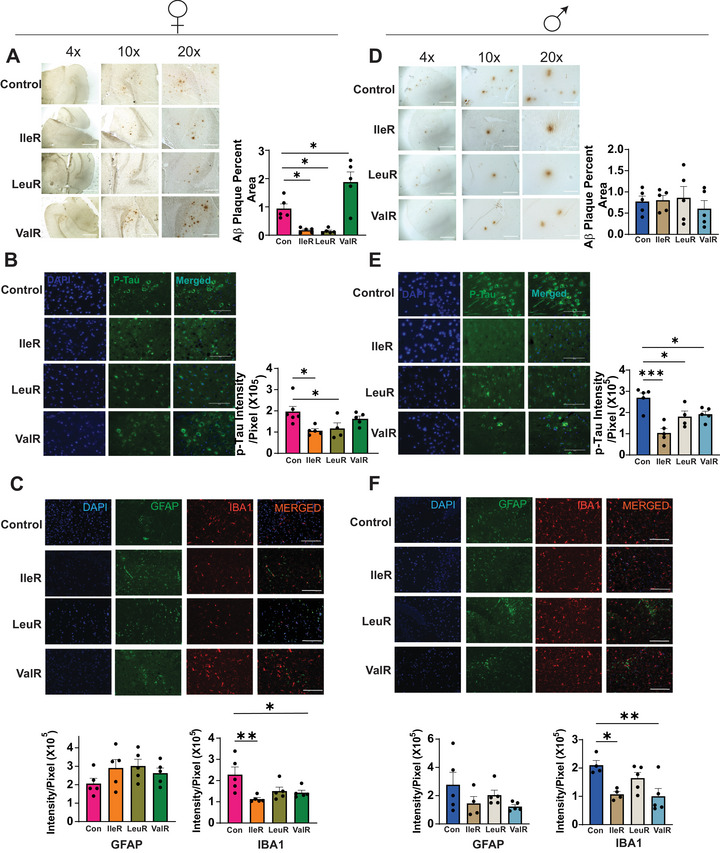
Restriction of isoleucine and leucine improves neuropathological outcomes in a sex dependent manner in 3xTg‐AD mice. (A–F) Analysis of AD neuropathology in female and male 3xTg mice fed the indicated diets from 6–15 months of age. (A, D) Representative plaque images of DAB staining with 6E10 antibody in the hippocampus of female (A) and male (D) 3xTg mice. 4x, 10x, 20x and 40x magnification shown; scale bar in the 4x image is 1000 µM, 10x image is 400µM, 20x is 200 µM and 40x is 100 µM. Quantification of plaque area in females shown under representative blots from hippocampus. (A, D) For hippocampus *n *= 4–5 3xTg biologically independent mice per group were used in both sexes. (B, E) Representative immunofluorescence images in the hippocampus of 3xTg females (B) and males (E) stained with p‐Tau Thr231 antibody (AT180), 40x magnification shown; scale bar 100 µM. Quantitative analysis of fluorescence intensity. *n *= 4–5 3xTg biologically independent mice per group. (C, F) Immunostaining and quantification of 5 µm paraffin‐embedded brain slices for astrocytes (GFAP) and microglia (Iba1) in female 3xTg mice (C) and male mice (F). 20x magnification shown; Scale bar is 200 µM. *n *= 4–5 biologically independent mice/group. (A–F) *p < 0.05, ** *p* < 0.01, ***p < 0.001, Dunnett's test post ANOVA. Data represented as mean ± SEM.

In 3xTg males, Aβ plaque deposition was less prominent than in females, and there was no effect of restricting any of the BCAAs (Figure 4D). However, restriction of any BCAA in males significantly reduced hippocampal p‐Tau Thr231 as shown by fluorescent immunostaining (Figure 4E). At the whole brain level, there was no effect of IleR or LeuR diets on p‐Tau, but ValR‐fed males had a significant increase in p‐Tau (Figure S4B). While there was no effect of diet on astrocytic activation, restriction of either Ile or Val, but not Leu, significantly reduced microglial activation in the hippocampus, as shown by reduced IBA‐1 expression (Figure 4F).

### 2.3 Transcriptomic Profiling of the Brain Reveals Sex‐Specific and Overlapping Molecular Responses to Individual BCAA Restriction in 3xTg Mice

To obtain insight into the molecular pathways altered by individual BCAA restriction, we next performed transcriptomic analysis of the whole brain of both male and female 3xTg mice fed the Control, IleR, LeuR, or ValR diets. 

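RNA was sequenced from the brains of 3xTg mice, a mouse model of AD, after 9 months on the Control diet or on a diet in which isoleucine (IleR), leucine (LeuR) or valine (ValR) was lowered by 67%, starting at 6 months of age. The methods name the left hemisphere as the tissue the RNA was extracted from. The authors aligned the reads to the mouse genome build GRCm38.p5 and deposited the expected count of each gene in each library, without normalization, by Ensembl gene identifier. An expected count shares out the reads that match more than 1 gene, and between 3.69% and 4.93% of the values of a library were not whole numbers. The male libraries analysed were 4 Control, 3 IleR, 3 LeuR and 4 ValR, and the female libraries were 6 Control, 5 IleR, 6 LeuR and 6 ValR, with 1 column of counts per library. Libraries are called by diet and by the number in their label, such as Control 4. Of the 24 male libraries in the sample labels, 10 are not analysed here. The total count of a library ranged from 12682687 to 25722333 in males (median 16001000) and from 10672599 to 21370973 in females (median 15979500). Restricted and Control males did not differ in total count (two-sided exact permutation test, p = 0.956, with 10 against 4 libraries).
For the tests, expected counts were rounded, normalized by the TMM method, and filtered to genes with at least 1 count in every library of at least 1 diet group, which left 22197 genes in males and 20344 in females. The 4 diet groups of a sex were fitted together, each restricted diet was compared with Control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene with an adjusted p-value under 0.05 was counted as a differentially expressed gene (DEG). Levels are given as CPM, in which the counts of a gene are scaled to the same library total after the same normalization (without it for Xist), and log2 CPM was computed with a prior count of 2. A level in a group whose libraries all held at most 3 counts was treated as not measurable, and fold changes against such a group are given as lower bounds. These bounds cover counting error only. Libraries of the same group differed by more than counting error, with a chi-square of at least 8.43 per degree of freedom in each of 73 pairs. As a check of the labels, Xist lay between 531 and 924 CPM in every female library and at no more than 0.524 CPM in every male library. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in every female library, which allows up to 3 counts of the library total, and at least 199 counts in every male library.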

We identified the differentially expressed genes (DEGs) expressed as a result of restricting each of the BCAAs. 

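Compared with Control-fed males, IleR-fed males had 1472 upregulated and 1926 downregulated genes, LeuR-fed males had 845 and 1404, and ValR-fed males had 2470 and 2742 (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DEGs made up 15.3% of the genes tested for IleR, 10.1% for LeuR and 23.5% for ValR. An unadjusted p-value under 0.05 was reached by 6577 genes for IleR, 6003 for LeuR and 7817 for ValR, where chance gives 1109.9. In counts simulated from the means and depths of these libraries, with 200 genes changed by a log2 fold change of 1.5 or 2, the same test recovered 82.5% of the changed genes for IleR, 83% for LeuR and 85.5% for ValR. Genes changed in the simulation had a mean count of at least 20, so these shares do not cover genes with fewer counts.
Of the alternatives tried, the covariates for tissue composition moved the numbers of IleR and ValR most, and a fit of only the 2 groups compared moved that of LeuR most. A hindbrain score was computed for each library as the mean log2 CPM of a list of cerebellar genes and a list of brainstem and spinal cord genes, minus that of a list of forebrain genes. With this score as a covariate, 0 genes were DEGs for IleR (1267 at an unadjusted p-value under 0.05), 13 for LeuR and 2 for ValR (Gata3 and Pou4f2, named after their values were seen). The score ran from −6.26 to −3.26 in Control-fed males and from −2.85 to 1.08 in males on the restricted diets, and no restricted library lay within the Control range. On the simulated counts the fit with this covariate recovered 33%, 39.5% and 23.5% of the changed genes for IleR, LeuR and ValR. In fits that held only the 2 groups compared, LeuR-fed males had 0 DEGs (4607 genes at an unadjusted p-value under 0.05, smallest adjusted p-value 0.0615 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), IleR-fed males had 3274 and ValR-fed males had 5252.
Leaving out single libraries changed the LeuR numbers by a larger factor than those of IleR and ValR. Without LeuR 19 there were 142 upregulated and 401 downregulated genes for LeuR, and without Control 4 there were 1769 and 2183. For IleR, upregulated genes fell to 648 without IleR 17 and downregulated genes to 1110 without IleR 14. For ValR, the 14 fits that each left out 1 library gave from 1711 to 3008 upregulated and from 2132 to 2982 downregulated genes.

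**Figure D1:**
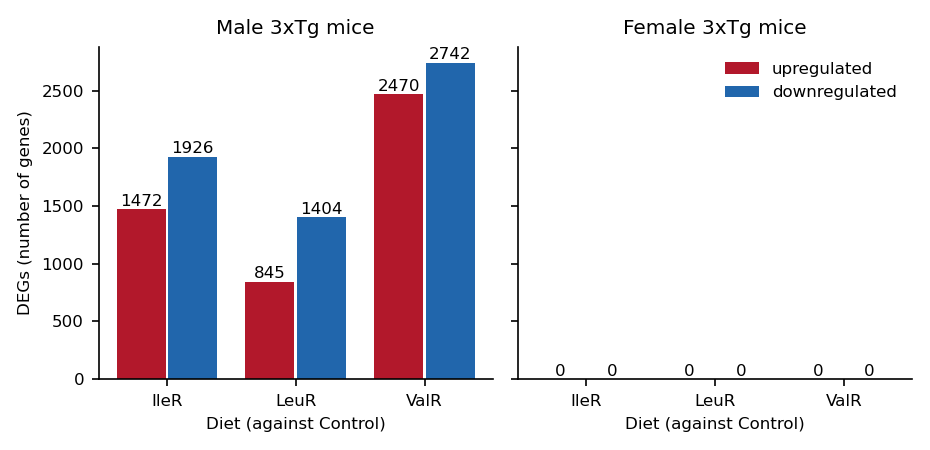
Number of upregulated and downregulated DEGs (y axis, genes) for each restricted diet against Control (x axis) in male and female 3xTg mice. Bars reach from 845 to 2742 genes in males and are at 0 for every diet in females.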

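For each diet, the 3 genes that rose most and the 3 that fell most were taken from the DEGs with a mean log2 CPM of at least 1 whose IleR, LeuR or ValR libraries did not overlap with the Control libraries. This left 2731 genes for IleR, 1566 for LeuR and 3688 for ValR, and chance gives non-overlap for 5.71% of genes with 3 against 4 libraries and 2.86% with 4 against 4. Gabra6 (ENSMUSG00000020428, chromosome 11 of GRCm38, 42306437 to 42321072) rose most for both IleR and ValR. It was not measurable in Control-fed males and was at 191 ± 100.2 CPM (SD, n = 3) in IleR-fed males, at least 1094-fold higher (adjusted p-value 0.00130, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 292 ± 146 CPM (SD, n = 4) in ValR-fed males, at least 1676-fold higher (adjusted p-value 0.000296, same edgeR test). Cbln3 rose by a log2 fold change of 9.91 (standard error 1.42) for IleR and 10.47 (standard error 1.42) for ValR, and Lbx1 was at least 39.3-fold and 78.2-fold higher. Among the largest falls were those of Tbr1 for IleR (log2 fold change −6.88, standard error 0.93) and of Ddn (−8.04, standard error 1.36) and Tbr1 (−7.78) for ValR. With limma voom, Gabra6 and Cbln3 were not DEGs for IleR or ValR and Lbx1 was not one for IleR. With the hindbrain score as a covariate, none of these genes was a DEG for IleR or ValR (adjusted p-values from 0.699 to 0.879, edgeR, Benjamini-Hochberg). The score rises with the restricted diets in males, so for these genes an effect of diet and one of tissue share cannot be told apart.
For LeuR, Ppp1r17 (log2 fold change 5.55, standard error 0.80), Skor1 (4.84, standard error 0.64) and Trh (4.58, standard error 1.07) rose most, and Robo3 (−4.43, standard error 0.55) and Egr3 (−3.96, standard error 0.75) were among those that fell most. Their adjusted p-values ran from 0.00281 for Robo3 to 0.0190 for Trh (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of Trh was lost with limma voom (adjusted p-value 0.0940, in a range from 0.000814 with DESeq2 to 0.245 with the hindbrain score as a covariate), and its log2 fold change was 2.90 without LeuR 21, with an adjusted p-value of 0.0636 (edgeR, Benjamini-Hochberg). It was also lost without Control 1 or Control 3. With the hindbrain score as a covariate, none of these LeuR genes was a DEG (adjusted p-values from 0.245 for Trh to 0.936 for Egr3, edgeR, Benjamini-Hochberg). Of the 10 genes named here, Tbr1, Ddn, Robo3 and Egr3 had an adjusted p-value under 0.05 for a difference between the sexes for ValR, and Tbr1 also for IleR (edgeR interaction test, Benjamini-Hochberg), and the others for no diet.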

Interestingly, we identified a shared set of 454 upregulated and 1159 downregulated DEGs that were differentially expressed across all three BCAA‐restricted groups in 3xTg males (Figure 5A; Table S2). 

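In these fits, 466 genes were upregulated and 1028 downregulated for all 3 restricted diets in males. No gene was upregulated for 1 diet and downregulated for another, a count of 0 for each pair of diets among genes past an adjusted p-value of 0.05, and genes called for a single diet numbered 188 for IleR and 527 for LeuR. Across genes, the log2 fold changes of IleR and LeuR had a Pearson correlation of 0.716, those of IleR and ValR 0.858, and those of LeuR and ValR 0.666, where genes are not independent replicates. All 3 comparisons use the same Control libraries, which alone gives a correlation. In 20 simulations of unchanged groups against shared Control libraries, the median correlation was 0.427 for IleR and LeuR, 0.464 for IleR and ValR and 0.455 for LeuR and ValR. These simulations drew each gene apart and hold no axis shared by genes, so they cannot show that a higher correlation comes from diet. When the 2 diets of a pair were each compared with a different pair of Control libraries, the correlation ranged from 0.529 to 0.652, from 0.696 to 0.802 and from 0.467 to 0.653, respectively. This correlation was of differences in mean log2 CPM, a measure unlike the edgeR log2 fold changes above.
The covariates for tissue composition left 0 shared genes in either direction, and an adjusted p-value under 0.01 (edgeR, Benjamini-Hochberg) left 46 upregulated and 305 downregulated. Without LeuR 19, 97 upregulated and 388 downregulated genes were shared, and without Control 4, 980 and 1546. The authors' deposited table of comparisons, made with limma voom, holds 464 upregulated and 1159 downregulated genes shared by the 3 diets. Of these genes of the authors' deposited table, 348 and 995 were also shared in the edgeR fits.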

Restriction of each individual BCAA also resulted in DEGs that were unique to that group, with ValR‐fed males showing the largest number (1,688) of DEGs vs. Control‐fed males, which were not shared with either LeuR or IleR‐fed males. 

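DEGs of ValR that were not DEGs of IleR or LeuR in the same direction numbered 1906, of which 1033 were upregulated and 873 downregulated. The ValR comparison rests on 4 libraries and the IleR and LeuR comparisons on 3 each. A gene counted for ValR alone was not tested for a difference between the diets. Of the 1338 upregulated and 1806 downregulated genes that IleR and ValR had in common, 872 and 778 were not shared with LeuR. Without ValR 12, the genes of ValR alone fell to 1074, and without IleR 17 they rose to 2872. With the hindbrain score as a covariate there were 0 (1555 genes at an unadjusted p-value under 0.05 for ValR). In the authors' deposited table, 247 genes were called for IleR alone, 586 for LeuR alone and 1688 for ValR alone.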

We failed to observe any DEGs shared across the three restricted diets in female 3xTg mice (Figure S5 and Table S3).

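In females, 0 genes had an adjusted p-value under 0.05 for any restricted diet (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so 0 were shared. An unadjusted p-value under 0.05 was reached by 577 genes for IleR, 820 for LeuR and 777 for ValR, where chance gives 1017.2 of the genes tested. The smallest adjusted p-value was 0.140 for IleR, 0.968 for LeuR and 0.950 for ValR (edgeR, Benjamini-Hochberg). On simulated counts with 200 changed genes, the test recovered 89%, 90.5% and 91% of them at the depth and group sizes of the females. The changed genes had a mean count of at least 20, so this recovery does not cover genes with fewer counts. Of the alternatives, DESeq2 gave the most DEGs, with 8 for IleR, 1 for LeuR (Gm26648, log2 fold change 0.96) and 0 for ValR (842 genes at an unadjusted p-value under 0.05). With limma voom there was 1 for IleR (Gm45410, log2 fold change 2.54). Up to 5 genes were called for IleR when IleR 38, 41 or 42 was left out, 5 of them without IleR 38 (Pttg1, Eno1b, Rps3a3, Rps3a2 and Rpl34-ps1). Gene names in the alternatives were chosen after their values were seen. Eno1b, Rps3a3, Rps3a2 and Rpl34-ps1 are copies of other genes with which they can share reads, so their values are uncertain. Across genes, which are not independent replicates, the log2 fold changes of pairs of diets correlated with r = 0.352, 0.426 and 0.523 (IleR and LeuR, IleR and ValR, LeuR and ValR), against medians of 0.470, 0.480 and 0.495 in simulations of unchanged groups. The simulations drew each gene apart and hold no axis shared by genes, so nothing is concluded from this comparison.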

**FIGURE 5:**
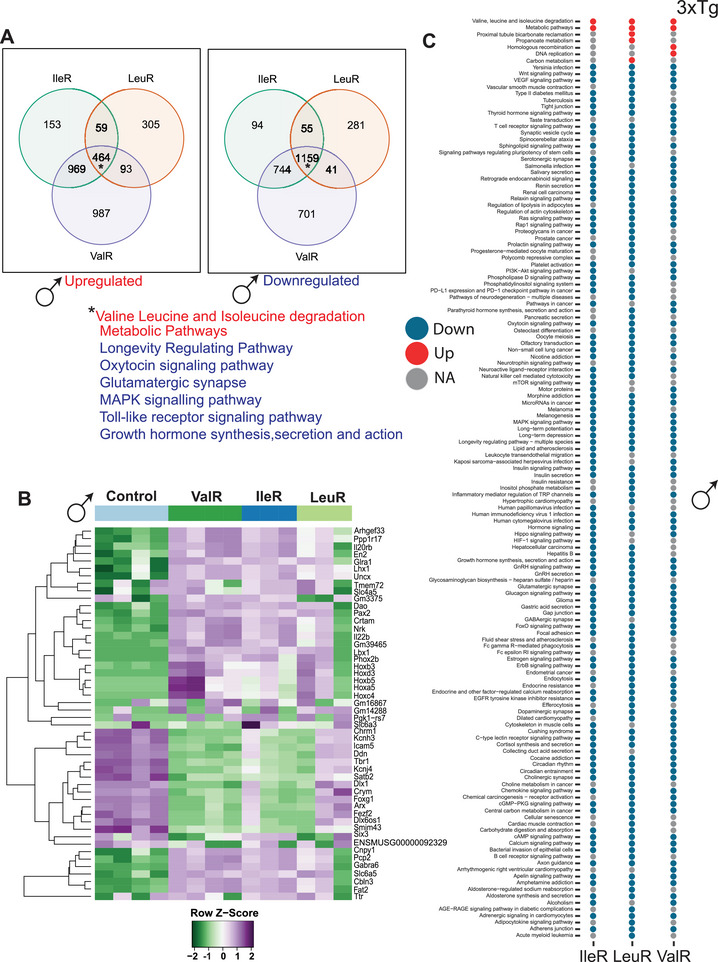
Transcriptional profiling of the brain identifies overlapping molecular responses to individual BCAA restriction in male 3xTg mice. (A) Venn diagram of the upregulated and downregulated differentially expressed genes in the three BCAA‐restricted groups. * The pathways listed below the Venn diagram represent a subset of significantly enriched KEGG pathways (*p* < 0.05) from differentially expressed genes altered by all three BCAA‐restricted diets. (B) Heatmap of the top 50 differentially expressed (DEG) genes (C) Enriched transcriptomic pathways across all male groups (red = upregulated, blue = downregulated, grey = not significant). *n *= 4–5 mice/group.

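Fig. 5B names 50 genes, of which 49 passed the filter on low counts in males. Ranked by the variance of log2 CPM over the 14 male libraries, 47 of them were among the 50 most variable of the 22197 genes, and the lowest rank was 53. Of the 49 genes, 21 were upregulated and 12 downregulated for IleR, 22 and 6 for LeuR, and 26 and 14 for ValR (adjusted p-value under 0.05 over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The numbers were 36 for IleR, 33 for LeuR and 42 for ValR when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. In females 39 of the genes passed the filter and 0 were DEGs for any diet, also when adjusted over the list alone. The diet effect differed between the sexes for 3 of the genes for IleR, 0 for LeuR and 14 for ValR (adjusted p-value under 0.05, edgeR interaction test with Benjamini-Hochberg adjustment).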

Analyzing the expression of the 50 most variable genes revealed shared and distinct gene expression patterns across diet groups. Among the differentially expressed genes, several Hox homeobox genes (*Hoxb3, Hoxa5, Hoxc4, Lhx1*), which have been shown to play critical roles in neurodevelopment and synaptic plasticity and have been implicated in AD pathology [31, 32], showed altered expression across all the restricted diets in male 3xTg mice (Figure 5B). 

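Hoxb3 (ENSMUSG00000048763, chromosome 11 of GRCm38, 96323326 to 96347930), Hoxa5 (ENSMUSG00000038253, chromosome 6, 52201754 to 52204587) and Hoxc4 (ENSMUSG00000075394, chromosome 15, 103018934 to 103036852) were not measurable in Control-fed males, with at most 1 count per library. Hoxb3 was at 1.9 ± 1.5 CPM (SD, n = 3) in IleR-fed, 7.93 ± 8.81 (SD, n = 3) in LeuR-fed and 15.4 ± 13.9 (SD, n = 4) in ValR-fed males, which is at least 10.9-fold, 45.5-fold and 88.2-fold higher than Control. The adjusted p-values of Hoxb3 were 0.0674, 0.0198 and 0.00324 for IleR, LeuR and ValR (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hoxa5 was at least 5.09-fold, 22.9-fold and 109-fold higher, with adjusted p-values of 0.218, 0.0820 and 0.0131 (same edgeR test). Hoxc4 was at least 4.00-fold, 29.8-fold and 65.7-fold higher, with adjusted p-values of 0.175, 0.0394 and 0.00924 (same edgeR test). Every IleR and ValR library lay above every Control library for the 3 genes, whereas LeuR 21 had 0 counts of each. Leaving out LeuR 21 made Hoxb3 a DEG for IleR and Hoxa5 a DEG for LeuR (adjusted p-values 0.0209 and 0.0420, edgeR, Benjamini-Hochberg), and leaving out LeuR 19 removed the LeuR calls of Hoxb3 and Hoxc4 (0.0932 and 0.167). The LeuR call of Hoxb3 was also lost without Control 1, 3 or 5, and that of Hoxc4 in 9 of the 14 fits.
Lhx1 (ENSMUSG00000018698, chromosome 11, 84518284 to 84525535) was at 2.20 ± 4.09 CPM (SD, n = 4) in Control-fed, 33.7 ± 14.0 (SD, n = 3) in IleR-fed, 16.3 ± 8.32 (SD, n = 3) in LeuR-fed and 46.4 ± 13.7 (SD, n = 4) in ValR-fed males. Its log2 fold changes were 3.95 (standard error 0.93), 2.89 (0.93) and 4.41 (0.92) for IleR, LeuR and ValR, with adjusted p-values of 0.0123, 0.0638 and 0.00373 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control 4 had 8.34 CPM of Lhx1 and the other Control libraries at most 0.355, and without Control 4 the log2 fold changes were 7.65, 6.59 and 8.11. Lhx1 became a DEG for LeuR without Control 4 or without LeuR 21. None of the 4 genes had an adjusted p-value under 0.05 for a difference between the sexes, and the smallest was 0.127 for Hoxa5 and ValR (edgeR interaction test, Benjamini-Hochberg).
The calls of these genes changed with the test. With limma voom, Hoxb3, Hoxa5 and Hoxc4 were not DEGs for any diet, with adjusted p-values from 0.0604 to 0.485, and Lhx1 was a DEG for all 3 diets. With DESeq2, Hoxb3, Hoxa5 and Hoxc4 were DEGs for all 3 diets. Over the alternatives, the adjusted p-values for IleR ran from 0.00751 to 0.945 for Hoxb3, from 0.0200 to 0.985 for Hoxa5 and from 0.0160 to 0.982 for Hoxc4, with DESeq2 at the lower end and the hindbrain score as a covariate at the upper end. With the hindbrain score as a covariate, none of the 4 genes was a DEG (adjusted p-values of at least 0.926), and the direction changed for Hoxb3 in IleR (−2.23) and ValR (−0.35), Hoxa5 in IleR (−1.31) and Hoxc4 in IleR (−1.92). No restricted library lay within the Control range of the score, so the directions in this fit rest on extrapolation and are not read as results.

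**Figure D2:**
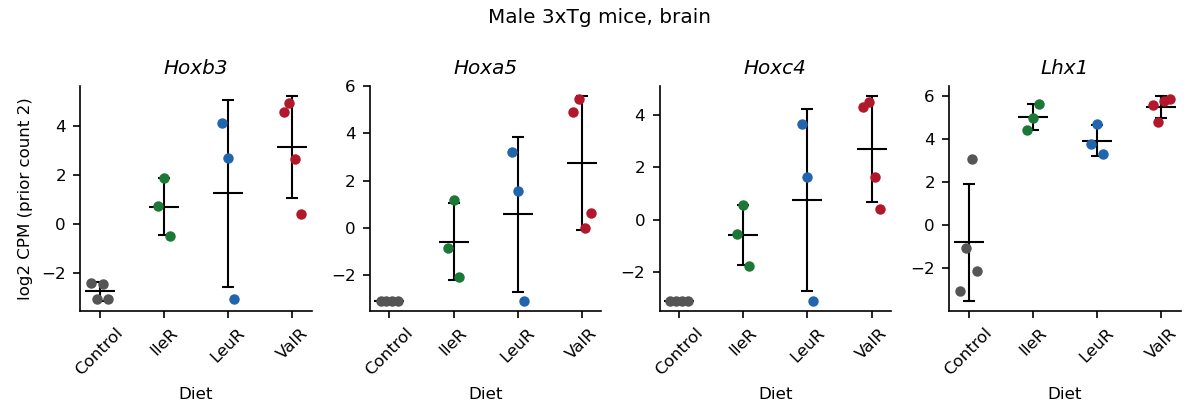
Log2 CPM with a prior count of 2 (y axis) of Hoxb3, Hoxa5, Hoxc4 and Lhx1 in each male library, by diet (x axis), with the mean (wide bar) and SD (error bar). For Hoxb3, Hoxa5 and Hoxc4, LeuR 21 sits at 0 counts.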

Consistent with the distinct gene expression patterns observed across all the individual BCAA diet groups, we also found that *Foxg1* (Forkhead box G1), which has been implicated in neuronal development [33], was downregulated in ValR and IleR‐fed males; however, expression in LeuR‐fed males was similar to that of Control‐fed males. Furthermore, we found that *Satb2*, a gene known for its role in neurodevelopment and cognition, was downregulated in both ValR and IleR‐fed males [34]. We also found that *Crym*, which encodes the neuroprotective protein µ‐crystallin, was downregulated in ValR and IleR‐fed males [35, 36].

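Crym (ENSMUSG00000030905, chromosome 7, 120186380 to 120202111) was at 30.6 ± 8.19 CPM (SD, n = 4) in Control-fed, 5.05 ± 7.83 (SD, n = 3) in IleR-fed, 17.6 ± 18.1 (SD, n = 3) in LeuR-fed and 0.326 ± 0.134 (SD, n = 4) in ValR-fed males. It was a DEG for ValR, with a log2 fold change of −6.52 (standard error 1.30, adjusted p-value 0.00268, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For IleR the log2 fold change was −2.63 (1.08, adjusted p-value 0.119) and for LeuR −0.81 (0.98, 0.638) in the same edgeR fit. All IleR libraries lay below the Control libraries, but IleR 13 had 14.1 CPM against at most 0.716 in the others. Without IleR 13 the log2 fold change for IleR was −5.77, with an adjusted p-value of 0.00850 (edgeR, Benjamini-Hochberg). With limma voom Crym was a DEG for IleR (adjusted p-value 0.0410, with values up to 0.940 over the alternatives), and in the authors' deposited table its adjusted p-values were 0.0405, 0.0998 and 0.0443 for IleR, LeuR and ValR. With the hindbrain score as a covariate it was not a DEG for any diet and its direction changed for LeuR (0.34). That direction rests on extrapolation, since no restricted library lay within the Control range of the score. The adjusted p-value for a difference between the sexes was 0.346 for IleR, 0.930 for LeuR and 0.0167 for ValR (edgeR interaction test, Benjamini-Hochberg).

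**Figure D3:**
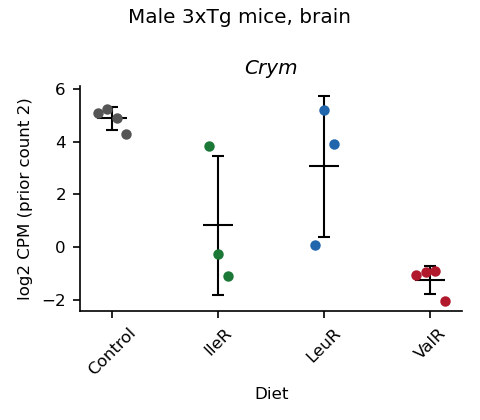
Log2 CPM with a prior count of 2 (y axis) of Crym in each male library, by diet (x axis), with the mean (wide bar) and SD (error bar). IleR 13 and LeuR 20 and 21 sit above the other restricted libraries.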

We next performed pathway enrichment analysis to identify biological pathways altered in response to BCAA restriction. 

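Pathways were examined with 8 lists of genes written from general knowledge of each pathway, which stand in for KEGG's own membership. Each list was compared with the upregulated and with the downregulated DEGs of each diet by a one-sided hypergeometric test (Fisher's exact test), against the 22167 genes that were tested and have a distinct symbol, with Benjamini-Hochberg adjustment over the 48 tests. Past an adjusted p-value of 0.05 among upregulated genes were BCAA degradation for all 3 diets, Propanoate metabolism for IleR and LeuR, Carbon metabolism for LeuR and DNA replication for ValR. MAPK signaling and mTOR signaling passed among downregulated genes for all 3 diets. The Toll-like receptor signaling and Autophagy lists passed in neither direction for any diet.
The lists were also tested over all genes with camera, which assumes a preset correlation between genes, and with fry, which estimates it. Every pathway list past 0.05 with camera was also past it with fry: BCAA degradation and MAPK signaling for all 3 diets, Propanoate metabolism for IleR and LeuR, DNA replication for IleR and ValR, and Carbon metabolism and mTOR signaling for LeuR. With the hindbrain score as a covariate, the hypergeometric test gave an adjusted p-value of 1 for each of the 13 combinations of list and diet that had passed, which follows from the few DEGs left in these fits and is no test of the lists. In the 23 female libraries, where diet gave no DEGs, some of the list means moved with the hindbrain score. The correlations are given as Pearson's r and Spearman's rho with Benjamini-Hochberg adjusted permutation p-values of r over 13 relations. They were 0.573 and 0.497 (permutation p = 0.00723) for BCAA degradation, 0.898 and 0.855 (permutation p = 3.25e-05) for DNA replication, −0.810 and −0.688 (permutation p = 5.20e-05) for MAPK signaling, and 0.598 and 0.518 (permutation p = 0.00483) for Propanoate metabolism. Without the 2 libraries farthest from the median score, r was 0.492, 0.883, −0.676 and 0.544. The mean of the mTOR signaling list did not move with the score (0.149 and 0.194, permutation p = 0.586). That of the Carbon metabolism list did not either (0.0499 and 0.102, permutation p = 0.823). The male calls of both lists rest on a part of their genes. In ValR-fed males the mean log2 fold change was only 0.0151 for mTOR signaling and 0.0660 for Carbon metabolism. A list mean therefore cannot show whether the called genes follow the score.

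**Figure D4:**
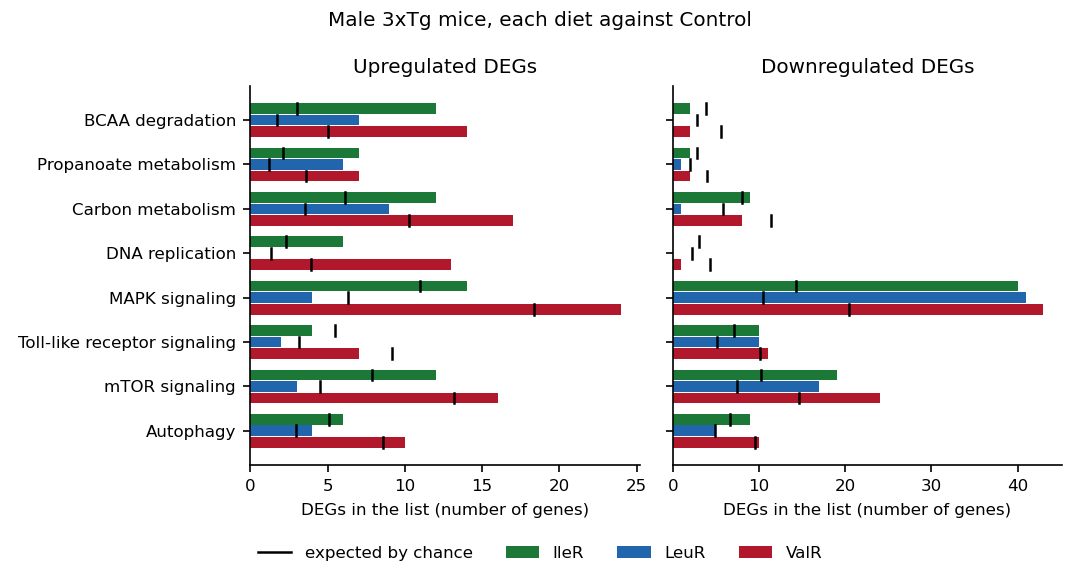
Number of upregulated (left) and downregulated (right) DEGs (x axis, genes) in each of 8 lists (y axis) for IleR, LeuR and ValR against Control in males. Bars are the observed numbers and black ticks the numbers expected by chance.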

In male 3xTg mice, we observed substantial overlap in the pathways across all three restricted BCAA groups, with most pathways downregulated in two or more groups (Figure 5C). Although most of the pathways affected by BCAA restriction were downregulated, a few were upregulated, with “Valine, Leucine, and Isoleucine Degradation” and “Metabolic Pathways” consistently upregulated in all the restricted groups (Figure 5C; Table S4). These upregulated pathways could reflect the compensatory metabolic adaptation in the brain occurring due to the limited intake of BCAAs. 

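The BCAA degradation list holds 46 genes, of which 45 were tested. For IleR, 12 of them were upregulated where 2.99 are expected by chance, for LeuR 7 where 1.72 are expected, and for ValR 14 where 5.01 are expected (one-sided hypergeometric test, Benjamini-Hochberg adjusted p-values 0.000311, 0.00780 and 0.00205). With adjustment over the list alone, 21, 15 and 19 of the genes changed in either direction. Genes with a positive log2 fold change numbered 35, 40 and 34 of 45, and the median log2 fold change was 0.26, 0.23 and 0.24. The adjusted p-value rose to 0.344 for IleR without IleR 17, to 1 for LeuR without LeuR 19 and to 0.132 for ValR without Control 3. The enrichment was lost in 5, 10 and 4 of the 14 fits that left out 1 library for IleR, LeuR and ValR.
Among the 8 genes of the transaminase and branched-chain ketoacid dehydrogenase steps (Bcat1, Bcat2, Bckdha, Bckdhb, Dbt, Dld, Bckdk and Ppm1k), 3 were DEGs for at least 1 diet. Ppm1k, the phosphatase of the complex, fell for all 3 diets, with log2 fold changes of −0.55 (standard error 0.09), −0.62 (0.09) and −0.47 (0.08) for IleR, LeuR and ValR and adjusted p-values of 0.00176, 0.00359 and 0.00116 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bckdha rose for LeuR (0.29, standard error 0.09, adjusted p-value 0.0456) and ValR (0.37, standard error 0.08, 0.00461), and the kinase Bckdk rose for ValR (0.21, standard error 0.07, 0.0449), in the same edgeR fit. When the p-values were adjusted over these 8 genes alone, 3 genes changed for IleR, 3 for LeuR and 4 for ValR.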

“Carbon Metabolism & Propanoate Metabolism” was upregulated exclusively in LeuR mice, perhaps suggesting the increased need for alternate carbon sources to meet the metabolic demands caused by leucine restriction. 

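Of the 94 genes in the Carbon metabolism list, 92 were tested, and 9 were upregulated for LeuR where 3.51 are expected, 12 for IleR where 6.11 are expected, and 17 for ValR where 10.3 are expected. The one-sided hypergeometric test gave Benjamini-Hochberg adjusted p-values of 0.0337, 0.0634 and 0.0786, respectively. Propanoate metabolism, with 33 genes of which 32 were tested, had 6 upregulated genes for LeuR (1.22 expected), 7 for IleR (2.12 expected) and 7 for ValR (3.57 expected), with adjusted p-values of 0.00734, 0.0209 and 0.157. Adjusted over the list alone, 22, 28 and 28 genes of Carbon metabolism and 11, 13 and 12 of Propanoate metabolism changed for LeuR, IleR and ValR. When DEGs were taken from limma voom, Carbon metabolism passed 0.05 for all 3 diets (0.0370 for LeuR, 0.0315 for IleR and 0.0372 for ValR). Over all alternatives, its adjusted p-values ran from 0.000135 (filterByExpr), 0.0315 and 0.0372 up to 1 for LeuR, IleR and ValR. Carbon metabolism lost its call for LeuR in 10 of the 14 fits that left out 1 library and Propanoate metabolism in 4, while Propanoate metabolism lost its call for IleR in 9. Without LeuR 19 the adjusted p-values for LeuR were 0.791 and 1. Without Control 4, Carbon metabolism passed for IleR (0.00175) and ValR (0.0135), and Propanoate metabolism for ValR (0.0274). Whether the lists differ between the diets was not tested.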

“DNA Replication” was selectively upregulated in ValR‐fed mice, which could suggest increased cellular activity or stress response, possibly reflecting reactive glial cell activation or DNA repair mechanisms [37]. 

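The DNA replication list holds 35 genes, all tested. For ValR, 13 of them were upregulated where 3.90 are expected (one-sided hypergeometric test, Benjamini-Hochberg adjusted p-value 0.000523), with a median log2 fold change of 0.31 and 28 of the 35 genes above 0. For IleR, 6 were upregulated where 2.32 are expected (0.0786) and 30 lay above 0, and for LeuR 0 were upregulated where 1.33 are expected (adjusted p-value 1), with 6 genes at an unadjusted p-value under 0.05. With camera and fry over all genes, the list was also past 0.05 for IleR (0.00542 and 0.0109), and its adjusted p-value for IleR reached 1 with the hindbrain score as a covariate, a fit that left no DEGs for IleR to test. Adjusted over the list alone, 15 genes changed for ValR, 6 for IleR and 0 for LeuR. The ValR value stayed under 0.05 in all 14 fits that left out 1 library, with adjusted p-values from 3.56e-06 to 0.0124.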

As ValR males also exhibited worsened AD pathology, specifically increased p‐tau in the whole brain, this change might represent a pathological cellular response.

Most overlapping pathways were downregulated. 

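The MAPK signaling list holds 165 genes, all tested, of which 40 were downregulated for IleR where 14.3 are expected, 41 for LeuR where 10.5 are expected and 43 for ValR where 20.4 are expected. The one-sided hypergeometric test gave Benjamini-Hochberg adjusted p-values of 4.09e-08, 1.0e-12 and 2.01e-05, and none of the 14 fits that left out 1 library brought any of them above 0.05. Upregulated genes of the list numbered 14, 4 and 24. Adjusted over the list alone, 70, 57 and 82 genes changed in either direction. The list shares 2 genes with the Forebrain list and 3 with a list of immediate early genes. In the Toll-like receptor signaling list, with 85 genes of which 82 were tested, 10 genes were downregulated for IleR, 10 for LeuR and 11 for ValR, where 7.12, 5.19 and 10.1 are expected (adjusted p-values 0.394, 0.0960 and 0.722). With adjustment over this list alone, 16, 15 and 17 of its genes changed. The median log2 fold change of the Toll-like receptor signaling list was −0.03, 0.01 and −0.07.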

Neuroinflammatory pathways were downregulated across all three BCAA‐restricted groups, including “MAPK signaling pathway” and “Toll‐like receptor signaling pathway,” potentially contributing to the observed cognitive improvements and reduced microglial activation. In addition, the “Longevity‐regulating pathway” and “Growth hormone synthesis and secretion” pathways were downregulated in all three restricted groups, suggesting a potential reduction in growth and aging‐related signaling. It was particularly interesting to see the downregulation of “mTOR signaling pathway” only in the IleR group, as we had expected to see this in the LeuR group, as leucine, but not isoleucine, is a very potent mTOR agonist. 

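The mTOR signaling list holds 118 genes, all tested. Downregulated genes numbered 19 for IleR where 10.2 are expected, 17 for LeuR where 7.47 are expected and 24 for ValR where 14.6 are expected (one-sided hypergeometric test, Benjamini-Hochberg adjusted p-values 0.0273, 0.00734 and 0.0342). Upregulated genes numbered 12, 3 and 16, and the median log2 fold change was −0.02, −0.09 and 0.04. Adjusted over the list alone, 36, 30 and 46 genes changed in either direction. With camera the adjusted p-value was 0.197 for IleR, 0.0151 for LeuR and 0.747 for ValR, and over the alternatives the lowest values were 0.0293, 0.00903 and 0.0524 and the highest 1. The IleR call was also lost with edgeR's filterByExpr (0.248), and the ValR call with filterByExpr (0.261) or limma voom (0.0524). Leaving out single libraries kept IleR under 0.05 in all 14 fits, removed the LeuR call in 4 (up to 0.0969 without LeuR 21) and removed the ValR call in 8 (up to 0.209 without Control 1).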

We also observed LeuR‐specific downregulation of pathways, including “pathways in neurodegeneration” and “cellular senescence pathways”. In contrast, “Pathways in cancer” was downregulated only in IleR and ValR mice.

Together, these findings indicate that while individual BCAA restriction induces distinct molecular effects, they also engage overlapping molecular mechanisms in males. These shared molecular mechanisms regulate pathways involved in neuroinflammation as well as metabolism and likely contribute to the ability of individual BCAA restriction to delay the progression of AD pathology in males.

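From the DEGs and enriched pathways of the 3 diets, the paper concludes that restriction of each BCAA has distinct molecular effects and also engages overlapping mechanisms in males. The genes that changed in males were set against the main axis of variation among the females, which was computed without any male library. Over 13887 genes, the male log2 fold changes correlated with the gene loadings of the first female component with a Pearson r of 0.878 for IleR, 0.648 for LeuR and 0.902 for ValR (Spearman 0.806, 0.481 and 0.872). Genes are not independent replicates, so no p-value across genes is given for these values. Without the marker genes and the genes of Fig. 5B, r was 0.863, 0.598 and 0.899 over 13724 genes. Among the 13887 genes were 2860 DEGs of IleR, 1936 of LeuR and 4303 of ValR. The sign of the loading was that of the log2 fold change for 99.6%, 92.7% and 99.6% of these DEGs, respectively. When the male libraries' positions on this component were used as a covariate, 0 genes were DEGs for IleR (1194 at an unadjusted p-value under 0.05), 30 for LeuR and 0 for ValR (978 at an unadjusted p-value under 0.05). On simulated counts this fit recovered 31%, 58.5% and 23% of the changed genes.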

### 2.4 Circulating and Brain BCAA Levels are Maintained in 3xTg Mice Following Long Term Restriction of Individual BCAAs

To determine whether dietary restriction of each individual BCAA altered systemic or brain amino acid availability, we quantified serum and brain BCAA abundance using LC/MS after 9 months of dietary intervention in the 3xTg mice. Despite a 67% reduction in dietary isoleucine, leucine, or valine, we found no significant alterations in the plasma or tissue levels of any of these BCAAs in 3xTg males or females (Figure S6A–D). While these findings may appear surprising, they are consistent with our previous observations that long‐term restriction of BCAAs does not lead to reduced plasma levels of BCAAs [22, 24, 38], and are consistent with the ability of mice to buffer blood levels of amino acids against feeding [39]; and the plasma levels of BCAAs and other amino acids is the major determinant of BCAA transport across the blood brain barrier [40].

### 2.5 Isoleucine Restriction Downregulates Autophagy and Reduces mTORC1 Activity in 3xTg Mice

We were surprised that autophagy was not implicated as an altered pathway in our transcriptional analysis, and that mTOR signaling was identified as altered only in IleR‐fed mice. Both autophagy and mTOR are heavily implicated in the pathogenesis of AD; impaired autophagy machinery leads to ineffective clearance of plaques and tangles, contributing to the progression of AD symptoms in both patients and animal models [41, 42, 43, 44, 45], while hyperactivation of mTOR in AD disrupts the proteostasis network and acts to inhibit autophagy, exacerbating the accumulation of plaques and tangles [46]. 

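The Autophagy list holds 77 genes, all tested, and had 9 downregulated genes for IleR, 5 for LeuR and 10 for ValR, where 6.69, 4.88 and 9.52 are expected (one-sided hypergeometric test, Benjamini-Hochberg adjusted p-values 0.47, 0.841 and 0.778). Upregulated genes numbered 6, 4 and 10 (adjusted p-values 0.696, 0.649 and 0.653). Adjusted over the list alone, 15, 15 and 22 genes changed in either direction. Leaving out Control 4 brought the list under 0.05 for IleR (0.0428). Among 15 genes of proteins that the study assayed, Becn1 was a DEG for IleR (log2 fold change −0.25, standard error 0.08, adjusted p-value 0.0453) and ValR (−0.28, 0.07, 0.0125), and App for ValR (−0.29, 0.10, 0.0443), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For LeuR, 0 of the 15 genes were DEGs and 2 had an unadjusted p-value under 0.05. With adjustment over the 15 genes alone, 0 changed for IleR and LeuR and 1 for ValR.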

Inhibiting mTOR, either pharmacologically with the drug rapamycin or via feeding of a PR diet, promotes autophagy and reduces AD pathology [15, 47, 48, 49, 50]. We therefore further investigated the effect of individual BCAA restriction on autophagy and mTOR signaling at the protein level.

We performed immunoblotting on brain lysates to assess several autophagy markers, including autophagy proteins ATG5, ATG7, and ATG16L1, as well as autophagosome formation proteins Beclin and light chain 3A/B (LC3A/B), and the autophagy receptor p62 (sequestosome 1, SQSTM1). In female 3xTg mice, IleR‐fed mice exhibited significantly reduced expression of ATG5, ATG7, LC3A/B, and p62 compared to Control‐fed mice. LeuR and ValR‐fed females showed a significant decrease in LC3A/B expression, a key marker of autophagosome formation, but no significant changes in any other markers (Figure 6A–G). In 3xTg males, we observed a significant downregulation of Beclin in all three BCAA‐restricted groups compared to control‐fed mice. Although certain other autophagy markers exhibited a decreasing trend in IleR and ValR‐fed mice, none of these changes reached statistical significance (Figure 6H–N).

**FIGURE 6:**
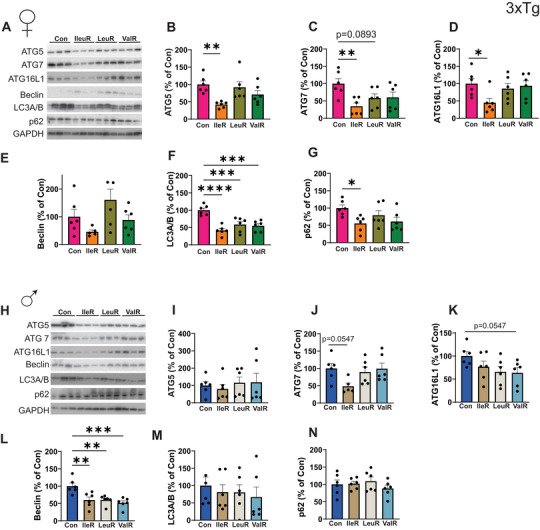
Distinct effects of individual BCAAs on autophagy in 3xTg‐AD mice. (A–N) Immunoblotting on brain lysates of 15‐month‐old 3xTg mice fed the indicated diets to assess several autophagy markers, including autophagy proteins ATG5, ATG7, and ATG16L1, as well as autophagosome formation proteins Beclin and light chain 3A/B (LC3A/B), and the autophagy receptor p62 (sequestosome 1, SQSTM1). (A) Representative immunoblot of all the autophagy‐related proteins in females. (B–G) Quantification of ATG5 expression (B), ATG7 (C), ATG16L1 (D), Beclin (E) LC3A/B (F), and p62 (G) relative to expression of GAPDH in females (B–G) *n *= 6 3xTg biologically independent mice per group. (H) Representative immunoblot of all the autophagy related protein in males. (I–N) Quantification of ATG5 expression (I), ATG7 (J), ATG16L1 (K), Beclin (L) LC3A/B (M) and p62 (N) relative to expression of GAPDH in males (I–N) *n* = 6 3xTg biologically independent mice per group. (B–G, I–N) *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Dunnett's test post ANOVA. Data represented as mean ± SEM.

We next evaluated mTORC1 activity by performing immunoblotting for the phosphorylation of its substrates, p‐S240/S244 S6 and T37/S46 4E‐BP1, in whole brain lysates of both female and male mice (Figure S7A–F). In female 3xTg mice, none of the individual BCAA restricted diets led to significant changes in phosphorylation of S240/S244 S6 compared to the Control‐fed mice. However, phosphorylation of T37/S46 4E‐BP1 was significantly reduced in IleR‐fed and LeuR‐fed 3xTg females compared to Control‐fed mice (Figure S7A–C). In 3xTg males, restriction of any of the three BCAAs resulted in reduced phosphorylation of p‐S240/S244 S6 as compared to Control‐fed mice (Figure S7D,E). However, while ValR‐fed 3xTg males had reduced phosphorylation of T37/S46 4E‐BP1 relative to Control‐fed mice, IleR‐fed 3xTg males unexpectedly had increased T37/S46 4E‐BP1 phosphorylation compared to Control‐fed mice (Figure S7F).

### 2.6 Sex‐Specific Benefits of Individual BCAA Restriction on Hippocampal‐Dependent Spatial Learning‐Associated Memory Deficits

To evaluate the effects of individual BCAA restriction on cognition, we conducted behavioral assays on 12‐month‐old 3xTg and NTg mice fed either a Control, IleR, LeuR, or ValR diet. We examined the performance of the animals in a Barnes Maze and tested Novel Object Recognition (NOR).

In the Barnes maze, mice were required to locate an escape box placed at the target hole using spatial cues learned during a four‐day acquisition phase. Short‐term memory (STM) and long‐term memory (LTM) were tested on days 5 and 12, respectively. Among the female 3xTg mice, ValR‐fed females located the escape box the fastest during the training phase and showed the best performance during both the STM and LTM tests, taking significantly less time to identify the escape hole during the STM test (Figure 7A). No significant differences were observed in error hole visits across all groups during training sessions or the STM and LTM tests, but consistent with their improved latency, ValR‐fed females tended to make fewer errors than mice fed the Con diet (Figure 7B). As expected, we did not observe any significant cognitive deficits in age‐matched NTg female mice following STM and LTM in the BM test (Figure S8A,B).

**FIGURE 7:**
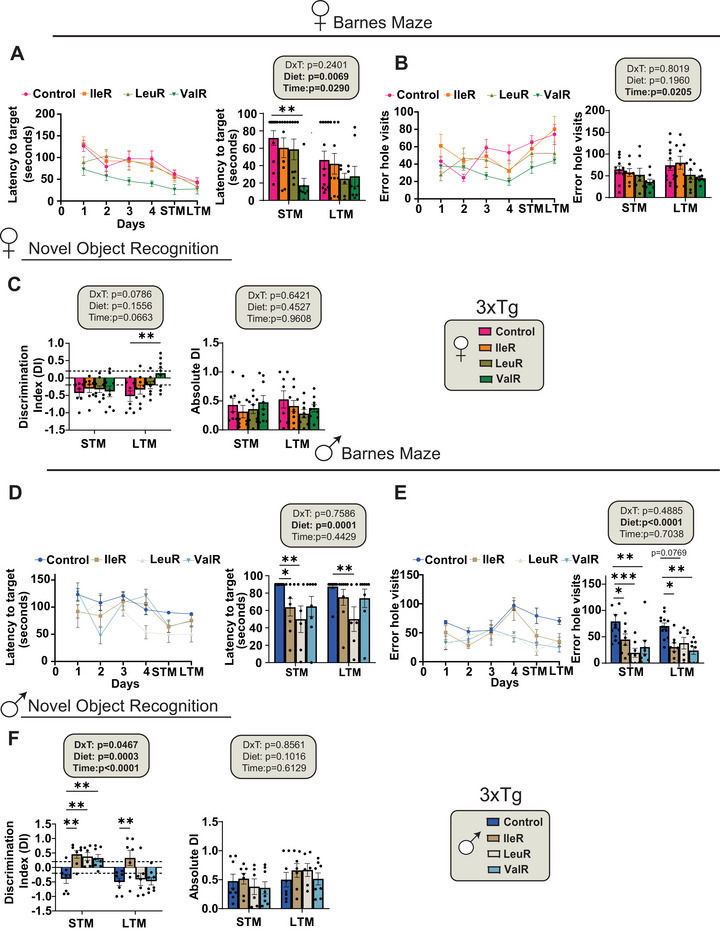
Valine restriction improves cognition in females, while Isoleucine and Leucine restriction improve memory in males. (A–F) The behavior of female and male 3xTg‐AD mice was examined at 12 months of age after mice were fed the indicated diets for 6 months. (A, D) Latency of target in Barnes Maze acquisition period over the five days of training and in short‐term memory (STM) and long‐term memory (LTM) tests in female (A) and male mice (D). (B, E) The number of error hole visits during the Barnes maze training phase in STM and LTM tests by female (B) and male (E) mice. (C, F) The preference for a novel object over a familiar object was assayed in female (C) and male (F) mice via STM and LTM tests. The dashed lines at +0.2 and −0.2 indicate the threshold for discrimination index (DI) values showing the preference for novel or familiar objects. Absolute DI was plotted to show the magnitude of discrimination regardless of the direction of preference. (A,B) *n *= 12 Con, *n *= 10 IleR, *n *= 8 LeuR, and *n *= 8 ValR fed biologically independent 3xTg female mice. (C) *n *= 8–9 3xTg biologically independent 3xTg females per group. (D,E) *n *= 15 Con, *n *= 8 IleR, *n *= 7 LeuR, and *n *= 8 ValR fed biologically independent 3xTg male mice. (C) *n *= 8 3xTg biologically independent 3xTg males per group. (A–F) Statistics for the overall effects of diet, time, and the interaction represent the *p*‐value from a two‐way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, ***p < 0.0001, Dunnett's post‐test examining the effect of parameters identified as significant in the two‐way ANOVA. Data represented as mean ± SEM.

NOR tests the preference for investigating a familiar object vs. a new object and is quantified based on a discrimination index (DI) following a STM and LTM test. The DI is calculated as the difference in time spent exploring the novel versus the familiar object, divided by the total exploration time of both objects. A positive DI implies a preference for exploring novelty, indicating that the familiar object's memory persists and the mice favor exploring the new object. Conversely, a negative DI shows that the mice spent more time exploring the familiar object. In both the STM and LTM tests, the 3xTg females on IleR and LeuR diets consistently had negative DI; thus, these mice failed to explore novel objects and spent more time with the familiar object; ValR‐fed females similarly had a negative DI on the STM test (Figure 7C). On the LTM test, ValR‐fed females showed a neutral DI, indicating they were unable to discriminate between objects; however, these animals still had significantly greater NOR than Control‐fed females (Figure 7C). We also plotted absolute DI to see the overall strength of discrimination irrespective of whether it was novel or familiar, and we did not see any significant changes between any groups in both STM and LTM (Figure 7C). NTg female mice fed the LeuR diet spent less time exploring the novel object and hence had a significantly negative DI as compared to Control‐fed NTg females in both the STM and LTM tests (Figure S8C).

In contrast to females, LeuR‐fed male 3xTg mice showed significant improvements in Barnes maze latency to the target during both the STM and LTM tests, and IleR‐fed male 3xTg mice showed significantly improved latency to the goal during the STM test only (Figure 7D). This was associated with a decrease in errors, with IleR, LeuR, and ValR‐fed 3xTg males having fewer errors during both the STM and LTM tests compared to Control‐fed mice (Figure 7E). In the NOR test, all three BCAA‐restricted groups of 3xTg males had a positive DI that was significantly greater than the negative DI of the Control‐fed mice during the STM trial, demonstrating improved recognition memory (Figure 7F, left). In the LTM trial, only IleR‐fed males showed a positive DI, which was significantly greater than that of the Control‐fed males, again demonstrating improved memory. When we assessed the magnitude of discrimination by plotting absolute DI, all groups were statistically equivalent (Figure 7F, right). We did not observe any cognitive deficits in age‐matched NTg males, and thus it was not surprising that we did not observe that any of the restricted diets improved NOR or Barnes maze performance (Figure S8D–F).

Finally, after completing the metabolic, behavioral, and molecular phenotyping, we visualized the global effects of individual BCAA restriction on overall phenotypic traits. We performed Principal Component Analysis (PCA) using a combined phenotypic data set including 26 traits, including metabolic, behavioral, and pathological data. In 3xTg males, PCA showed distinct clustering between the Control, IleR, LeuR, and ValR groups, with the greatest separation shown between Control‐fed and ValR‐fed groups (Figure S9A,B). Looking at the key variables, we found hippocampal plaque load, energy expenditure (light and dark), and RER (dark) as some of the strongest contributors to the second principal component (Component 2) driving the separation. In female 3xTg mice, PCA also showed clear separation between the diet groups, particularly between Control‐fed mice and mice fed either the ValR or IleR diets (Figure S9C). The strongest contributors to the first principal component (Component 1) driving this separation in females were end body weight, lean, and fat mass (Figure S9C,D).

### 2.7 IleR Improves the Survival of Male 3xTg Mice

Previous studies, including our own, have reported high mortality rates in male 3xTg‐AD mice, and we have shown that PR promotes survival of these animals [15, 51, 52]. Although female 3xTg mice had low mortality and no differences were observed between diet groups, Control‐fed 3xTg males had high mortality, which was significantly reduced by IleR (log‐rank test, Control vs. IleR, *p* = 0.0354) (Figure 8A,B). ValR‐fed mice also trended toward increased survival, while, surprisingly, LeuR‐fed mice had the worst survival outcomes.

**FIGURE 8:**
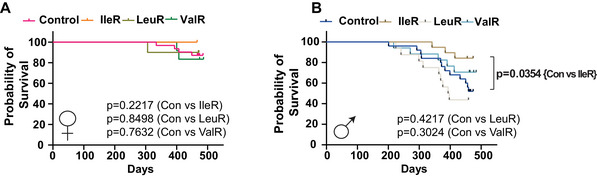
Isoleucine restriction improves survival in male 3xTg‐AD mice. (A,B) Kaplan–Meier plots of the survival of female (A) and male (B) 3xTg female mice fed the indicated diets starting at 6 months of age. (A) For females: *n *= 30 Con, *n *= 10 IleR, *n *= 10 LeuR, and *n *= 12 ValR fed 3xTg biologically independent mice. (B) For males: *n *= 21 Con, *n *= 20 IleR, *n *= 15 LeuR, and *n *= 15 ValR fed 3xTg biologically independent mice. *p *= 0.0345, log‐rank test Con vs. IleR mice.

### 2.8 Gene Co‐Expression Network Analysis Identifies Modules Associated With Metabolic and Cognitive Traits in Males

We performed correlation analysis of traits separately for each sex of 3xTg mice, calculating Pearson's correlation coefficients for rank‐ordered traits, and generating a heatmap to illustrate trait‐trait relationships (Figure 9A,B). In 3xTg males, we observed a significant negative correlation between hippocampal levels of Tau and both STM and LTM during NOR testing; there was also a positive association with latency to target during LTM Barnes maze testing (Figure 9A). Tau levels were also associated with microglial activation in males. Thus, we performed Weighted Gene Co‐Expression Network Analysis (WGCNA) to generate gene co‐expression networks to identify gene modules associated with metabolic, cognitive, and AD‐related traits in the brains of male 3xTg mice. These modules were assigned different colors for classification. We then correlated the module eigengene (ME) for each distinct gene module with other module MEs and rank‐ordered traits as illustrated in Figure 9C. We identified two gene modules, Lightcyan and Black, which were correlated with both hippocampal Tau and cognitive performance; we also identified the Lightgreen and Black gene modules as they correlated with hippocampal plaques and cognitive performance (Figure 9C and Table S5).

**FIGURE 9:**
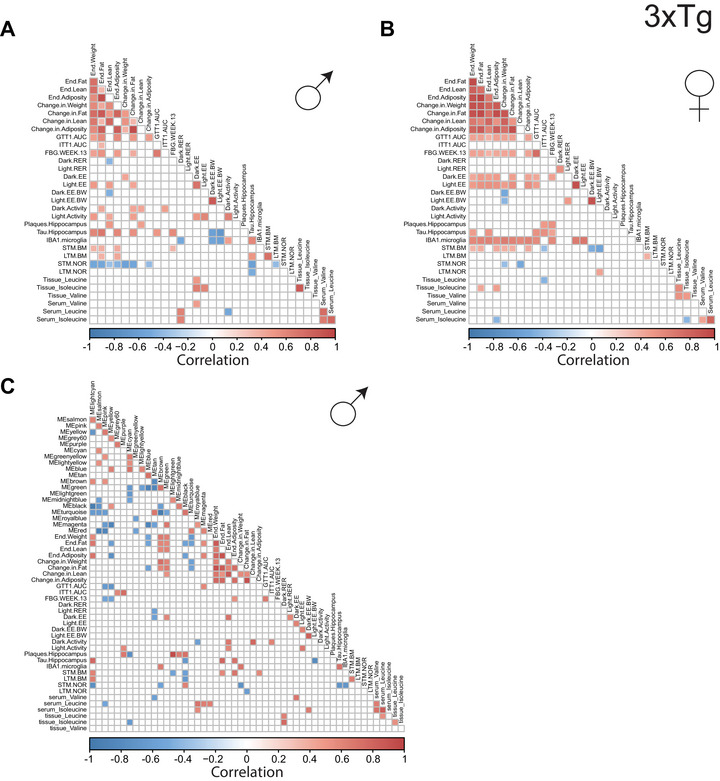
Correlation analysis identifies sex‐specific association of AD pathology, cognition, and gene expression. (A,B) Heat maps showing the Pearson correlation of the rankZ‐transformed traits of male (A) and female (B) 3xTg mice. (C) Pearson correlation of rankZ‐transformed traits and WGCNA module eigengenes (ME) in 3xTg male mice. (A–C) Color indicates the strength and directionality of the correlation, with red indicating a positive correlation and blue a negative correlation. Only statistically significant correlations (*p* < 0.05) are shown.

We used ME‐trait correlations to construct a network in Cytoscape (Figure 10A; Table S6) where the nodes are MEs or physiological traits and edges represent the correlation between nodes. We found that the Lightcyan and Black modules formed hub nodes that were highly interconnected with cognitive performance, AD pathology, and aspects of metabolism, most notably weight, fat mass, and adiposity (Figure 10A). KEGG pathway analysis of the Black module (Figure 10B; Table S7) identified a number of pathways altered in all of the BCAA restricted diets, including “Hedgehog signaling pathway,” “Lysine degradation,” and “Necroptosis,” that have been implicated in neurodegeneration and cell death, in response to both Aβ and Tau pathology [53, 54, 55, 56]. Interestingly, we also identified BCAA‐specific alterations in signaling pathways (Figure 10B), with leucine restriction associated with changes in “PI3K‐Akt signaling pathway,” which is upstream of mTOR signaling and a key regulator of metabolism and aging; isoleucine and valine restriction were associated with altered “Oxytocin signaling”, which has been linked to AD [57]; and isoleucine restriction was associated with “Integrin signaling” [58]. Valine restriction was associated with “ErbB signaling pathway” and “Cytosolic DNA‐sensing pathway,” which have also been associated with AD [59, 60].

**FIGURE 10:**
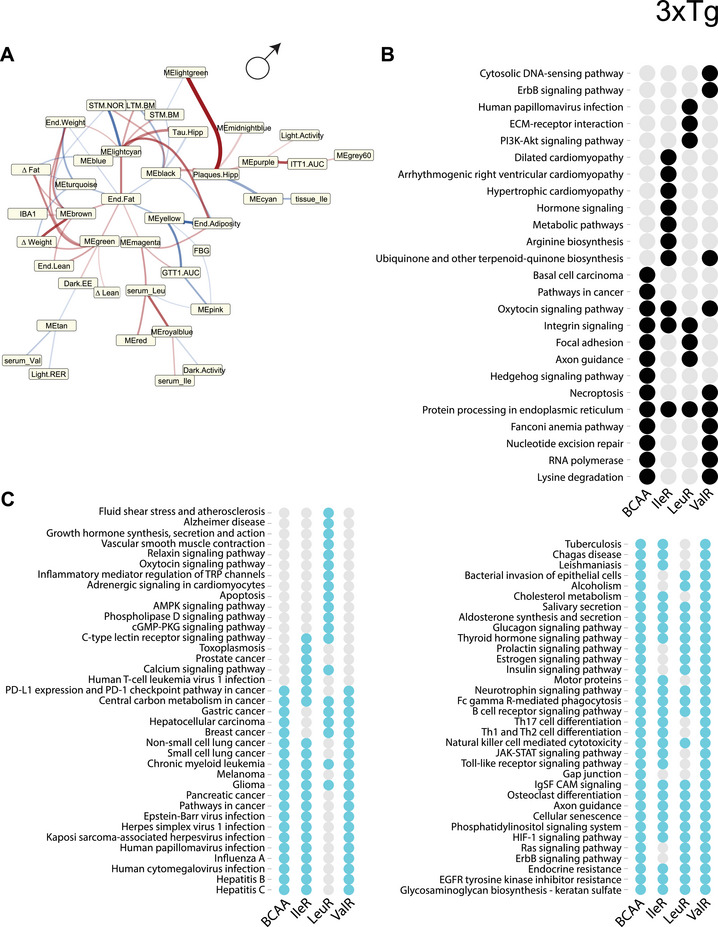
Gene modules enriched for metabolic and signaling pathways are strongly connected to AD pathology and cognitive function in 3xTg males. (A) ME‐trait correlations were used to construct a correlation network in Cytoscape. Color indicates direction of correlation (red = positive, blue = negative), thickness is controlled by |correlation| (range, 0.5 to 1.0), and transparency is set by the −log10 P‐value (range, 1 to 5). (B) Dot plot summarizing KEGG pathway enrichment analysis of genes within the Black module. (C) Dot plot summarizing KEGG pathway enrichment analysis of genes within the Lightcyan module. (B,C) Colored dots indicate that the pathway is significantly enriched (*p* < 0.05), genes were included if they were present in the module (Black or Light cyan) and were significantly differentially expressed (BH adjusted *p *< 0.05) when fed the indicated diet (IleR, LeuR, ValR) or genes differentially expressed in mice fed any of the diets (BCAA) as compared to Control‐fed mice.

Similarly, both BCAA‐shared and BCAA‐specific KEGG pathways were identified in the Lightcyan module (Figure 10C and Table S8), including pathways associated with cancer, infection, and the immune system. There were also multiple hormonal signaling pathways and metabolic pathways implicated, including “Estrogen signaling pathway,” “Insulin signaling pathway,” “Glucagon signaling pathway,” and HIF‐1, Ras, and ErbB signaling. Cellular senescence, which we have recently shown is regulated by dietary BCAAs [61] and has been suggested as a driver of AD, was also altered in this module [62]. Leucine restriction induced alterations in the KEGG pathway “Alzheimer disease” as well as multiple other pathways, including the “AMPK signaling pathway” which is associated with AD in mice and humans [63, 64]. A few pathways in this module were specifically altered by IleR alone, while no pathways in this module were ValR‐specific.

In conclusion, we have identified specific gene modules associated with AD pathology and cognition that are enriched in genes involved in multiple AD‐related pathways. While there were many similarities in the pathways induced by restriction of any of the three BCAAs, restriction of each BCAA also had distinct transcriptional activity patterns that could mediate many of the BCAA‐specific effects we observed on metabolism, AD pathology, and cognition in males.

## 3 Discussion

Dietary protein is a key regulator of metabolic health in rodents and humans. A major contributor to the benefits of a low‐protein diet is the restriction of branched‐chain amino acids (BCAAs), particularly isoleucine, which has been shown to recapitulate many of the metabolic advantages of PR [24]. Restriction of protein, BCAAs, or isoleucine not only extends lifespan but promotes favorable molecular changes, rejuvenating the liver transcriptome, improving hepatic aging rate indicators, and reducing hepatic cellular senescence [13, 22, 23, 61]. Interventions that slow aging should be effective in the prevention or treatment of age‐related disease. In support of this hypothesis, we recently demonstrated that PR enhances cognitive function and delays the progression of AD pathology in 3xTg mice, and others have identified benefits of BCAA restriction for AD in this same mouse model [15, 21].

However, a critical question remained unanswered – do all BCAAs contribute equally to these benefits, or do they have distinct roles in mitigating AD progression? Here, we examined the effect of individually restricting leucine, isoleucine, or valine on AD progression using the 3xTg mouse model of this disease. We initiated the study at 6 months of age, an age at which 3xTg mice show cognitive deficits as well as aspects of AD pathology. We discovered that each of the BCAAs has a unique and sex‐specific effect on metabolic health, AD neuropathology, and cognitive performance, as summarized in Table S10. Strikingly, while ValR significantly improved cognitive function in females, it did not in males; conversely, IleR and LeuR enhanced cognition in males but not in females.

Interestingly, these cognitive improvements occurred independently of reductions in Aβ plaque burden in either of the sexes. Indeed, restricting valine increased the plaque deposition in the hippocampus of female mice, yet a ValR diet was still able to improve memory in female mice relative to females on a Control‐fed diet. In fact, ValR‐fed mice had the most pronounced memory improvements in females, further demonstrating that pathological burden may not always align with cognitive functioning. This observation is consistent with findings from clinical trials, where drug candidates targeting amyloid pathways have yielded more modest cognitive improvements than initially hoped, despite reducing amyloid burden [3, 65, 66, 67, 68, 69].

Given the limited correlation between plaque burden and cognitive outcomes, we considered other pathological features that could better explain the cognitive benefits of BCAA restriction. Indeed, we observed that improved cognitive function tended to correlate with reductions in tau pathology. Cognitive improvements following IleR‐ or LeuR‐feeding occurred in parallel with reduced hippocampal tau phosphorylation, indicating a close alignment with tau pathology and behavioral outcomes in males. While this was not observed in ValR‐fed females, which also showed improved cognitive function, these mice did show a reduction in whole‐brain tau phosphorylation. In our WGCNA analysis of 3xTg males, we found that tau phosphorylation was associated with both worse metabolic outcomes – higher weight and adiposity, worse glycemic control – as well as decreased cognitive function. These findings suggest that mechanisms beyond classical amyloid accumulation that are linked with tau pathology, as well as organismal metabolism, may play a key role in mediating the cognitive benefits of BCAA restriction.

Beyond neuropathological changes, BCAA restriction also affected systemic metabolism. Metabolic dysfunction is a hallmark of AD, with insulin resistance and impaired glucose metabolism contributing to neuronal energy deficits [70, 71]. Recent studies have identified elevated plasma BCAA levels, particularly isoleucine, in AD patients, suggesting a possible link between BCAA dysregulation and disease progression [18, 19, 72]. Consistent with these findings, our study demonstrates that restricting isoleucine and valine had the most beneficial effects on body weight and adiposity in females and males, whereas leucine restriction had a detrimental impact, leading to increased adiposity in both sexes.

Importantly, our findings offer new mechanistic insights into how BCAA restriction influences AD progression. Despite worsening insulin sensitivity and increased plaque formation, valine restriction emerged as one of the most significant BCAAs in improving cognition in females. Moreover, this improvement in cognition occurred independently of changes in insulin sensitivity, neuroinflammation, mTORC1 signaling, or autophagy activation in the brain, aligning well with the Cognitive Reserve hypothesis [73, 74], which suggests that there can be a mismatch between pathological burden and cognitive performance. Furthermore, while mTORC1 inhibition and autophagy activation are traditionally linked to neuroprotection, our findings suggest that cognitive improvements can arise through mechanisms distinct from these pathways, such as enhanced synaptic plasticity, altered neuroimmune signaling, or improved neuronal connectivity.

Previous studies show that cognitive performance in AD models correlates more strongly with synaptic plasticity than amyloid burden [75, 76, 77, 78], and long‐term potentiation (LTP) deficits can be modified independently of plaque/tangle burden by dietary interventions [79, 80, 81, 82]. Neuroinflammatory signaling also significantly influences cognitive outcomes independent of plaques [83, 84, 85]. These findings are consistent with our recent CR study showing cognitive benefits dissociated from Aβ pathology [4].

In contrast, IleR‐ and LeuR‐fed males showed both cognitive improvements and reduced hippocampal tau, suggesting tau reduction partly mediates their cognitive benefits and that tau may have a stronger impact on cognitive decline than amyloid burden in males. Importantly, tau changes were region‐specific. Hippocampal phospho‐tau (Thr231) was significantly reduced across all BCAA‐restricted groups, while whole brain p‐tau remained largely unchanged in IleR and LeuR‐fed mice and elevated in ValR‐fed males, consistent with the 3xTg model's pronounced hippocampal tau accumulation [29, 86, 87, 88]. Whole‐brain homogenates likely dilute these localized effects. Future studies using electrophysiological recordings, synaptic protein analysis, and neuroinflammation profiling will help us to determine the mechanisms underlying these sex and diet‐specific cognitive effects.

Impaired autophagy is a well‐recognized contributor to the dysregulation of Aβ metabolism in AD (Nilsson and Saido 2014, Uddin et al. 2018). In our study, IleR led to a reduction in plaque deposition in both males and females, accompanied by decreased microglial activation as shown by reduced IBA1 expression. However, quite surprisingly, most autophagy‐related proteins and autophagosome formation markers were downregulated in females from the IleR group, with little to no change in males as well. This may suggest that an alternate mechanism, potentially involving the ubiquitin–proteasome system (UPS) or enhanced phagocytic clearance, may have played a significant role under BCAA restriction [89]. However, this remains a hypothesis, and additional studies will be required to determine whether UPS activation or another mechanism mediates these effects. Another possibility is that autophagy was less activated due to a reduced burden of misfolded or aggregated proteins, leading to lower demand for degradation pathways.

In line with these findings, transcriptomic analysis of the brain across all three BCAA‐restricted groups identified several distinct and overlapping molecular pathways that correlated with metabolic, behavioral, and neuropathological outcomes. These pathways were mostly observed in males rather than females. 

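Whether a diet's effect differed between males and females was tested gene by gene, in 1 fit of the libraries of both sexes over 22465 genes. The diet by sex interaction passed an adjusted p-value of 0.05 for 22 genes for IleR, 1 gene for LeuR and 955 genes for ValR (edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment). All 22 genes of IleR and 803 of those of ValR had a lower log2 fold change in males than in females, and 152 of those of ValR a higher one. Among DEGs in males, the interaction passed for 22 of 3398 genes for IleR, 1 of 2249 for LeuR and 916 of 5212 for ValR. In simulated counts with 200 genes changed by a fold of 4 in ValR-fed males only, the test recovered 83.5% of them. The changed genes had a mean count of at least 20, so this share does not cover IleR, LeuR or genes with fewer counts.
With limma voom the numbers were 0 for IleR (4282 at an unadjusted p-value under 0.05) and 29 for ValR, and with filterByExpr there were 63 for IleR. Single libraries also moved them, from 0 (without male IleR 17, among others, with 3490 at an unadjusted p-value under 0.05) to 925 genes for IleR (without female IleR 41), from 1 to 598 for LeuR (without male Control 4) and from 191 (without male ValR 10) to 2463 (without female ValR 36) for ValR. Male and female libraries were in separate tables of counts, and the sample labels name no batch. Male Control and ValR libraries also lay apart on the hindbrain score (means −5.08 and 0.89). In females these groups did not differ on it (two-sided exact permutation test, p = 0.790). Whether a different share of cerebellum and brainstem gives part of the differences between the sexes was not tested.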

Interestingly, we observed many downregulated pathways with very few pathways being upregulated across all groups in 3xTg males. The “Metabolic Pathways” and “Valine, leucine, and isoleucine degradation pathways” were upregulated in all three individual BCAA‐restricted groups. The upregulation of these pathways might suggest a compensatory metabolic adaptation to reduced BCAA intake for maintaining energy demands. Our WGCNA analysis identified gene modules associated with cognition and AD pathology that highlight known AD‐related pathways, such as the insulin/PI3K/AKT/mTOR/AMPK pathway, as well as a number of metabolic and hormonal processes that are less appreciated for their involvement in AD. Further investigation of these pathways and processes for their involvement in AD, as well as the response of AD mice to dietary reduction in BCAAs, is likely warranted.

Despite reducing dietary intake of each individual BCAA by 67%, we did not observe any significant reductions in circulating or brain BCAA levels in either sex of 3xTg mice. This is consistent with our previous studies, in which we have not observed decreases in plasma BCAAs following this degree of restriction [22, 24, 38], as well as similar findings in protein‐restricted humans [10]. Notably, this occurs despite protein restriction substantially lowering portal vein levels of amino acids [39] and suggests that plasma levels of BCAAs, as well as other amino acids, are tightly regulated, analogous to the regulation of blood sugar. Brain levels of amino acids transported by the Large Amino Acid Transporter (LAT1) are primarily mediated by the ratio of these amino acids in plasma. The exact mechanism by which the brain senses a decrease in dietary BCAAs is unknown but could involve direct sensing of BCAA levels in the gut or portal vein, or indirectly via changes in circulating metabolites; this latter possibility would suggest that the beneficial effects of BCAA restriction may be mediated through changes in hormones or other metabolites rather than through alterations in tissue BCAA levels.

Limitations of the present study include the exclusive use of the 3xTg‐AD mouse model; the use of other AD mouse models could give improved insight, particularly into understanding if the effects of individual BCAAs are mediated by their effects on Aβ, tau, or both. Further, as different strains of mice have different metabolic responses to BCAAs, the effects of BCAA on AD development and progression may vary because of genetic background. While we have summarized genotype‐dependent and independent effects on various phenotypes in Table S11, our recent work demonstrates that isoleucine restriction produces robust metabolic benefits across different sexes and strains (C57BL/6J and DBA/2J); however, molecular responses reveal many sex and strain‐dependent pathway changes, suggesting that findings may not be universally conserved across genetic backgrounds [38].

Due to the age‐associated mortality and the multiple groups of mice studied, cohort sizes, particularly for analyses of pathology, were modest, although generally aligned with those used in other long‐term studies of 3xTg mice by our group and others [4, 15, 90]. However, the consistency of our findings across metabolic, behavioral, and molecular markers all support our conclusions despite the limited cohort size.

Our molecular analyses were fairly limited. Our study focused on a single phosphorylation site of tau, Thr231, previously implicated in AD pathology [91, 92]. However, multiple tau phosphorylation sites contribute to AD pathology, and the effect of BCAA on these sites could be examined in future studies. Our molecular analyses primarily concentrate on changes in the whole brain; a more extensive and comprehensive analysis will be necessary to elucidate the intricate molecular mechanisms engaged by BCAAs within the different regions of the brain. Additionally, even though we examined autophagy‐related proteins, we did not directly assess autophagic flux, which will be beneficial for distinguishing between autophagy initiation and impaired degradation.

Finally, our study was not designed to differentiate acute versus chronic effects of BCAA restriction. Prior work from our lab in multiple strains of mice has shown that short‐term restriction of BCAAs or isoleucine or valine alone can induce FGF21, increase energy expenditure and alter fuel utilization, and remodel the hepatic transcriptome. Whether the sex‐specific benefits to memory and AD pathology observed here can be induced acutely in late life in animals with developing AD pathology or are only observed when mice are placed on these diets chronically prior to the onset of AD will provide critical insights into the mechanism and impact the feasibility of translating these types of dietary interventions to humans.

In summary, we have shown that restricting each of the BCAAs has both unique and distinct effects on AD progression in 3xTg mice. Restricting dietary isoleucine and valine broadly improves metabolic health in both sexes, while restricting leucine has negative impacts on overall metabolic health. While restricting isoleucine and leucine were both beneficial in suppressing AD pathology, valine restriction worsened the pathological outcomes, primarily in females. Despite this, ValR females exhibited significant cognitive improvements, suggesting that cognitive benefits may occur independently of AD pathology. In contrast, IleR and LeuR had a more pronounced effect on memory in males. On a molecular level, we observed sex and diet‐specific effects of individual BCAA restriction on mTORC1 signaling, autophagy, and gene expression. Finally, restricting isoleucine improved survival outcomes of male mice. These findings suggest that each BCAA has distinct and sex‐specific effects, with significant uncoupling between metabolic, cognitive, and neuropathological outcomes. Taken together, these results provide new insights into the distinct effects of each BCAA in delaying the progression of AD, will guide future studies into the role of diet in AD development and progression, and highlight BCAA restriction as a promising nutritional approach in slowing or preventing the progression of this devastating disease.

## 4 Materials and Methods

### 4.1 Animals

All procedures were performed in accordance with institutional guidelines and were approved by the Institutional Animal Care and Use Committee (IACUC) of the William S. Middleton Memorial Veterans Hospital and the University of Wisconsin‐Madison IACUC (Madison, WI, USA). Male and female homozygous 3xTg‐AD mice were obtained from The Jackson Laboratory (Bar Harbor, ME, USA) and were bred and maintained at the vivarium with food and water available ad libitum. Prior to the start of the experiments, at 6 months of age, mice were randomly assigned to different groups based on their body weight and diet. Mice were acclimatized on a LabDiet 5001 Rodent Diet for 1 week before randomization. Animals of each sex and strain were randomized at the cage level into groups with comparable starting body weight and body composition prior to assigning them to different diet groups. As each of the diets was color‐coded and cages were labeled based on the diet color, blinding of investigators was not feasible during metabolic and behavioral phenotyping studies. However, histological assessments and image quantification were performed in a blinded manner whenever possible. All mice were maintained at a temperature of approximately 22°C, and health checks were completed on all mice daily.

At the start of the experiment, mice were randomized to four different groups (1) Control (Amino Acid defined diet; Envigo TD.140711), (2) Isoleucine Restricted (IleR; Envigo TD.160734), (3) Leucine Restricted (LeuR, Envigo TD.160736), and (4) Valine Restricted (ValR; Envigo TD.160735) groups. Diet descriptions, compositions, and item numbers are provided in Table S1.

### 4.2 In Vivo Procedures

A glucose tolerance test was performed by fasting the mice overnight and then injecting glucose (1 g kg^−1^) intraperitoneally (i.p.) as previously described [93, 94]. For insulin tolerance, we fasted the mice for 4 h and injected insulin intraperitoneally (0.75 U kg^−1^). Glucose measurements were taken using a Bayer Contour blood glucose meter (Bayer, Leverkusen, Germany) and test strips. Mouse body composition was determined using an EchoMRI Body Composition Analyzer (EchoMRI, Houston, TX, USA). For determining metabolic parameters [O2, CO2, food consumption, respiratory exchange ratio (RER), energy expenditure] and activity tracking, the mice were acclimated to housing in an Oxymax/CLAMS‐HC metabolic chamber system (Columbus Instruments) for ∼24 h, and data from a continuous 24 h period were then recorded and analyzed. Mice were euthanized by cervical dislocation after a 3 hr fast, and tissues for molecular analysis were flash‐frozen in liquid nitrogen or fixed and prepared as described in the methods below.

### 4.3 Behavioral Assays

All mice underwent behavioral phenotyping at 12 months of age. The Novel object recognition test (NOR) was performed in an open field where the movements of the mouse were recorded via a camera that is mounted above the field. Before each test, mice were acclimatized in the behavioral room for 30 min and were given a 5 min habituation trial with no objects in the field. This was followed by test phases that consisted of two trials that were 24 h apart: Short‐term memory test (STM and Long‐term memory test (LTM). In the first trial, the mice were allowed to explore two identical objects placed diagonally on opposite corners of the field for 5 min. Following an hour after the acquisition phase, STM was performed, and 24 h later, LTM was done by replacing one of the identical objects with a novel object. The results were quantified using a discrimination index (DI), representing the duration of exploration for the novel object compared to the old object.

For Barnes maze, the test involves 3 phases: habituation, acquisition training, and the memory test. During habituation, mice were placed in the arena and allowed to freely explore the escape hole, escape box, and the adjacent area for 2 min. Following that, during acquisition training, the mice were given 180 s to find the escape hole, and if they failed to enter the escape box within that time, they were led to the escape hole. After 4 days of training, on the 5th day (STM) and 12th day (LTM), the mice were given 90 s memory probe trials. The latency to enter the escape hole, distance traveled, and average speed were analyzed using Ethovision XT (Noldus).

### 4.4 Immunoblotting

Tissue samples from the left hemisphere of the brain were lysed in cold RIPA buffer supplemented with phosphatase inhibitor and protease inhibitor cocktail tablets (Thermo Fisher Scientific, Waltham, MA, USA) using a FastPrep 24 (M.P. Biomedicals, Santa Ana, CA, USA) with bead‐beating tubes (16466–042) from (VWR, Radnor, PA, USA) and zirconium ceramic oxide bulk beads (15340159) from (Thermo Fisher Scientific, Waltham, MA, USA). Protein lysates were then centrifuged at 13,300 rpm for 10 min, and the supernatant was collected. Protein concentration was determined by Bradford (Pierce Biotechnology, Waltham, MA, USA). 20 µg protein was separated by SDS–PAGE (sodium dodecyl sulfate–polyacrylamide gel electrophoresis) on 8%, 10%, or 16% resolving gels (ThermoFisher Scientific, Waltham, MA, USA) and transferred to PVDF membrane (EMD Millipore, Burlington, MA, USA). The phosphorylation status of mTORC1 substrates p‐S240/S244 S6 and 4E‐BP1 T37/S46 was assessed in the brain along with autophagy markers, including autophagy proteins ATG5, ATG7, and ATG16L1, as well as autophagosome formation proteins Beclin and light chain 3A/B (LC3A/B), and the autophagy receptor p62 (sequestosome 1, SQSTM1). Tau pathology was assessed by Western blotting with anti‐tau antibody. Antibody vendors, catalog numbers, and the dilution used are provided in Table S9. Imaging was performed using a Bio‐Rad Chemidoc MP imaging station (Bio‐Rad, Hercules, CA, USA). Quantification was performed by densitometry using NIH ImageJ software.

### 4.5 Histology for AD Neuropathology Markers

Mice were euthanized by cervical dislocation after 3 h fast, and the right hemisphere was fixed in formalin for histology, whereas the left hemisphere was snap‐frozen for biochemical analysis. For amyloid plaque staining, briefly, brain sections were deparaffinized and rehydrated according to standard protocol. For epitope retrieval, mounted slides were pretreated in 70% formic acid at room temperature for 10 min. Tissue sections were subsequently blocked with normal goat serum (NGS) at room temperature for 1 hr, then incubated with monoclonal antibodies 6E10 (1:100) at 4°C overnight. Aβ immunostained profiles were visualized using diaminobenzidine chromagen. For p‐Tau staining and glial activation, brains were analyzed with p‐Tau Thr231, anti‐GFAP (astrocytic marker), and anti‐Iba1 (microglial marker) antibodies, respectively. The following primary antibodies were used: phospho‐Tau (Thr231) monoclonal antibody (AT180) (Thermo Fisher Scientific; # MN1040, 1:100) anti‐GFAP (Thermo Fisher; # PIMA512023; 1:1,000), anti‐IBA1 (Abcam; #ab178847; 1:1,000). Sections were imaged using an EVOS microscope (Thermo Fisher Scientific Inc., Waltham, MA, USA) at a magnification of 4X, 10X, and 40X. Image‐J was used for quantification by converting images into binary images via an intensity threshold, and the positive area was quantified.

### 4.6 Transcriptomic Analysis

RNA was extracted from the left hemisphere of the brain using trizol followed by Purelink RNA mini kit (cat#12183018A; Thermo Fisher Scientific, Waltham, MA). The concentration and purity of RNA were determined using a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Waltham, MA), and RNA was diluted to 100–400 ng/µl for sequencing. The RNA was then submitted to the University of Wisconsin‐Madison Biotechnology Center Gene Expression Center & DNA Sequencing Facility, and RNA quality was assayed using an Agilent RNA NanoChip. RNA libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation protocol (Illumina, San Diego, CA) with 250ng of mRNA, and cleanup was done using RNA Clean beads (lot #17225200). Reads were aligned to the mouse (Mus musculus) with genome‐build GRCm38.p5 of accession NCBI:GCA_000001635.7, and expected counts were generated with Ensembl gene IDs74.

Analysis of significantly differentially expressed genes (DEGs) was completed in R version 3.4.3 [95] using *edgeR* [96] and *limma* [97]. Gene names were converted to gene symbol and Entrez ID formats using the mygene package. 

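The male and female libraries were each summarised by principal components of log2 CPM. The first component held 54.5% of the variance in males and 53.5% in females. In both sexes it followed the hindbrain score, with a Pearson r of 0.982 over 14 male libraries (Spearman 0.895) and 0.978 over 23 female libraries (Spearman 0.970). The permutation p-value of each r was 1e-05, the smallest that 100000 permutations can give, and without the 2 libraries farthest from the median score r was 0.966 in males and 0.972 in females. Along this score the male Control libraries lie apart from the libraries of the 3 restricted diets, so the male r also holds the difference between Control and these diets, and a value within each diet group rests on at most 4 libraries and is not given.
The mean hindbrain score was −5.08 ± 1.28 (SD, n = 4) in Control-fed males, against 0.10 ± 0.47 (SD, n = 3) in IleR-fed, −0.81 ± 1.88 (SD, n = 3) in LeuR-fed and 0.89 ± 0.21 (SD, n = 4) in ValR-fed males. Each diet differed from Control with p = 0.0286 in a two-sided exact permutation test, the smallest value these group sizes allow. All 10 restricted libraries lay above all 4 Control libraries (two-sided exact permutation test, p = 0.000999, the smallest that 1001 splits allow). With the Forebrain and Cerebellum lists alone, or with list genes of at least 1 CPM on average, the exact p-value for LeuR was 0.0571. The score holds 19 brainstem and spinal cord genes in males and 9 in females, so its level is not compared between the sexes. In females the mean score was −2.50 ± 2.33 (SD, n = 6) in Control-fed, −2.52 ± 1.65 (SD, n = 5) in IleR-fed, −1.69 ± 2.54 (SD, n = 6) in LeuR-fed and −2.16 ± 1.77 (SD, n = 6) in ValR-fed mice, with two-sided exact permutation p-values of 0.991, 0.580 and 0.790. Female libraries ran from −4.59 to 2.35.

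**Figure D5:**
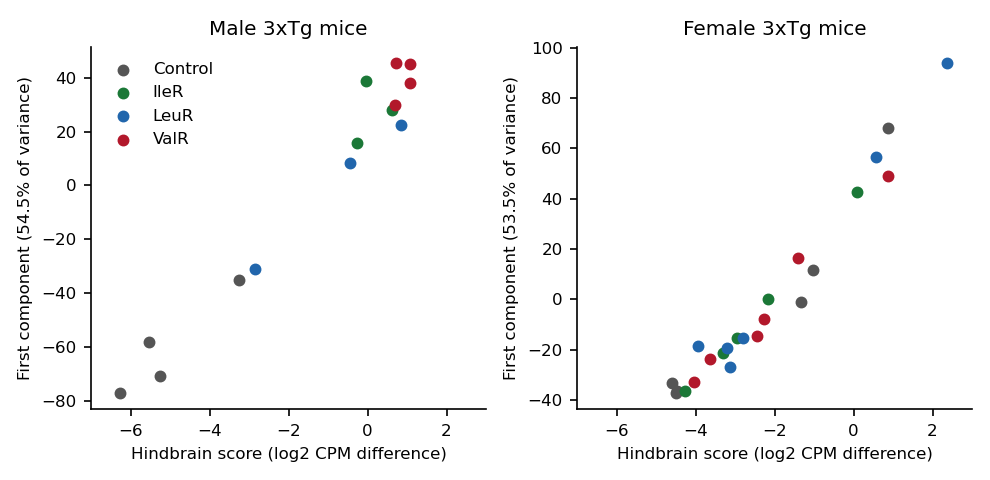
First principal component (y axis, share of variance in parentheses) against the hindbrain score (x axis, difference in log2 CPM) for each male and female library, coloured by diet. In males the 4 Control libraries lie at the low end of the score, and in females the diets overlap.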

Male and female mice were analyzed separately, and clear outliers were removed following PCA analysis of the raw data. Genes with too many missing values were removed; if genes were present in less than one diet/age group, they were removed. To reduce the impact of external factors not of biological interest that may affect expression, the data were normalized to ensure the expression distributions of each sample are within a similar range. We normalized using the trimmed mean of M‐values (TMM), which scales to library size. Heteroscedasticity was accounted for using the voom function, DEGs were identified using an empirical Bayes moderated linear model, and log coefficients and Benjamini‐Hochberg (BH) adjusted *p*‐values were generated for each comparison of interest [98]. Pathway enrichment was conducted using KEGG pathways on significant genes for each BCAA restricted group vs Control (BH Adjusted *p* < 0.05) using the *limma* package.

WGCNA analysis was conducted in R using the WGCNA package [99] as we have previously described on rankz‐transformed gene expression data [100]. Among all sequenced transcripts in male and female mice (18 865), ∼99% and ∼95% were included in 20 and 19 modules, respectively. Gene expression and WGCNA module gene membership are available at https://connect.doit.wisc.edu/dlamming_BCAA_AD/.

### 4.7 Correlation Analysis

The function *corrplot* in R was used to generate heatmaps to illustrate sex‐specific trait–trait, trait‐WGCNA module eigengene (ME), and ME‐ME relationships. All traits were first rankz‐transformed to yield a normal distribution. Only those relationships satisfying a significance level of *p*‐value < 0.05 are shown. Red indicates a positive Pearson correlation coefficient, blue a negative Pearson correlation coefficient. Correlation data and heatmaps are available at https://connect.doit.wisc.edu/dlamming_BCAA_AD/.

### 4.8 Cytoscape

ME‐trait correlations were used to construct a correlation network in Cytoscape (v3.10.4) where the nodes are co‐expression gene modules denoted by their ME.colorname or physiological traits. Edges connecting nodes represent the correlation between a Module Eigengene (ME) and rankz‐transformed values for all traits. Color indicates direction of correlation (red = positive, blue = negative), thickness is controlled by |correlation| (range, 0.5 to 1.0), and transparency is set by the ‐log_10_ *p*‐value (range, 1 to 5). The relative position of the nodes and curved edges was determined by the yFiles Radial Layout option in Cytoscape.

### 4.9 Metabolomics

For aqueous metabolites extraction, serum (10 µL) was mixed with 300 µl of extraction solvent (40:40:20 methanol:acetonitrile:water, v:v:v) at −20 °C, vortexed, and immediately centrifuged at 16,000g for 20 min at 4 °C. The supernatant (70 µl) was collected for LC–MS analysis. Frozen tissue samples were ground at liquid nitrogen temperature with a CryoMill (Retsch). The resulting tissue powder (approximately 20 mg) was weighed and then mixed with −20 °C extraction solvent containing 0.5% formic acid (40 µl per mg tissue), vortexed, and neutralized with 15% NH4HCO3 (3.5 µl per mg tissue). Following vortexing and centrifugation at 16,000g for 20 min at 4 °C, the supernatant (70 µl) was loaded into LC–MS vials. Metabolites were analyzed by a quadrupole–orbitrap mass spectrometer (Q‐Exactive Plus Hybrid Quadrupole–Orbitrap, Thermo Fisher) coupled to hydrophilic interaction chromatography by heated electrospray ionization. LC separation was performed on an Xbridge BEH amide column (2.1 mm × 150 mm, 2.5 µm particle size, 130 Å pore size; Waters) at 25 °C using a gradient of solvent A (5% acetonitrile in water with 20 mM ammonium acetate and 20 mM ammonium hydroxide) and solvent B (100% acetonitrile). The flow rate was 150 µl min−1. The LC gradient was: 0 min, 90% B; 1.2 min, 90% B; 1.8 min, 75% B; 3 min, 75% B; 4.2 min, 75% B; 4.8 min, 70% B; 5.4 min, 70% B; 6 min, 50% B; 7.2 min, 50% B; 7.8 min, 25% B; 8.4 min, 20% B; 9 min, 20% B; 9.6 min, 0% B; 12.3 min, 0% B; 12.6 min, 90% B; and 15 min, 90% B. Autosampler temperature was set at 4 °C and the injection volume of the sample was 3 µl. MS analysis was acquired in negative and positive ion modes with Full MS scan mode from m/z 70 to 830 and 140,000 resolution with the following operational parameters: AGC target, 3 × 106; maximum IT, 500 ms; sheath gas flow rate, 40; aux gas flow rate, 10; sweep gas flow rate, 2; spray voltage, +3.8 kV and −3.5 kV; spray current, 33 µA; capillary temperature, 300 °C; s‐lens RF level, 50; aux gas heater temperature, 360 °C. For full MS, the parameters were: resolution, 70,000; AGC target, 1 × 106; maximum IT, 200 ms. Data was analyzed using the EI‐MAVEN software.

### 4.10 Statistical Analysis

All statistical analyses were conducted using Prism, version 9.0.2 (GraphPad Software Inc., San Diego, CA, USA). Tests involving multiple factors were analyzed by either a two‐way analysis of variance (ANOVA) with diet and time or sex as variables or by one‐way ANOVA, followed by a Dunnett's post‐hoc test as specified in the figure legends. Alpha was set at 5% (*p* < .05 considered to be significant). Kaplan–Meir survival analysis of 3xTg mice was performed with log‐rank comparisons stratified by sex and diet. Sample sizes (n) for each experimental group are indicated in the figure legends. Data are presented as the mean ± SEM unless otherwise specified.

## Author Contributions

R.B., M.M.S., F.X., I.M.F., C.L.G., M.F.C., M.E.T., A.T., R.M., C.Y.Y., I.G., S.S., and B.A.K. conducted the experiments. R.B., C.L.G., D.V., S.Y., C.I.O., M.P.K., and D.W.L. analyzed the data. R.B., C.L.G., M.J.R., L.P., D.A.H., M.P.K., A.D.A., C.J., and D.W.L. wrote and edited the manuscript.

## Conflicts of Interest

DWL has received funding from, and is a scientific advisory board member of, Aeovian Pharmaceuticals, which seeks to develop novel, selective mTOR inhibitors for the treatment of various diseases. The remaining authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: advs74632‐sup‐0001‐SuppMat.pdf.

**Supporting File 2**: advs74632‐sup‐0002‐TablesS1‐S11.zip.

**Supporting File 3**: advs74632‐sup‐0003‐SourceDataBlots.pdf.

## Data Availability

RNA‐sequencing data have been deposited with the Gene Expression Omnibus and are available under accession number GSE299928. The authors declare that source data supporting the findings of this study are available within the paper and its supplementary information and Source Data files. An interactive exploration of all the transcriptomic and phenotypic data generated in this study is available via a web‐based application at: https://connect.doit.wisc.edu/dlamming_BCAA_AD/

# Supplementary material for: Restriction of Individual Branched‐Chain Amino Acids has Distinct Effects on the Development and Progression of Alzheimer's Disease in 3xTg Mice
**Source:** Adv Sci (Weinh). 2026 Mar 12;13(30):e15220. doi: 10.1002/advs.202515220
**Supplement:** Supplementary file 1 — Supporting File 1: advs74632‐sup‐0001‐SuppMat.pdf.

# Supplementary Figure 1

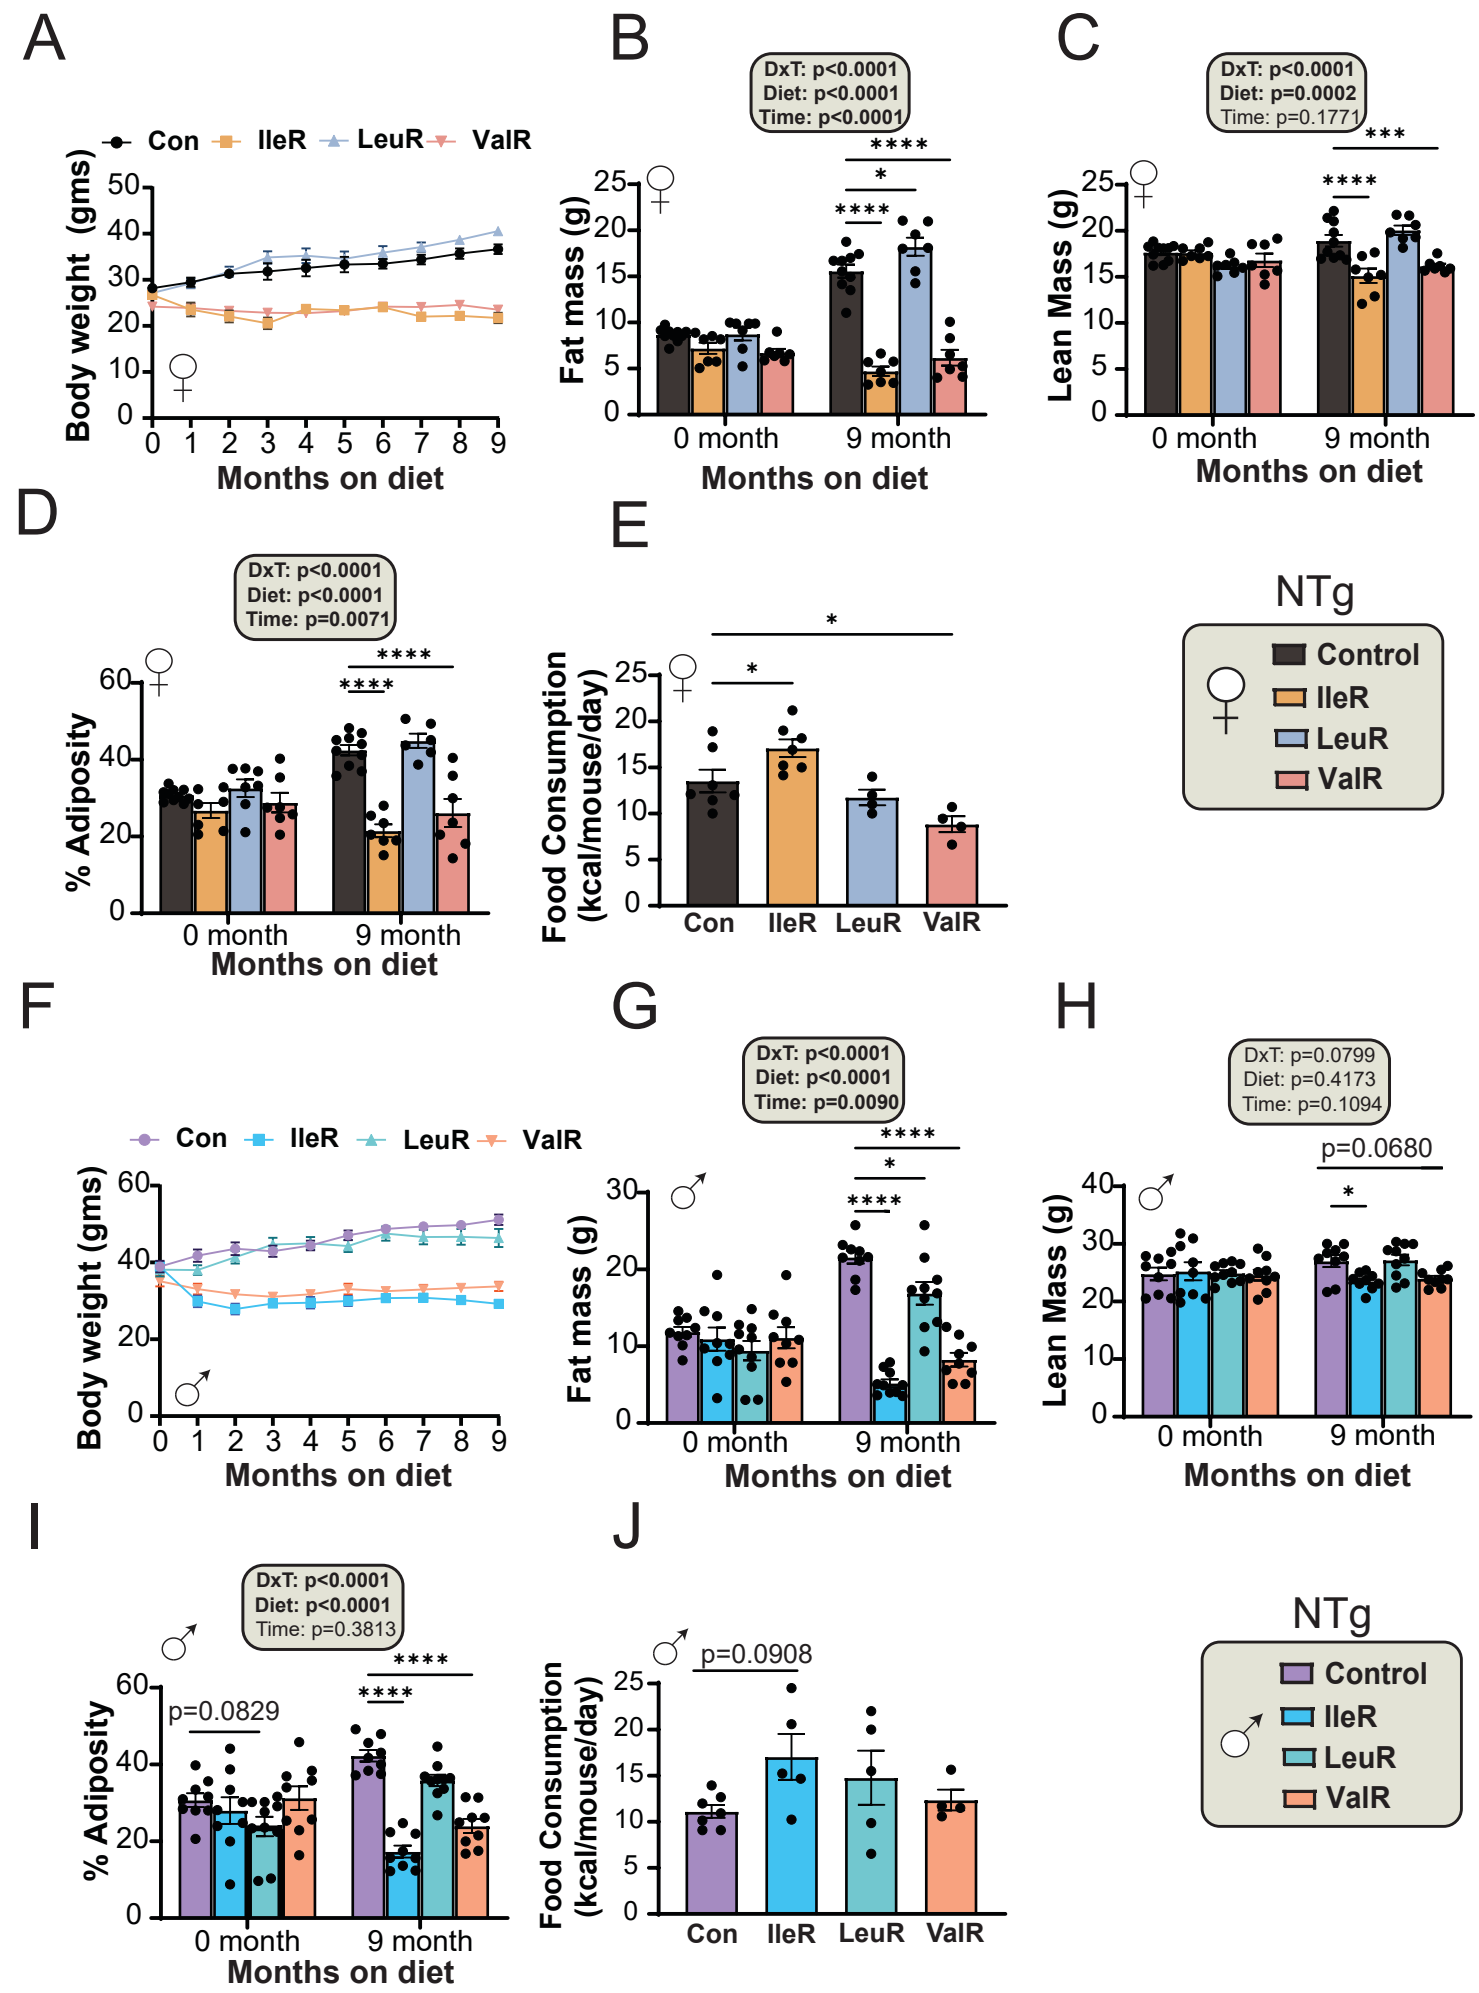

## Supplementary Figure Legends

### Supplementary Figure 1: Metabolic health outcomes of NTg mice following individual BCAA restriction.

Six-month-old female and male NTg mice were placed on amino acid defined Control (Con) diet or on a diet with a 67% reduction of either isoleucine (IleR), leucine (LeuR), or valine (ValR), and phenotyped over the course of the next 9 months. (A-D) The body weight (A) of female mice was followed over the course of the experiment, fat mass (B) and lean mass (C) was determined at the start and end of the experiment, and the adiposity (D) was calculated. (A-D) n=10 Con, n=7 IleR, n=10 LeuR, and n=9 ValR fed biologically independent NTg female mice. (E) Food consumption of female NTg mice (n=7 Con, n=7 IleR, n=4 LeuR and n=4 ValR fed biologically independent mice). (F-I) The body weight (F) of male mice was followed over the course of the experiment, fat mass (G) and lean mass (H) was determined at the start and end of the experiment, and the adiposity (I) was calculated. (F-I) n=9 Con, n=10 IleR, n=10 LeuR, and n=9 ValR biologically independent NTg male mice. (J) Food consumption of male NTg mice (n=7 Con, n=5 IleR, n=5 LeuR, and n=6 ValR fed biologically independent mice). (B-D, F-I) Statistics for the overall effect of diet and time represent the p value from a two-way analysis of variance (ANOVA); \*p<0.05, statistics for the overall effects of diet and time represent the p value from a 2-way ANOVA conducted separately for each time point; \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\* p<0.0001 from a Dunnett's post-test examining the effect of parameters identified as significant in the 2-way ANOVA.. (E, J) \*p<0.05, one-way ANOVA, followed by a Dunnett's post-test. Data represented as mean  $\pm$  SEM.

# Supplementary Figure 2

A

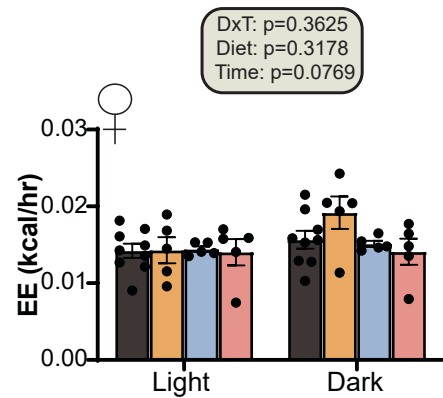

B

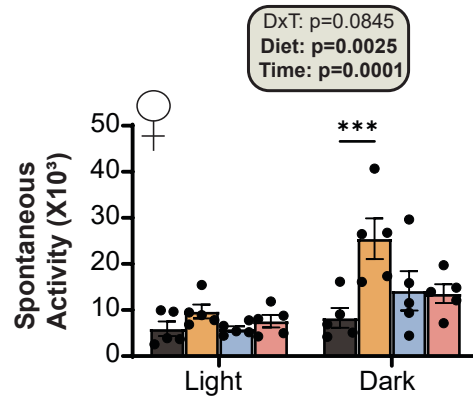

C

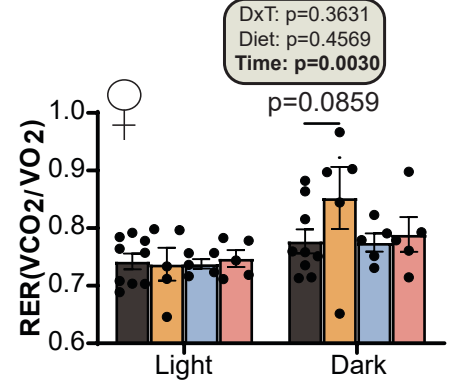

D

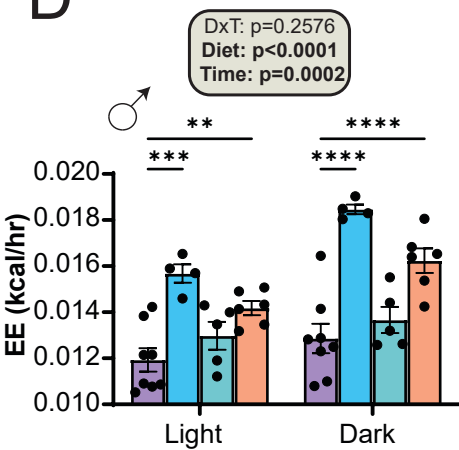

E

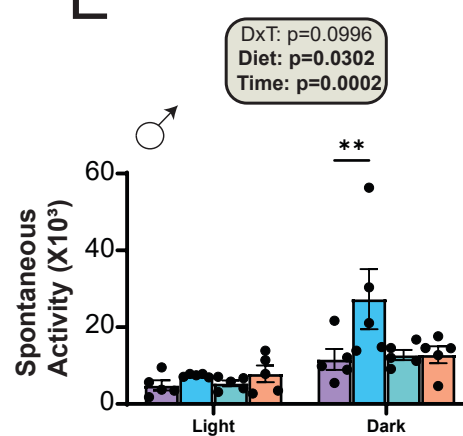

F

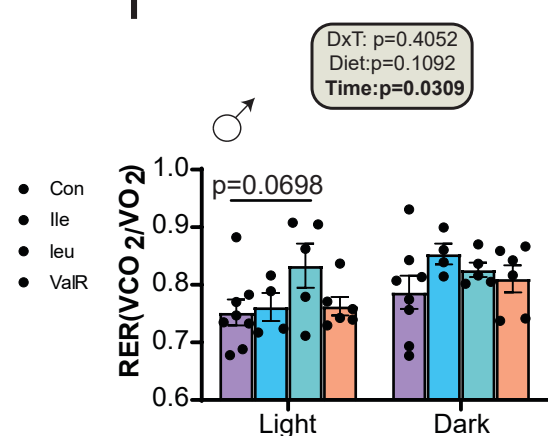

**Supplementary Figure 2: Individual BCAA restriction alters energy expenditure and activity in NTg mice in a sex-specific manner.**

(A-F) Metabolic chambers were used to determine energy expenditure, spontaneous activity and fuel source utilization, over 24 hours in six-month-old female (A-C) and male (D-F) NTg mice fed the indicated diets for 3 months. (A, D) Energy expenditure normalized to body weight in females (A) and males (D). (B, E) Spontaneous activity of females (B) and males (E). (C, F) Respiratory exchange ratio (RER) in females (C) and males (F). (A-C) n=9 Con, n=5 IleR, n=5 LeuR and n=5 ValR fed NTg biologically independent mice. (D-F) n=8 Con, n=4 IleR, n=5 LeuR and n=6 ValR fed NTg biologically independent mice. (A-F) Statistics for the overall effect of diet and time represent the p value from a two-way ANOVA; \*\*p<0.01, \*\*\*p<0.001, \*\*\*\* p<0.0001 Dunnett's post-test examining the effect of parameters identified as significant in the two-way ANOVA. Data represented as mean  $\pm$  SEM.

# Supplementary Figure 3

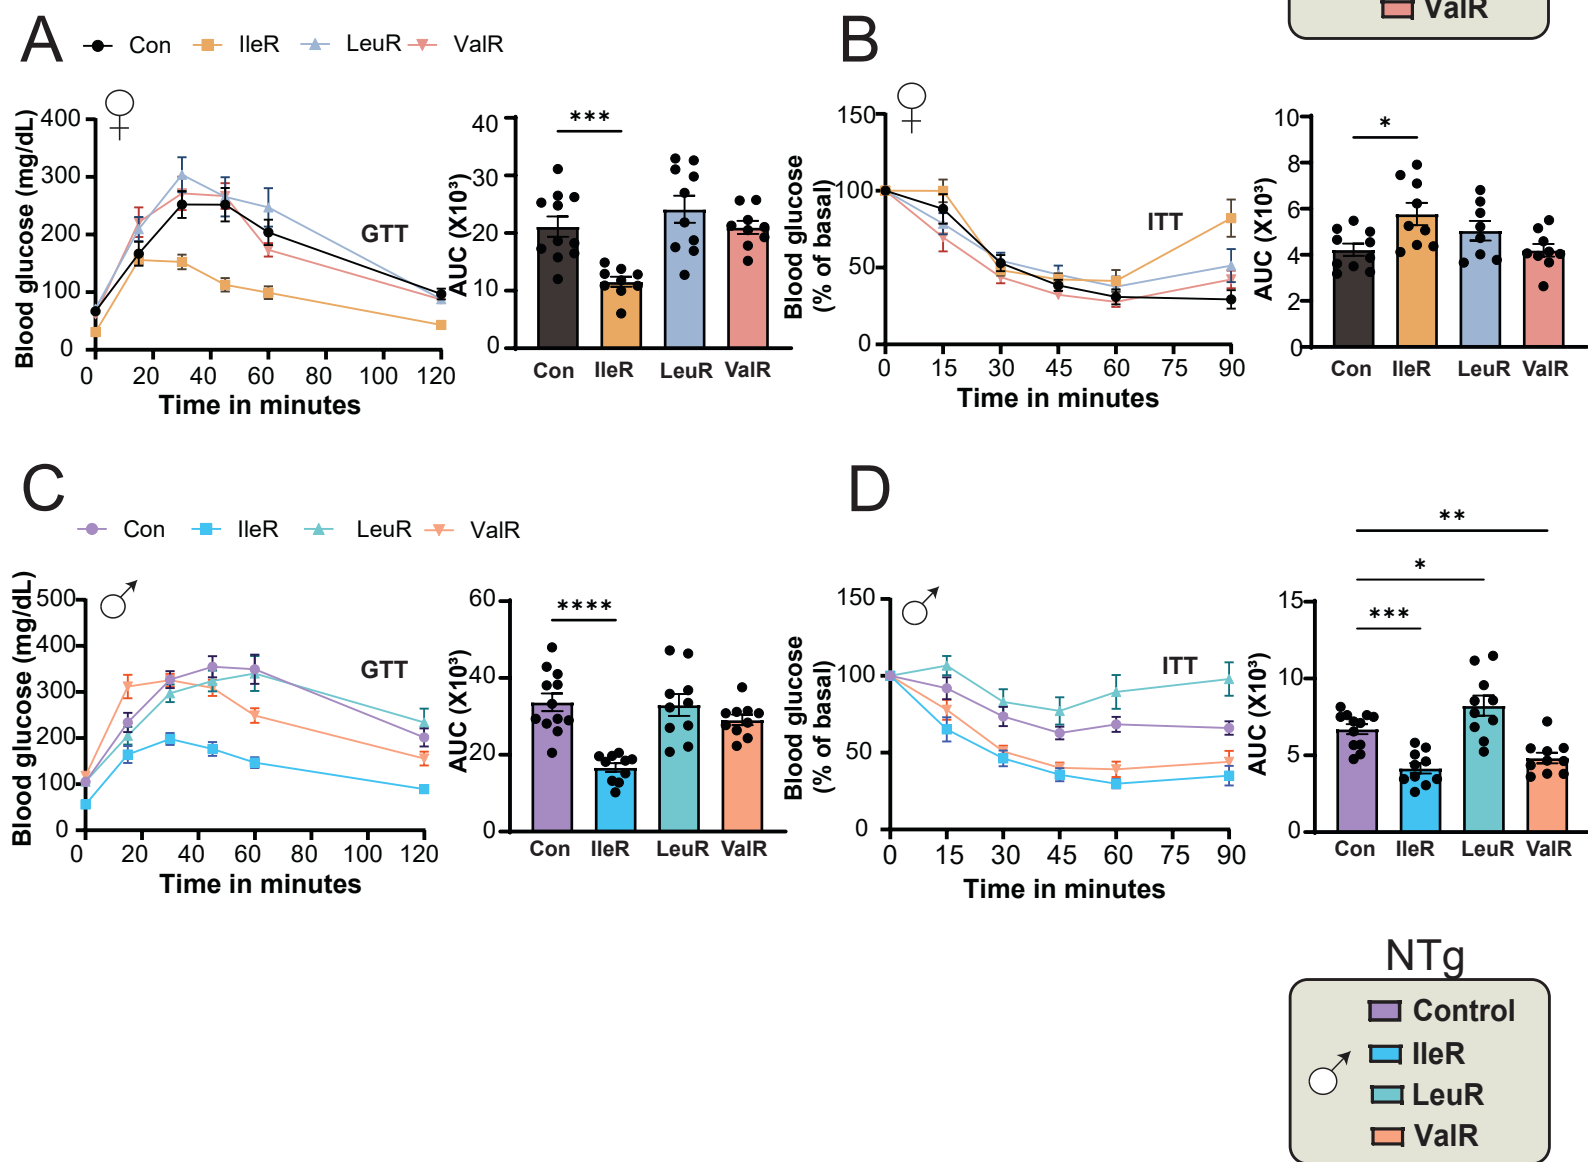

**Supplementary Figure 3: Effects of individual BCAA restriction on glucose and insulin tolerance in NTg Mice.**

(A-B) Glucose (A) and insulin (B) tolerance tests were performed in female NTg mice fed the indicated diets for 3 months. (A) GTT: n=11 Con, n=9 IleR, n=10 LeuR and n=9 ValR NTg biologically independent mice per group. (B) ITT: n=10 Con, n=9 IleR, n=8 LeuR and n=9 ValR NTg biologically independent mice per group. (C-D) Glucose (C) and insulin (D) tolerance tests were performed in male NTg mice fed the indicated diets for 3 months. (A) GTT: n=12 Con, n=10 IleR, n=10 LeuR and n=10 ValR fed NTg biologically independent mice (B) ITT: n=12 Con, n=10 IleR, n=10 LeuR and n=10 ValR fed NTg biologically independent mice. (A-D) Dunnett's post-test examining the effect of parameters identified as significant in the one-way ANOVA. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Data represented as mean  $\pm$  SEM. AUC, Area Under the Curve.

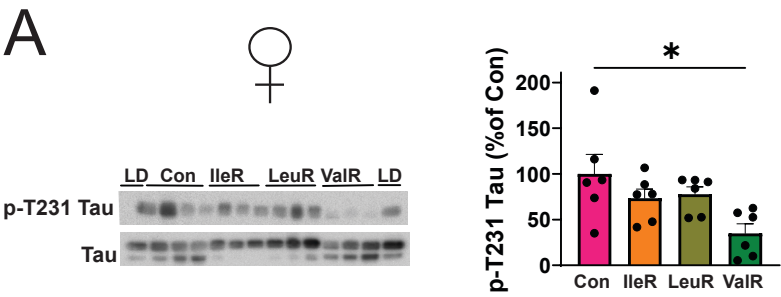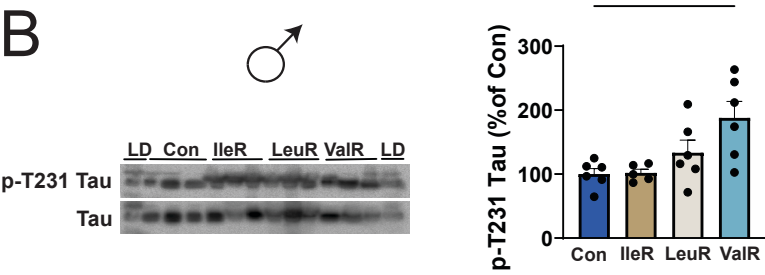

**Supplementary Figure 4: Individual BCAA restriction effects on Tau phosphorylation in the whole brain of 3xTg mice**

Western blot analysis of phosphorylated T231 Tau in whole brain lysates of (A) female and male (B) 3xTg mice. (A-B) n=6 3xTg biologically independent mice per group. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 Dunnett's post-test examining the effect of parameters identified as significant in the one-way ANOVA. Data represented as mean  $\pm$  SEM.

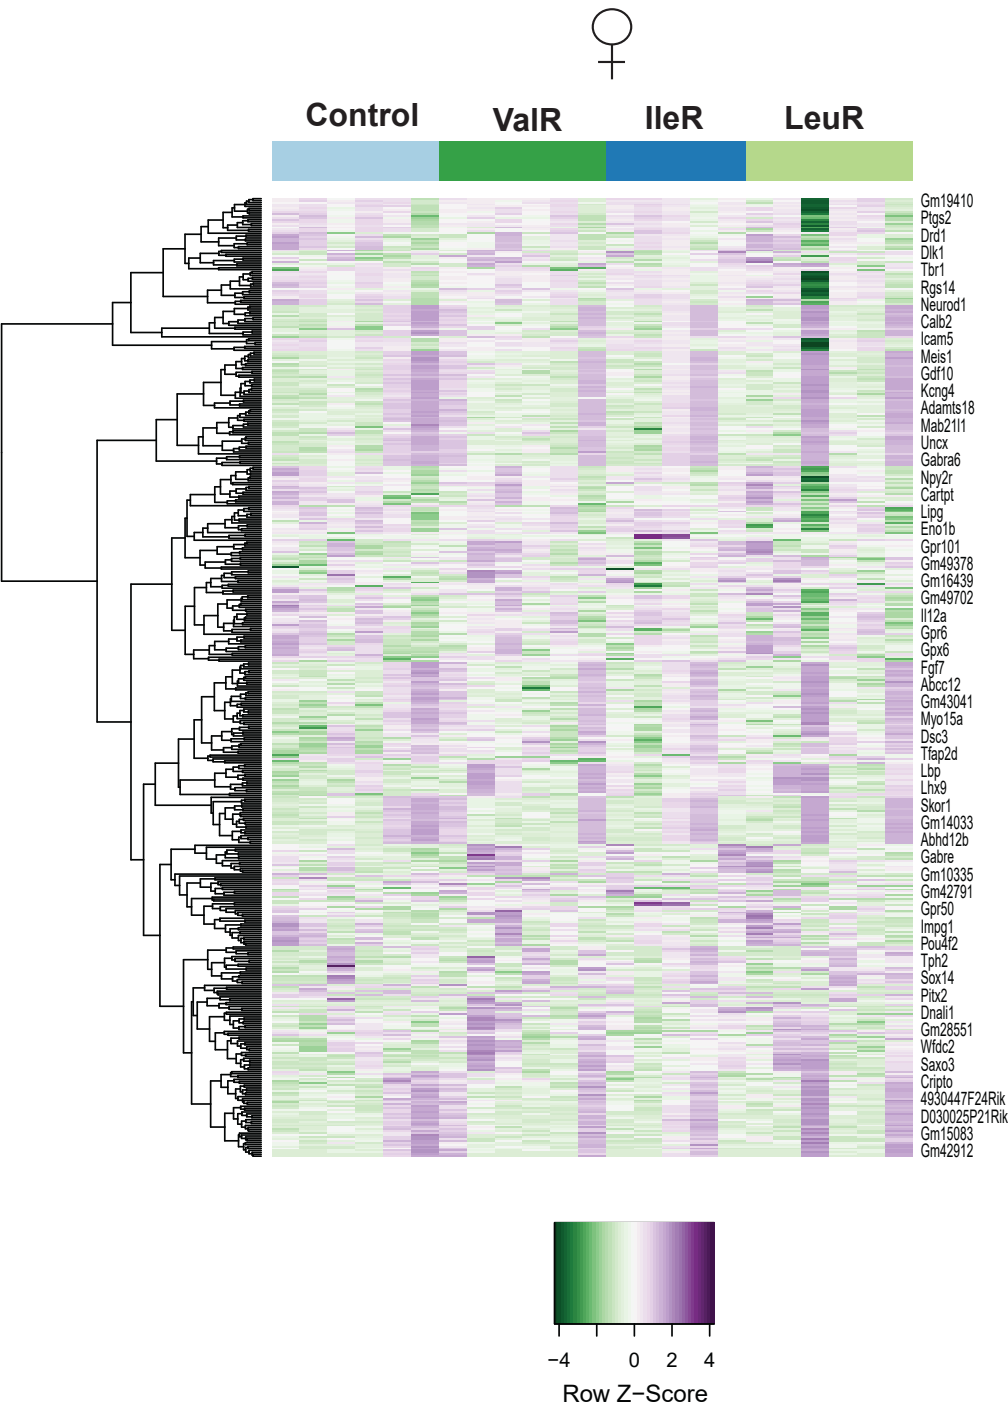

**Supplementary Figure 5: Individual BCAA restriction did not impact transcripts in female brain.**

Heatmap of the top 50 differentially expressed (DEG) genes in females. n=5-6 animals/group.

## Supplementary Figure 6

A

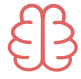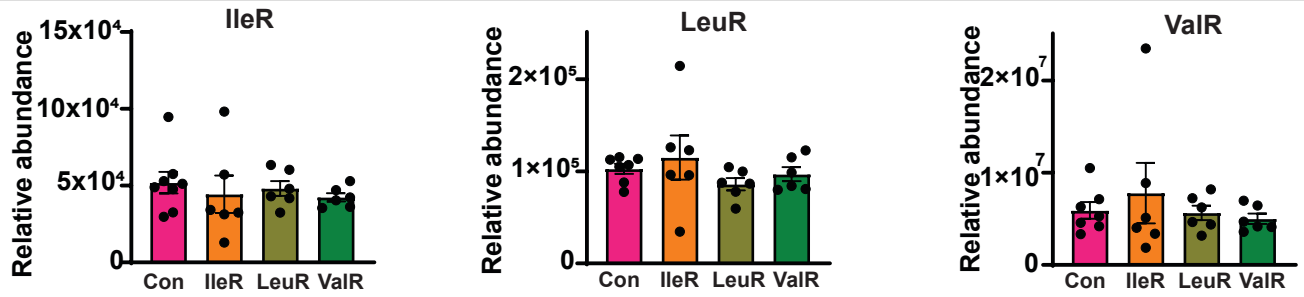

B

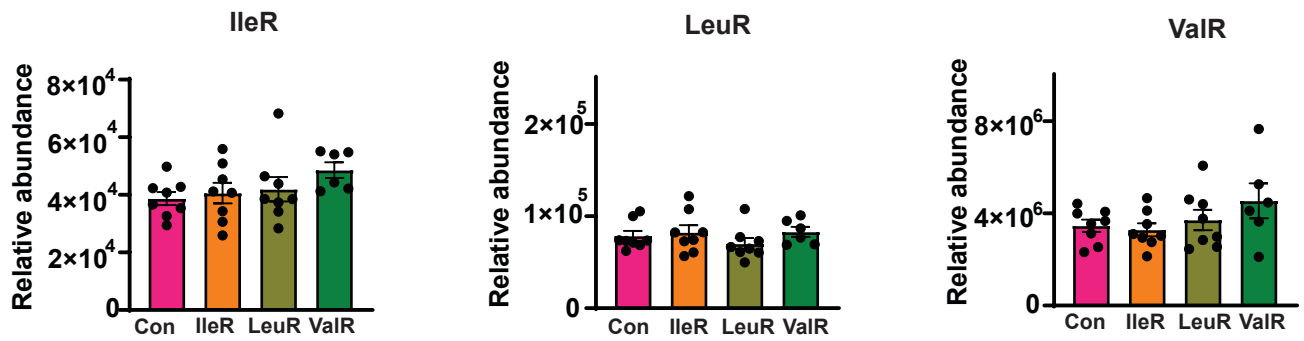

C

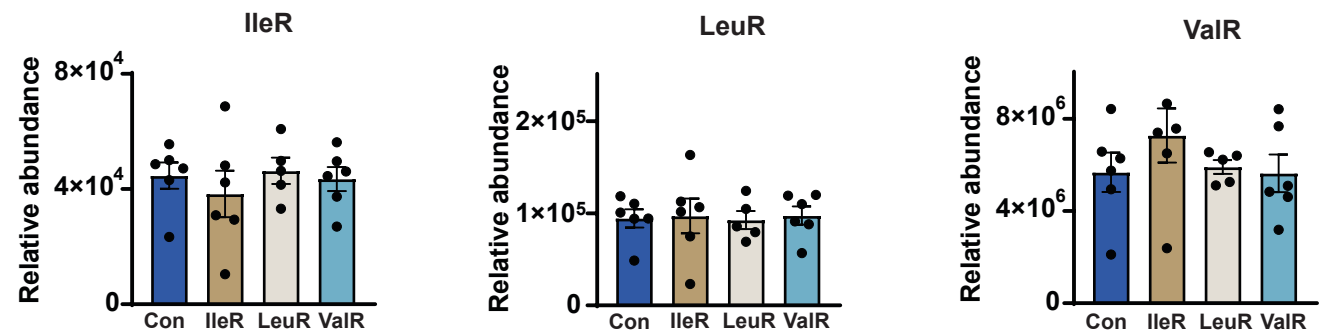

D

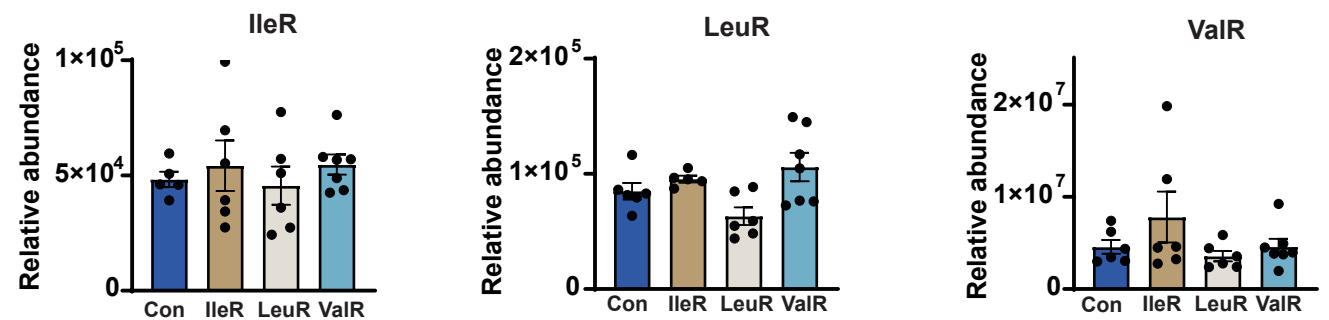

**Supplementary Figure 6: Effects of individual BCAA restriction on circulating and brain BCAA levels.**

(A-B) Individual BCAA restriction in the brains and serum of female 3xTg mice. (C-D) Individual BCAA restriction in the brains and serum of male 3xTg mice. n=5-8 biologically independent 3xTg mice per group.

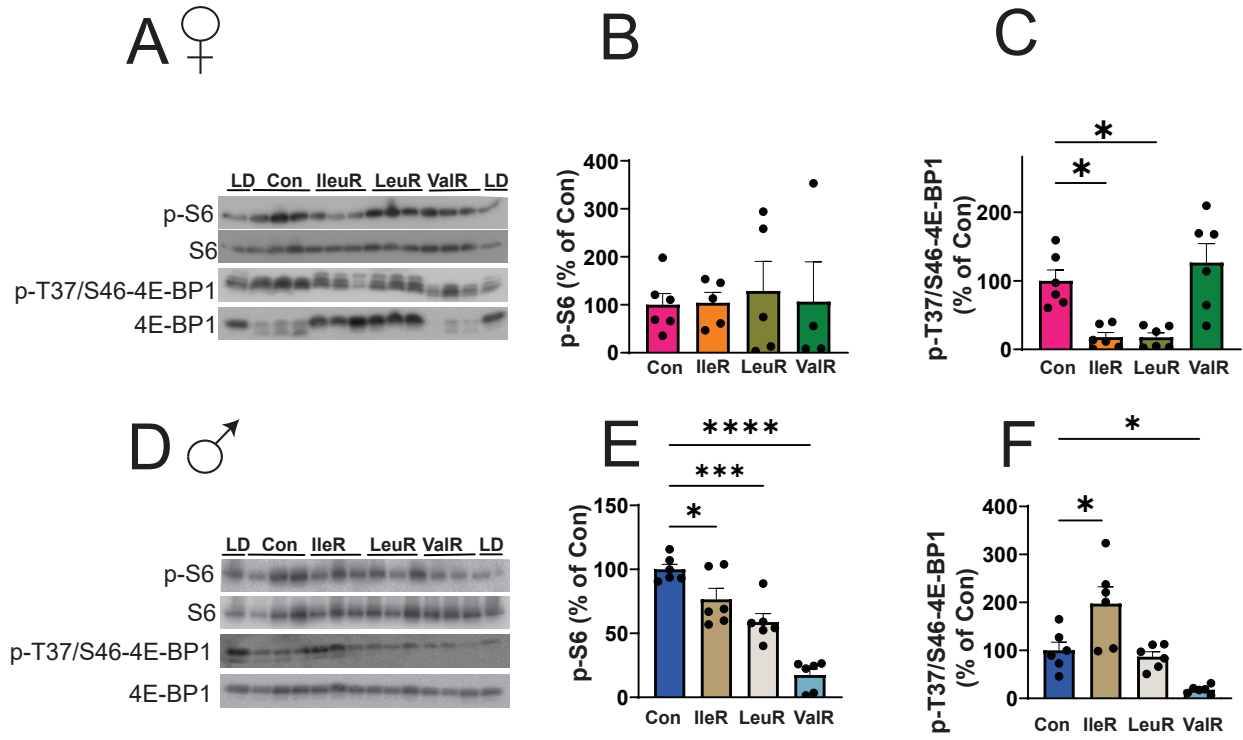

**Supplementary Figure 7: mTORC1 signaling in the brain of 3xTg mice following individual BCAA restriction**

(A-F) Western blotting of mTORC1 signaling substrates in the whole brain lysates of 3xTg mice. (A, D) Representative immunoblot of p-S240/S244 S6 and T37/S46 4E-BP1 in females (A) and males (D). (B, E) Quantification of the phosphorylation of p-S240/S244 S6 (B) in females and (E) males relative to expression of S6 in (C, F) Quantification of the phosphorylation of T37/S46 4E-BP1 in (C) females and (F) males relative to expression of 4E-BP1. n=5-6 biologically independent 3xTg mice per group. \* $p < 0.05$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  Dunnett's post-test examining the effect of parameters identified as significant in the one-way ANOVA. Data represented as mean  $\pm$  SEM.

# Supplementary Figure 8

♀ Barnes Maze

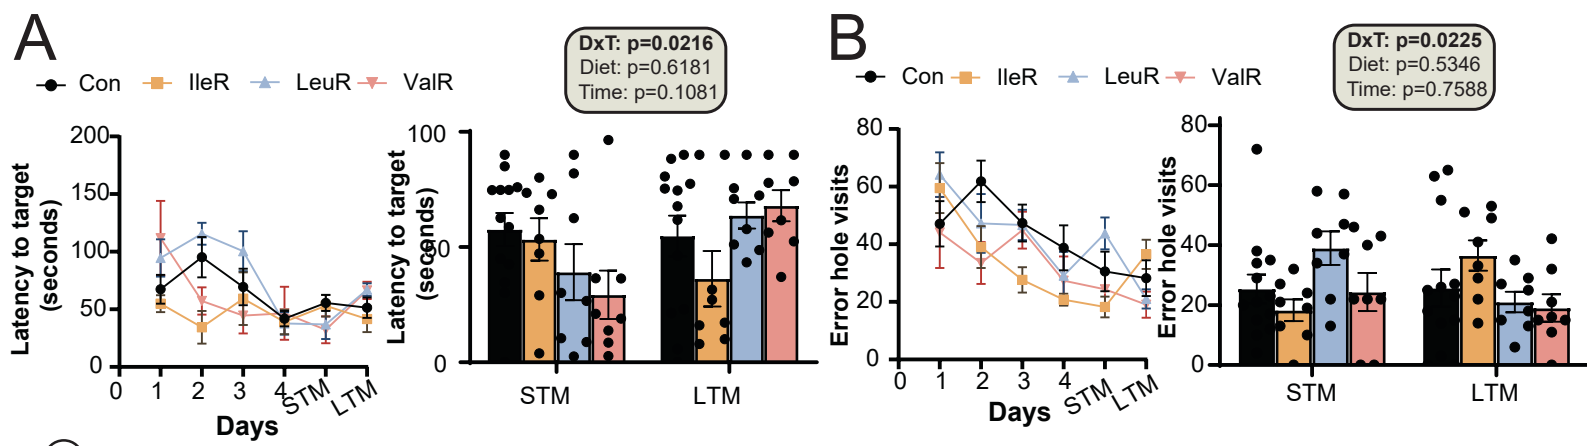

♀ Novel Object Recognition

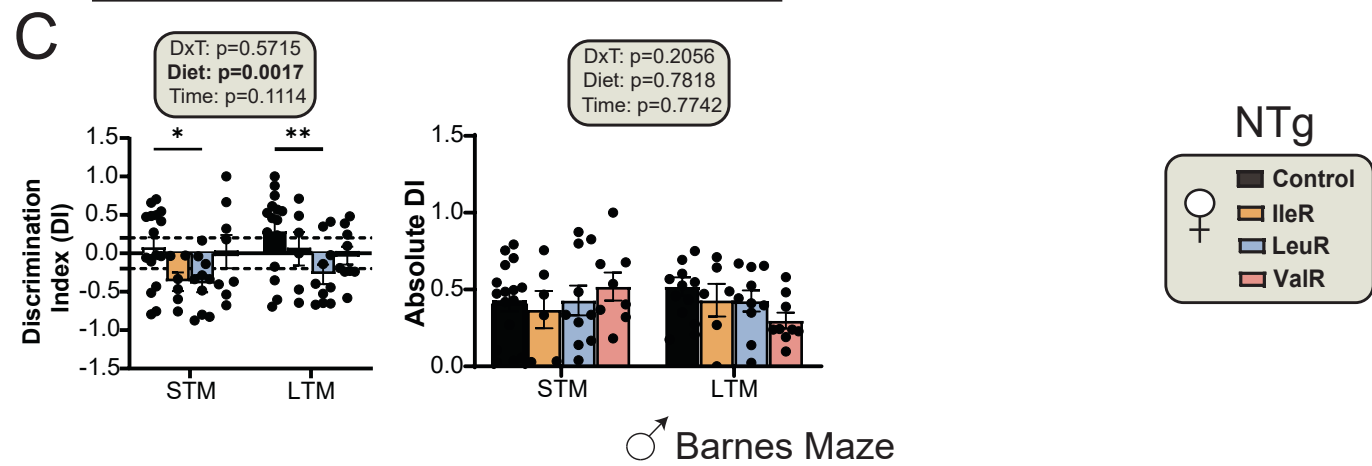

♂ Barnes Maze

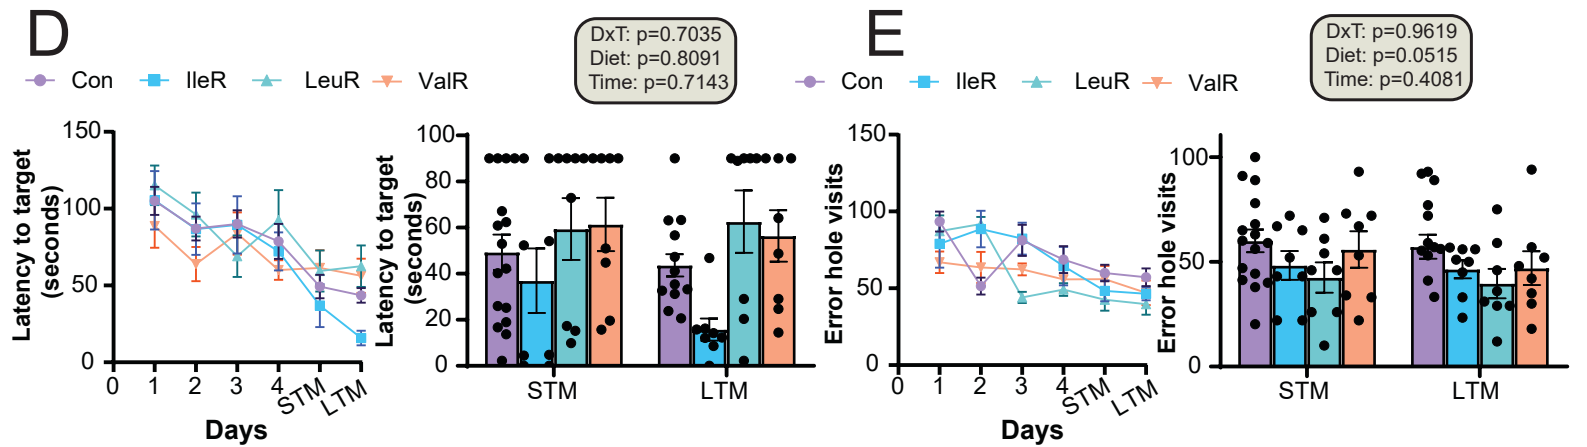

♂ Novel Object Recognition

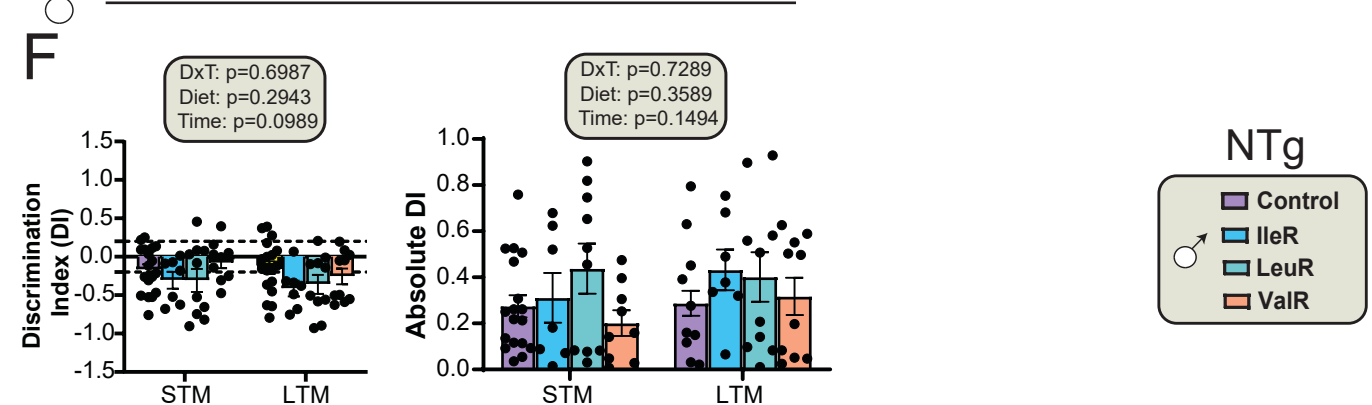

### **Supplementary Figure 8: Cognitive effects of individual BCAA restriction in NTg Mice.**

(A-F) The behavior of female and male NTg mice was examined at 12 months of age after mice were fed the indicated diets for 6 months. (A, D) Latency of target in Barnes Maze acquisition period over the five days of training and in short term memory (STM) and long-term memory (LTM) tests in female (A) and male mice (D). (B, E) The number of error hole visits during Barnes maze training phase in STM and LTM tests by female (B) and male (E) mice. (C, F) The preference for a novel object over a familiar object was assayed in female (C) and male (F) mice via STM and LTM tests. The dashed lines at +0.2 and -0.2 indicate the threshold for discrimination index (DI) values showing the preference for novel or familiar objects. Absolute DI was plotted to show the magnitude of discrimination regardless of the direction of preference. (A-B) n=13 Con, n=8, IleR n=8, LeuR, and n=8 ValR fed biologically independent NTg female mice. (C) n=16 Con, n=6 IleR, n=10 LeuR and n=9 ValR NTg biologically independent NTg female mice per group. (D-E) n=16 Con, n=8 IleR, n=8 LeuR and n=8 ValR fed NTg biologically independent NTg male mice. (F) n=18 Con, n=7 IleR, n=10 LeuR, and n=10 ValR fed biologically independent NTg male mice. (A-F) Statistics for the overall effects of diet, time and the interaction represent the p value from a 2-way ANOVA. \*p<0.05, \*\*p<0.01, Dunnett's post-test examining the effect of parameters identified as significant in the two-way ANOVA. Data represented as mean  $\pm$  SEM.

A

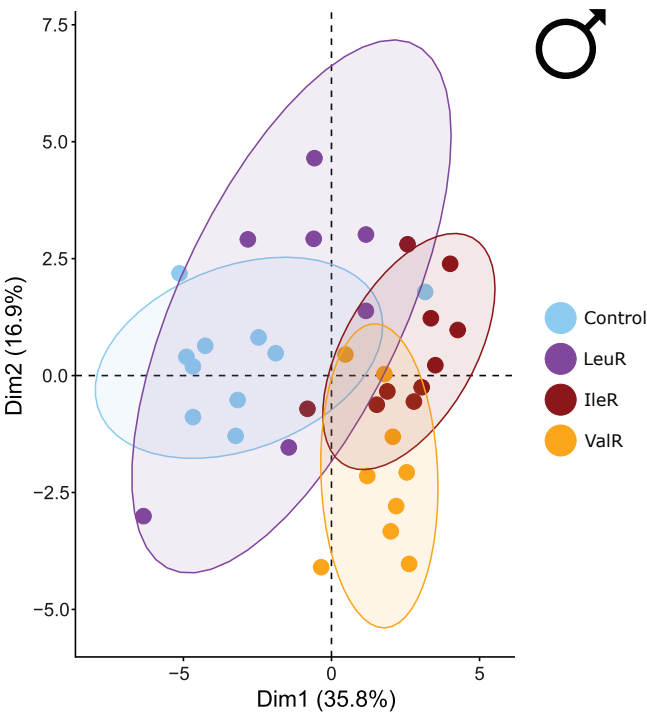

B

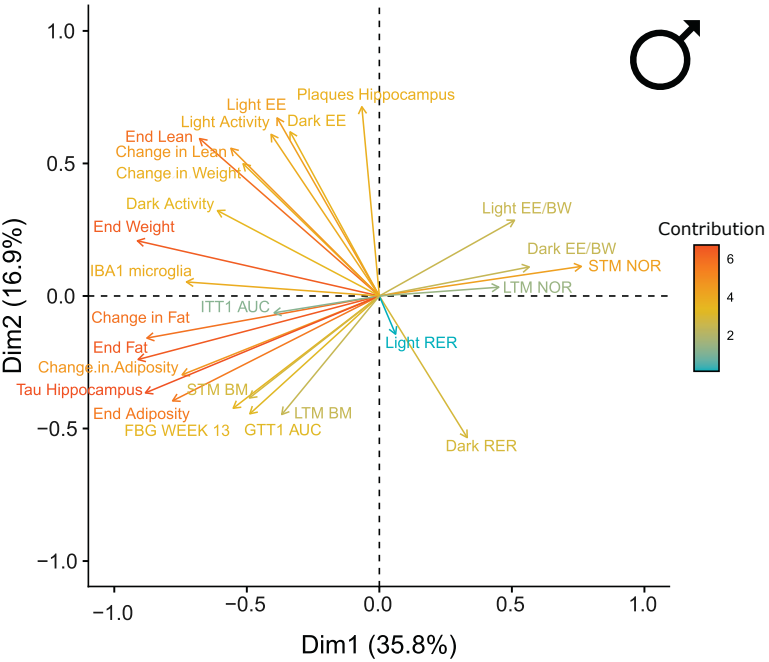

C

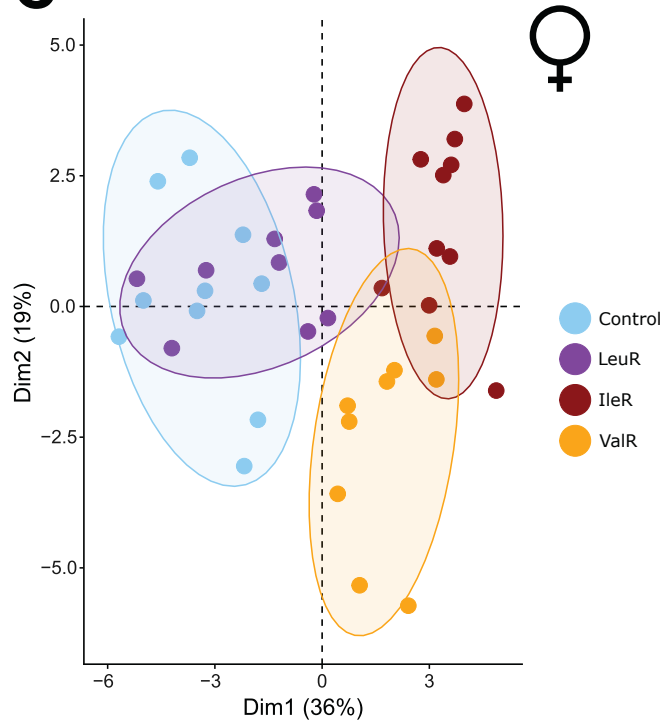

D

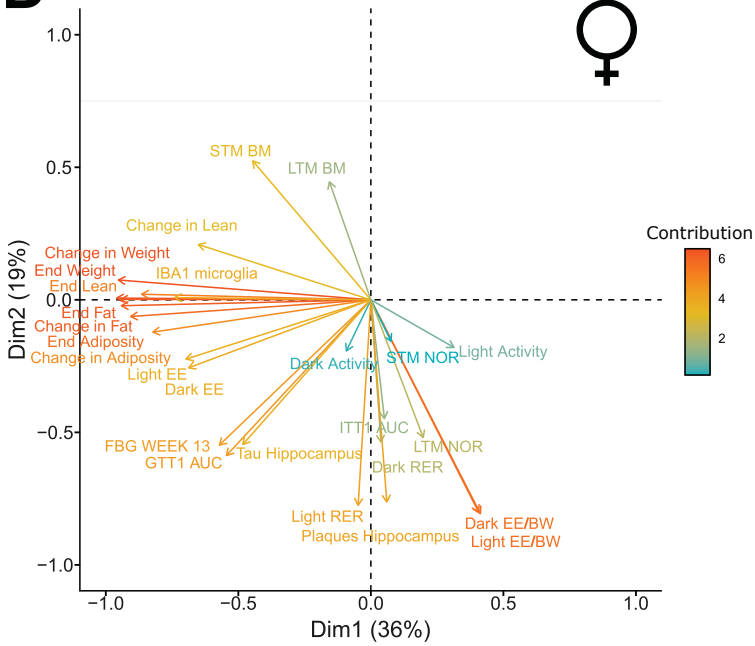

**Supplementary Figure 9: Principal component analysis of combined phenotypic traits in both sexes.**

Principal component analysis of the phenotypic traits and the variables contributing to the PCA spread in (A-B) in males and (C-D) in females.

## **Supplementary Table Legends**

**Supplementary Table 1:** Diet composition and calorie content for diets used in this study.

**Supplementary Table 2:** Differentially expressed gene names, log<sub>2</sub> fold-changes and related p-values from transcriptomic analysis in the brains of male 3xTg mice across diet groups.

**Supplementary Table 3:** Differentially expressed gene names, log<sub>2</sub> fold-changes and related p-values from transcriptomic analysis in the brains of female 3xTg mice across diet groups.

**Supplementary Table 4:** KEGG enriched pathways for significant genes identified in 3xTg male mice as shown in **Figure 5C**.

**Supplementary Table 5:** Pearson correlation analysis between WGCNA module eigengenes and phenotypic traits as shown in **Figure 9C**.

**Supplementary Table 6:** Cytoscape correlation table input of male 3xTg mice as shown in **Figure 10A**.

**Supplementary Table 7:** KEGG pathway enrichment analysis of the genes within the Black module in male 3xTg mice as shown in **Figure 10B**.

**Supplementary Table 8:** KEGG pathway enrichment analysis of the genes within the lightcyan module in male 3xTg mice as shown in Figure 10C.

**Supplementary Table 9:** Antibodies used for both western blotting and immunohistochemistry.

**Supplementary Table 10:** Summary of the major phenotypic and molecular outcomes observed in female and male 3xTg mice fed control the indicated diets. Arrows indicate the direction of change relative to Control-fed animals. Up arrow indicates improved/increased; down arrow indicates worsened/decreased; horizontal bi-directional arrow indicates no significant change. Cognitive outcomes are based on Barnes Maze (BM) short-term (STM) and long-term memory (LTM) tests and Novel Object Recognition (NOR). Autophagy and mTORC1 outcomes reflect changes in protein expression measured from whole brain immunoblotting. NS: Non-significant. STM: Short-term memory; LTM: Long-term memory; BM: Barnes Maze; NOR: Novel Object Recognition.

**Supplementary Table 11:** Summary of genotype dependent vs genotype independent effects of individual BCAA restriction in female and male 3xTg and NTg mice. M, males; F, females; BM, Barnes Maze; NOR, Novel Object Recognition., up arrow indicates significant increase/improvement; down arrow indicates significant decrease/reduction. Bold indicates

effects unique to the 3xTg-AD model, demonstrating that cognitive and neuropathological benefits require AD pathological context, while metabolic effects occur independently of AD pathology.

# Supplementary material for: Restriction of Individual Branched‐Chain Amino Acids has Distinct Effects on the Development and Progression of Alzheimer's Disease in 3xTg Mice
**Source:** Adv Sci (Weinh). 2026 Mar 12;13(30):e15220. doi: 10.1002/advs.202515220
**Supplement:** Supplementary file 2 — Supporting File 2: advs74632‐sup‐0002‐TablesS1‐S11.zip.

**Supplementary Table 11**

**Genotype dependent vs Genotype independent effects of individual BCAA restriction**

| Category | Outcome | BCAA | Genotype |
| --- | --- | --- | --- |
| Genotype Independent Effects |  |  |  |
| Metabolic | Adiposity | IleR, ValR | 3xTg and NTg |
|  | Glucose tolerance | IleR | 3xTg and NTg |
|  | Energy expenditure | ValR | 3xTg and NTg |
| Genotype-Dependent Effects |  |  |  |
| Cognition | Spatial memory (BM) | IleR, LeuR (M), ValR (F) | **3xTg** |
|  | Recognition Index (NOR) | IleR , LeuR, ValR (M only) | **3xTg** |
| Neuropathology |  |  | **3xTg** |
|  | Hippocampal p-Tau | IleR, LeuR, ValR (F only) | **3xTg** |
|  | Amyloid plaques | IleR, LeuR (F only) | **3xTg** |
|  | Microglial activation | IleR, ValR | **3xTg** |

# Supplementary material for: Restriction of Individual Branched‐Chain Amino Acids has Distinct Effects on the Development and Progression of Alzheimer's Disease in 3xTg Mice
**Source:** Adv Sci (Weinh). 2026 Mar 12;13(30):e15220. doi: 10.1002/advs.202515220
**Supplement:** Supplementary file 2 — Supporting File 2: advs74632‐sup‐0002‐TablesS1‐S11.zip.

**Supplementary Table 10**

**Summary of sex-specific metabolic, neuropathological, cognitive, and molecular effects of individual BCAA restriction in 3xTg-AD Mice**

| **Category** | **Outcome** | **Females-IleR** | **Females-LeuR** | **Females-ValR** | **Males -IleR** | **Males-LeuR** | **Males ValR** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Metabolic** | Body weight |  |  |  |  |  |  |
|  | Adiposity |  |  |  |  |  |  |
|  | Food intake |  |  |  |  |  |  |
|  | Energy expenditure | (NS) |  |  |  |  |  |
|  | Glucose tolerance | Improved |  |  |  |  |  |
|  | Insulin sensitivity |  |  | Worsened |  |  |  |
| **Neuropathology (Hippocampus)** | Aβ plaques |  |  | (x2) |  |  |  |
|  | p-Tau (Thr231) |  |  |  |  |  |  |
|  | Microglial activation |  |  |  |  |  |  |
| **Autophagy** | ATG5/7/16 |  |  |  |  |  |  |
|  | Beclin |  |  |  |  |  |  |
|  | LC3A/B |  |  |  |  |  |  |
|  | p-62 |  |  |  |  |  |  |
| **mTORC1** | p-S6 |  |  |  |  |  |  |
|  | p-4E-BP1 |  |  |  |  |  |  |
| **Cognition** | STM-BM |  |  |  |  |  |  |
|  | LTM-BM |  |  |  |  |  |  |
|  | STM-NOR |  |  |  |  |  |  |
|  | LTM-NOR |  |  |  |  |  |  |
| **Survival** | Lifespan |  |  |  |  |  |  |

Improved /Increased

Worsened/Decreased

No significant change

STM: Short term memory Test. LTM: Long term memory test, BM: Barnes maze, NOR: Novel Object Recognition test

How the deposited data were processed for this re-analysis (not part of the article)

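RNA from the brains of male and female 3xTg mice was sequenced after 9 months on a Control diet or on a diet with 67% less isoleucine (IleR), leucine (LeuR) or valine (ValR), starting at 6 months of age. The results section of the paper describes whole brain and the methods describe the left hemisphere. The sample labels list 47 libraries, and 37 of them were analysed: 14 male libraries (4 Control, 3 IleR, 3 LeuR and 4 ValR) and 23 female libraries (6 Control, 5 IleR, 6 LeuR and 6 ValR). The other 10 male libraries are not analysed here. The authors state that clear outliers were removed after principal component analysis. The paper's source data for Fig. 5 hold the same 14 male libraries, and whether each of the other 10 was removed as an outlier is left open. Each library carries a number of its own, and no number links a library of 1 diet to a library of another. The labels and the methods describe the RNA selection differently, so whether the libraries hold polyA RNA or total RNA is left open.

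The authors aligned the reads to the mouse build GRCm38.p5 and deposited an expected count for each Ensembl gene and library, with no normalization; the estimated values are not all whole numbers, and the aligner and its version are not stated. For the comparison of each restricted diet with Control, the authors deposited log2 fold changes made in limma after TMM normalization, voom and a filter on genes present in fewer than 1 group. Beside these, the authors deposited unadjusted p-values from the empirical Bayes moderated model and p-values adjusted by the Benjamini-Hochberg method, for 18041 genes in males and 17465 in females. The tables of counts use GRCm38 identifiers, and gene names and coordinates were taken from the GENCODE M21 annotation of the same build. Of the gene identifiers, 3333 are absent from that annotation. Gene symbols came from the authors' deposited table for 18257 genes and from GENCODE for 33866, and 3293 have no symbol.

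Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 count in every library of at least 1 diet group were kept for each sex. The 4 diet groups of a sex were fitted in 1 model with TMM normalization and edgeR's quasi-likelihood test, each restricted diet was compared with Control, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A diet by sex interaction was tested in 1 model of all 37 libraries. Log2 CPM was computed with a prior count of 2. CPM values were computed after TMM normalization, except those of Xist, of the gene copies such as Eno1b and of the limit of 1 CPM for list genes, which are counts over the library total. Levels were treated as not measurable in a group whose libraries all had at most 3 counts, and folds against such a group were computed against 3 counts as lower bounds. The total count per library had medians of 17366800 for Control, 16056200 for IleR, 17268200 for LeuR and 15065100 for ValR in males, and of 16966900, 16589900, 14345100 and 16993600 in females. The spread between libraries of a group was larger than counting error in each of the 73 pairs compared.

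The genes named in the text were chosen by a rule: every gene named in the paper's section on gene expression or shown in Fig. 5B, the genes of the proteins the paper assayed, the 8 genes of the transaminase and branched-chain ketoacid dehydrogenase steps, the 5 genes used to check sex, and for each diet and sex the 3 genes that rose most and the 3 that fell most among those past the threshold, with a mean log2 CPM of at least 1 and no overlap with Control. In females no gene was past the threshold, so the last part of the rule named none. Results for some of the genes of this rule are not reported here. Genes named outside this rule are marked as such.

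The 8 pathway lists were BCAA degradation, Propanoate metabolism, Carbon metabolism, DNA replication, MAPK signaling, Toll-like receptor signaling, mTOR signaling and Autophagy. They were written by hand from general knowledge, since the membership used by KEGG is not used here, and were tested among the DEGs of each direction with a one-sided hypergeometric test, and over all genes with camera and fry. The 10 marker lists were Cerebellum, Brainstem and spinal cord, Forebrain, Pan-neuronal, Oligodendrocyte, Astrocyte, Microglia, Immediate early genes, Choroid plexus and Blood. They hold no gene of Fig. 5B and were also tested with camera and fry. A hindbrain score was taken for each library as the mean log2 CPM of the Cerebellum and the Brainstem and spinal cord lists minus that of the Forebrain list, and compared between diets by a two-sided exact permutation test. Principal components were computed on genes with a mean log2 CPM of at least 1, in each sex, and the male libraries were also placed on the first female component.

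The tests were tested on simulated data with the depth and spread of these libraries, in which 200 genes were changed by a log2 of 1.5 or 2, and with 20 simulations of unchanged groups against shared Control libraries. The changed genes were taken from those with a mean count of at least 20. The alternatives tried were limma voom, DESeq2, upper quartile normalization, filterByExpr, the genes of the authors' deposited table only, no filter on genes beyond a total count above 0, fits of only the 2 groups compared, an adjusted p-value under 0.01, at least a doubling or halving, the hindbrain score or the first female component as a covariate, camera and fry for the lists, a prior count of 0.5 and other gene sets for the score, and the exclusion of each library in turn. For each comparison with Control, other splits of the same libraries were fitted in the same way, all 35 in males and 100 drawn of 462 in females. The co-expression network of the paper and its relation to traits are not analysed here.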

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

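Of the tests in this part, those of the marker lists, of the difference between the sexes, of the share of cerebellum and brainstem, of simulated groups with shared Control libraries and of other splits of the libraries were planned, and all others were chosen only after the result was seen.

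Lists of regional genes that hold no gene of Fig. 5B moved in opposite directions in males. In ValR-fed against Control-fed males, the median log2 fold change was 3.05 for the Cerebellum list (18 genes tested, 18 above 0), 4.81 for the Brainstem and spinal cord list (19 tested of 23 genes), −2.77 for the Forebrain list (30 tested, 28 below 0) and −2.28 for the Immediate early genes list (15 tested). Of the 19 brainstem and spinal cord genes, 10 were not measurable in Control-fed males, and with these at their lower bounds the median was 3.85. The medians were 2.67, 4.63 (2.72 with bounds), −2.64 and −1.89 for IleR and 1.39, 5.50 (3.82 with bounds), −2.00 and −1.30 for LeuR. The fry test with Benjamini-Hochberg adjustment gave p-values of 0.00242, 0.0328 and 0.00173 for Cerebellum in IleR, LeuR and ValR, from 0.00857 to 0.0193 for Brainstem and spinal cord, from 0.00173 to 0.00334 for Forebrain and from 0.00316 to 0.00821 for Immediate early genes. The lists share no gene with each other. The paper does not report on these lists.

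A candidate explanation is tissue pieces with a different share of cerebellum and brainstem. It predicts that the male changes follow the main axis of variation among females, in which diet gave 0 DEGs (577, 820 and 777 genes at an unadjusted p-value under 0.05 for IleR, LeuR and ValR). Across genes, which are not independent replicates, the lowest Pearson correlation of the 3 diets between male log2 fold changes and the gene loadings of the first female component was 0.648, for LeuR. Among the abundant genes of the lists, Zic1 (mean log2 CPM 7.48) rose by 3.91, 2.64 and 4.24 for IleR, LeuR and ValR, and Camk2a (mean log2 CPM 8.92) fell by 3.73, 2.62 and 4.54, whereas Itpr1, the most abundant gene of the Cerebellum list (mean log2 CPM 9.90), changed by 1.28, −0.66 and 1.77. These genes were chosen after their values were seen. In LeuR the Cerebellum list rose least of the 3 diets, while Brainstem and spinal cord rose about as much as in ValR, so the pieces of LeuR-fed males may have held less cerebellum than those of IleR-fed and ValR-fed males, which was not tested. The rise of Brainstem and spinal cord in LeuR rests on LeuR 19 and LeuR 20 (mean log2 CPM 3.68 and 2.26). LeuR 21 was at Control level for this list (−0.521, against −0.506 in Control 4). For Cerebellum, LeuR 21 also lay below Control 4 (4.21 against 4.31).

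Several other explanations are argued against. Chance values of the shared Control libraries are argued against by the hindbrain score, which was higher in all 10 restricted males than in all 4 Control males (two-sided exact permutation test, p = 0.000999, the smallest that 1001 splits allow). Not every measure separated the groups fully. LeuR 21 lay just below Control 4 for Cerebellum (mean log2 CPM 4.21 against 4.31) and for Brainstem and spinal cord (−0.521 against −0.506). It also lay just below Control 4 on the first female component (−35.316 against −35.297). Its Forebrain mean was lower than that of Control 4 (4.63 against 5.10). The simulation of unchanged groups that was planned to test chance drew each gene apart, holds no axis shared by genes, and decides nothing. For the numbers of DEGs of IleR and of LeuR taken alone, chance is not excluded (see the splits below). Total counts did not differ between restricted and Control males (two-sided exact permutation test, p = 0.956). The 10 most abundant genes took at most 7.51% of the counts of a male library, too little to shift other genes by the medians above. GC content and gene length explained at most 2.33% of the variance of the log2 fold changes across genes, against at least 42.0% for the female component. Added choroid plexus or blood would lower neuronal genes of every region alike, but the medians of Cerebellum and Forebrain lay at least 3.39 apart, for LeuR. A general loss of neurons would do the same, but the smallest median of the Cerebellum list over the 3 diets was 1.39. A single mislabelled or unusual library is argued against for ValR, since the fits that left out 1 library kept at least 1711 DEGs in each direction.

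What stays open is how the libraries were chosen. The sample labels list 10 male libraries that are neither in the paper's source data for Fig. 5 nor analysed here, and the paper states that outliers were removed after principal component analysis, so a real difference between the groups and the choice of libraries cannot be told apart for the male groups. An effect of diet on the size or the gene expression of brain regions is also open and was not tested. Dissection is not recorded in the sample labels, so the share of cerebellum and brainstem may have differed by dissection or by an order of processing that went with diet, and the correlation of 0.648 holds for either.

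Other splits of the same libraries into groups of the same sizes were fitted as a reference for the number of DEGs. For ValR, 1 of the 35 splits of the 8 libraries, the real one, gave as many DEGs, and none of the others gave any. For IleR and for LeuR, 2 of the 35 splits of the 7 libraries gave as many, the real one and 1 other with 3424 and 3826 DEGs. In each of these, the diet libraries were grouped with Control 4 alone of the Control libraries, against Control 1, 3 and 5. In females, where the real splits gave 0 DEGs, all of the 100 splits drawn for IleR, for LeuR and for ValR gave as many or more. Any split does so against 0 DEGs, so this outcome decides nothing. The largest numbers were 1 for IleR, 12 for ValR and 3318 for LeuR. The LeuR split with 3318 DEGs set Control 27, 29 and 30 with LeuR 45, 46 and 48, whose hindbrain scores lay between −2.80 and 2.35, against libraries with scores from −4.59 to −3.13. This split followed the hindbrain score and held 3 libraries of each diet on either side.

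The diet effect differed between the sexes for 22 genes for IleR, 1 for LeuR and 955 for ValR (edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment, 14 male and 23 female libraries). Among the genes named in the text on Fig. 5, it differed for Crym in ValR (adjusted p-value 0.0167 from the same edgeR test, log2 fold change −6.52 in males), with every male ValR library below every male Control library. Whether a different share of cerebellum and brainstem gives part of these differences was not tested between the sexes, and a biological difference between the sexes was not tested apart from it, so both stay open.

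Single libraries lay far from the others of their group in 14 of 105 groups, where chance gives about 1 in 20, or 5.25, for independent, normally distributed values. Hox genes with 0 counts in most libraries of a group do not meet this, and the lists and genes of 1 library are not independent. So 14 against 5.25 is no test of an excess. The Cerebellum list was at a mean log2 CPM of 4.31 in male Control 4 (3.12 to 3.19 in the other Controls), and Crym at −2.03 in male ValR 12 (−1.07 to −0.92). In female Controls, Brainstem and spinal cord was at 2.54 in Control 27 (0.31 to 0.85), Pan-neuronal at 8.30 (8.77 to 8.94) and Immediate early genes at 3.34 (4.82 to 5.70) in Control 30, Choroid plexus at 2.69 in Control 28 (−0.14 to 0.75), and Hoxb3 at 0.0635, Hoxa5 at 0.35 and Hoxc4 at 0.28 in Control 29, each at most −2.33 in the others. In the other female groups, Hoxa5 was at −1.96 in IleR 41 (3 counts, against 0 in the others), Hoxc4 at 2.29 (at most −1.33) and Crym at −1.69 (4.09 to 6.24) in LeuR 45, and Hoxa5 at 2.30 and Hoxc4 at 2.05 in ValR 36 (0 counts in the others). Control 27, 29 and 30 had the 3 highest hindbrain scores of the 6 female Controls, IleR 41, LeuR 45 and ValR 36 had the highest of their groups (from −1.32 to 2.35 over these 6 libraries), and male Control 4 had the highest score of the male Controls (−3.26). Not all flagged libraries had high scores. Female Control 28 had the lowest score of the females (−4.59), and male ValR 12 (0.73) lay below ValR 7 and ValR 10 (1.07 and 1.08). The score is made in part from the same lists, and whether the pieces of the libraries with high scores held more cerebellum, brainstem or spinal cord was not tested for single libraries and stays open. A mislabelled sex is argued against by Xist and the Y-linked genes in every library. No biological explanation was tested for single libraries.

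Eno1b was at 299 CPM in female IleR 39 and 204 CPM in female IleR 40, and at no more than 3.60 CPM in the other 21 female libraries. CPM values in this paragraph are counts over the library total, without TMM normalization. Rps3a2 with Rps3a3, and Rpl34-ps1, copies of Rps3a1 and Rpl34, were high in the same libraries. The paper does not report these genes, and they were chosen after their values were seen. If reads of the parent gene had been assigned to its copy, each parent would be lower in these libraries and the sum of parent and copies would lie within the range of the others. Eno1 was at 472 and 534 CPM (648 to 906 in the others) with sums of 770.4 and 738 (650 to 908), and Rps3a1 at 95.3 and 157 CPM (217 to 277) with sums of 227 and 245 (219.8 to 279.5). Rpl34 was also lower, at 35.5 and 48.1 CPM (57.5 to 78.5), but its sum was 52.8 in IleR 39, below the range of 57.5 to 78.6 in the others. So 2 of the 3 genes met the prediction in full, and 1 gene fell just outside the range. Reads shared between copies and a strain variant that changes where reads align cannot be told apart for these libraries, because a strain variant was not tested. No biological explanation was tested.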

How the results depend on the processing

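All alternatives in this part were chosen before the data were examined, and none of the tests here was chosen only after the result was seen. No paired analysis was possible because each library has a number of its own that links it to no other library. The alternative of using all male libraries in the table of counts could not be run, since the table holds the same 14 libraries.

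With upper quartile normalization, filterByExpr, only the genes of the authors' deposited table, or no filter on genes beyond a total count above 0, each of the 22 numbers of DEGs (up and down per diet, shared, and of 1 diet alone, in each sex) stayed within 1.5 times its value. With limma voom, 19 of the 22 did, with 313 genes for IleR alone in males and, in females, 1 upregulated gene for IleR and 1 for IleR alone, the same gene (Gm45410, named after its values were seen). With DESeq2, 14 did. Its LeuR numbers in males were 1496 upregulated, 2115 downregulated and 958 for LeuR alone, 796 upregulated genes were shared, and in females it gave 8 upregulated genes for IleR (8 for IleR alone) and 1 for LeuR (1 for LeuR alone). On simulated counts, 23.4%, 22.1% and 21.9% of the DESeq2 calls for IleR, LeuR and ValR in males were unchanged genes, against 4.07%, 3.49% and 5.52% for edgeR. Whether this is the cause of the larger numbers was not tested.

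Stricter thresholds give fewer genes by construction. With an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the upregulated and downregulated genes in males were 506 and 964 for IleR, 65 and 341 for LeuR, 1163 and 1616 for ValR, and 46 and 305 shared, with 57 for IleR alone and 34 for LeuR alone. With at least a doubling or halving, they were 713 and 961 for IleR, 398 and 616 for LeuR, 1054 and 1353 for ValR, and 214 and 463 shared, with 118, 235 and 825 for IleR, LeuR and ValR alone.

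When the hindbrain score was a covariate, the male numbers were 0 upregulated and 0 downregulated genes for IleR (1267 at an unadjusted p-value under 0.05), 11 and 2 for LeuR, 0 and 2 for ValR (1555 at an unadjusted p-value under 0.05), 0 and 0 shared, and 0, 11 and 0 for IleR, LeuR and ValR alone. With the first female component as a covariate, they were 0 and 0 for IleR (1194 at an unadjusted p-value under 0.05), 28 and 2 for LeuR, 0 and 0 for ValR (978 at an unadjusted p-value under 0.05), 0 and 0 shared, and 0, 30 and 0 alone. Both covariates rise with the restricted diets in males, so they remove an effect of diet as well as one of tissue share, and on simulated counts the fits with them still recovered between 23% and 58.5% of the changed genes. In females, the score as a covariate gave 0 DEGs for each diet. An unadjusted p-value under 0.05 was reached there by 956, 1062 and 1246 genes for IleR, LeuR and ValR. On simulated female counts this fit recovered 89%, 89.5% and 91% of the changed genes. In fits of only the 2 groups compared, LeuR in males had 0 upregulated and 0 downregulated genes (4607 at an unadjusted p-value under 0.05), and the 10 other numbers stayed within 1.5 times. The cause was not tested.

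Leaving out each library in turn changed 53 numbers of DEGs by more than 1.5 times and left 354 within it. Over the 14 male fits, upregulated and downregulated genes ran from 648 (without IleR 17) to 1970 and from 1110 (without IleR 14) to 2387 for IleR, from 142 to 1769 and from 401 to 2183 for LeuR, and from 1711 to 3008 and from 2132 to 2982 for ValR. Shared genes ran from 97 to 980 upregulated and from 388 to 1546 downregulated. The lowest LeuR and shared numbers were without LeuR 19, and all of the highest of IleR, LeuR and shared genes without Control 4. Genes of 1 diet alone ran from 24 (without IleR 14) to 353 (without ValR 12) for IleR, from 44 (without LeuR 19) to 969 (without Control 4) for LeuR, and from 1074 (without ValR 12) to 2872 (without IleR 17) for ValR. Over the 23 female fits, upregulated genes for IleR, and genes for IleR alone, ran from 0 to 5 (without IleR 38, with 577 genes at an unadjusted p-value under 0.05 when all libraries are used), and all other female numbers were 0. Fewer libraries lower the number of calls by construction, but the rise without Control 4 is not explained in that way, and its cause was not tested.

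For the 24 combinations of pathway list and diet, the hindbrain score as a covariate gave an adjusted p-value of 1 (one-sided hypergeometric test, Benjamini-Hochberg) for each of the 13 that were under 0.05 (BCAA degradation, MAPK signaling and mTOR signaling for all 3 diets, Propanoate metabolism for IleR and LeuR, Carbon metabolism for LeuR and DNA replication for ValR), since few or no DEGs were left. With DEGs from limma voom, Carbon metabolism passed for IleR (0.0315) and ValR (0.0372), and mTOR signaling did not pass for ValR (0.0524). With filterByExpr, mTOR signaling did not pass for IleR (0.248) or ValR (0.261). With camera and fry, DNA replication passed for IleR (0.00542 and 0.0109), and mTOR signaling did not pass for IleR (0.197 and 0.153) or ValR (0.747 and 0.539). The Autophagy list had the opposite direction for ValR with camera and fry (0.804 and 0.611), without passing in either. Over all alternatives but single libraries, the adjusted p-values of DNA replication for IleR, Carbon metabolism for IleR and ValR, and mTOR signaling for IleR and ValR had lowest values of 0.00542, 0.0315, 0.0372, 0.0293 and 0.0524 and a highest value of 1. The cause of these changes was not tested.

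Over the 14 fits that each left out 1 male library, 54 list results went above 0.05, 8 went below it and 274 kept their side. The adjusted p-values for IleR, LeuR and ValR (one-sided hypergeometric test on DEGs from edgeR, Benjamini-Hochberg) ran from 1.55e-07 to 0.344, from 8.47e-09 to 1 and from 3.98e-05 to 0.132 for BCAA degradation (the highest without IleR 17, LeuR 19 and Control 3). They ran from 0.00462 to 1, from 1.76e-07 to 1 and from 0.0252 to 0.660 for Propanoate metabolism (the highest without Control 1, LeuR 19 and ValR 7), and from 0.00175 to 0.941, from 4.72e-05 to 1 and from 0.0135 to 0.696 for Carbon metabolism (the highest without IleR 13, Control 3 and Control 1). For mTOR signaling they ran from 0.00870 to 0.0437, from 0.00347 to 0.0969 (without LeuR 21) and from 0.00935 to 0.209 (without Control 1), and for Autophagy from 0.0428 (without Control 4) to 0.951 for IleR, with 0.267 to 1 and 0.395 to 0.835 for LeuR and ValR. DNA replication kept its side of 0.05 for each diet (0.0685 to 1, 0.773 to 1 and 3.56e-06 to 0.0124), as did MAPK signaling (3.23e-09 to 9.10e-06, 3.39e-13 to 2.02e-05 and 2.44e-08 to 5.78e-06) and Toll-like receptor signaling (0.197 to 0.467, 0.0582 to 0.324 and 0.345 to 0.840).

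The numbers of genes whose diet effect differed between the sexes were 0 for IleR (4282 at an unadjusted p-value under 0.05) and 29 for ValR with limma voom, and 63 for IleR with filterByExpr. Leaving out each of the 37 libraries gave from 0 (3490 at an unadjusted p-value under 0.05 without male IleR 17) to 925 for IleR (without female IleR 41), from 1 to 598 for LeuR (without male Control 4) and from 191 (without male ValR 10) to 2463 for ValR (without female ValR 36). The cause was not tested.

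For 29 log2 fold changes of genes named in the text, upper quartile normalization changed none in direction or call, and DESeq2 added 4 calls. With limma voom, 11 calls were lost and 2 gained. When the hindbrain score was a covariate, 21 calls were lost with the direction kept, and the direction changed for Hoxb3 in IleR (−2.23) and ValR (−0.35), Hoxa5 in IleR (−1.31), Hoxc4 in IleR (−1.92) and Crym in LeuR (0.34), the cause of which was not tested. Directions in this fit rest on extrapolation, since no restricted library lay within the Control range of the score. Leaving out single libraries lost 16 calls, gained 5 and left 385 results on their side of the threshold. For the hindbrain score, the difference between IleR-fed and Control-fed females was −0.02 and became 0.0328 with the Forebrain and Cerebellum lists only, 0.00412 with list genes of at least 1 CPM on average and 0.00186 with a prior count of 0.5, all close to 0. The LeuR difference in males had an exact permutation p-value above 0.05 in 2 of the 3 variants, and the other score differences kept direction and side in each variant.

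Depth limits the genes that were not measurable in Control-fed males. Hoxb3, Hoxa5 and Hoxc4 had at most 1 count per Control library, so their fold changes are lower bounds and their calls change with the test. For the 10 brainstem and spinal cord genes that were not measurable in Control-fed males, changes of the calls were not examined gene by gene.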

Differences from the paper's values

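None of the tests in this part was chosen only after the result was seen. The log2 fold changes of Lhx1 in males were 3.95 for IleR, 2.89 for LeuR and 4.41 for ValR, against the paper's 6.49, 5.35 and 6.98 in its supplementary table. Of the alternatives set before the data were examined, limma voom gave 6.50, 5.35 and 6.99, within the paper's values. The others did not: DESeq2 gave 3.92, 2.88 and 4.38, upper quartile normalization 3.96, 2.92 and 4.40, and the hindbrain score as a covariate 0.74, 0.49 and 0.58. Without Control 4, the log2 fold changes of Lhx1 were 7.65, 6.59 and 8.11, above the paper's values, and none of the 14 fits that each left out 1 library came within them.

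The paper states that Hoxb3, Hoxa5, Hoxc4 and Lhx1 changed with every restricted diet in males. Here Hoxb3 was not a DEG for IleR (adjusted p-value 0.0674, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Hoxa5 not for IleR (0.218) or LeuR (0.0820), Hoxc4 not for IleR (0.175), and Lhx1 not for LeuR (0.0638), although the mean of each was higher than that of Control in these groups. DESeq2 called Hoxb3, Hoxa5 and Hoxc4 for IleR (adjusted p-values 0.00751, 0.0200 and 0.0160) and Hoxa5 for LeuR (0.00137), and limma voom called Lhx1 for LeuR (0.0180). With edgeR, Hoxb3 was called for IleR, and Hoxa5 and Lhx1 for LeuR, without LeuR 21 (0.0209, 0.0420 and 0.0474), and Lhx1 for LeuR also without Control 4 (9.05e-05). Over the alternatives the highest adjusted p-values of these comparisons were between 0.945 and 0.985, with the hindbrain score as a covariate.

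The paper describes Crym as lower for IleR, and here it was not called for IleR (−2.63, adjusted p-value 0.119, edgeR with Benjamini-Hochberg). It was called with limma voom (0.0410), without IleR 13 (0.00850) and in the authors' deposited table (0.0405), and over the alternatives its adjusted p-value reached 0.940.

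For pathways, the lists here stand in for the KEGG pathways of the paper. The paper names mTOR signaling for IleR only, and here the list passed for all 3 diets (0.0273, 0.00734 and 0.0342 for IleR, LeuR and ValR, one-sided hypergeometric test, Benjamini-Hochberg), while with limma voom it did not pass for ValR (0.0524), and with filterByExpr, camera or fry it passed for LeuR and not for IleR or ValR. Propanoate metabolism is named for LeuR only, and here the list passed for LeuR and also for IleR (0.0209), where the call was lost in 9 of the 14 fits that left out 1 library (4 of 14 for LeuR). Toll-like receptor signaling is named as lower for every diet, and here the list did not pass for any diet (0.394, 0.0960 and 0.722), nor under any of the alternatives, where the lowest values were 0.252, 0.0789 and 0.489, or without any single library, where they were 0.197, 0.0582 and 0.345. DNA replication is named for ValR only, as in the hypergeometric test here, while camera and fry also passed for IleR (0.00542 and 0.0109).

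For the genes upregulated for all 3 diets, the authors' deposited table gives 464, 10 more than the paper's text, which states 454. The group sizes in the legend of Fig. 5 are larger by 1 at both ends than those of the libraries analysed here.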

Other observations

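The marker list results below were planned, and the correlations in females and the comparisons of blood and choroid plexus were chosen only after the result was seen.

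Among the other marker lists in males, the median log2 fold changes for IleR, LeuR and ValR were −0.30, −0.11 and −0.18 for Pan-neuronal (16 genes), 0.61, 0.71 and 0.54 for Oligodendrocyte (13), 0.32, 0.34 and 0.43 for Astrocyte (12), −0.05, 0.16 and −0.28 for Microglia (15), 0.56, 0.90 and 0.24 for Choroid plexus (11) and −0.47, 1.95 and 0.50 for Blood (5). All genes of these lists were tested in males. Adjusted over each list alone, the numbers of genes that changed were 5, 8 and 5 for Pan-neuronal, 6, 7 and 0 for Oligodendrocyte, 6, 3 and 6 for Astrocyte, 3, 0 and 5 for Microglia, 0, 0 and 0 for Choroid plexus (0 genes at an unadjusted p-value under 0.05 for any diet) and 0, 5 and 0 for Blood. For the regional lists they were 15, 11 and 16 for Cerebellum, 14, 17 and 16 for Brainstem and spinal cord, 23, 20 and 24 for Forebrain, and 10, 9 and 11 for Immediate early genes.

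Camera calls at an adjusted p-value under 0.05 also passed with fry for Cerebellum, Brainstem and spinal cord, Forebrain and Immediate early genes for all 3 diets, and for Pan-neuronal and Astrocyte for IleR and ValR. They did not pass with fry for Pan-neuronal (0.0711) and Astrocyte (0.0605) for LeuR, Oligodendrocyte for any diet (0.0812, 0.0964 and 0.123), Microglia for ValR (0.0711) or Blood for LeuR (0.0823), all fry p-values with Benjamini-Hochberg adjustment. In females no list passed with fry (adjusted p-value 0.989 for each), although camera called several. The largest female medians were those of Choroid plexus, with 0.93, 2.04 and 2.05 for IleR, LeuR and ValR.

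The Blood list was higher in LeuR-fed males, with all 5 genes above 0 and LeuR 19 and LeuR 20 above every Control library. Its most abundant gene, Hbb-bs (mean log2 CPM 10.02), had log2 fold changes of −0.48, 1.95 and 0.44 for IleR, LeuR and ValR (adjusted p-values 0.699, 0.0822 and 0.674, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the most abundant genes of the Choroid plexus list were Slc4a2 (6.21) and Kl (4.84). Whether blood or choroid plexus explains the regional pattern was tested more than once. The first test was the smallest fry adjusted p-value of the 2 lists, 0.0823, which was replaced after it was seen by a comparison of their medians with that of Cerebellum, in ValR and then in each diet. That comparison went against blood and choroid plexus for IleR and ValR and not for LeuR, where Blood rose more than Cerebellum, and was replaced by the distance between the Cerebellum and Forebrain medians (5.31, 3.39 and 5.82 for IleR, LeuR and ValR). Blood or choroid plexus in the tissue may still account for the rise of their own genes in LeuR, but the distance of 3.39 argues against them as the cause of the regional pattern.

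A hypothesis was that pathway lists that changed in males follow the share of cerebellum and brainstem, so that the same lists move with the hindbrain score over the 23 female libraries. For 4 lists the direction was written down before the correlation was run, but after the male result was seen. Pearson's r was −0.776 for Immediate early genes (Spearman −0.582), 0.573 for BCAA degradation (0.497), 0.898 for DNA replication (0.855) and −0.810 for MAPK signaling (−0.688), each in the direction of the male change, with permutation p-values of 0.000108, 0.00723, 3.25e-05 and 5.20e-05 after Benjamini-Hochberg adjustment over 13 relations. Without the 2 libraries farthest from the median score, r was −0.610, 0.492, 0.883 and −0.676. The score holds 19 brainstem and spinal cord genes in males and 9 in females, so the size of such an effect in males was not estimated from the female libraries. These values are consistent with some part of the male list results coming from tissue share, and an effect of diet on the same lists is not excluded.

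For the other lists, r over the female libraries (Spearman, adjusted permutation p-value, r without the 2 farthest libraries) was 0.598 (0.518, 0.00483, 0.544) for Propanoate metabolism, 0.0499 (0.102, 0.823, 0.134) for Carbon metabolism, 0.278 (0.200, 0.259, 0.415) for Toll-like receptor signaling, 0.149 (0.194, 0.586, 0.248) for mTOR signaling and −0.457 (−0.424, 0.0421, −0.331) for Autophagy. For the cell type lists it was −0.811 (−0.694, 3.25e-05, −0.677) for Pan-neuronal, 0.115 (0.196, 0.650, 0.0760) for Oligodendrocyte, 0.904 (0.879, 3.25e-05, 0.879) for Astrocyte and −0.881 (−0.874, 3.25e-05, −0.855) for Microglia. These are two-sided permutation tests with Benjamini-Hochberg adjustment over the same 13 relations.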
